# TORC1 regulates the transcriptional response to glucose and developmental cycle via the Tap42-Sit4-Rrd1/2 pathway in *Saccharomyces cerevisiae*

**DOI:** 10.1186/s12915-021-01030-3

**Published:** 2021-05-06

**Authors:** Mohammad Alfatah, Jin Huei Wong, Vidhya Gomathi Krishnan, Yong Cheow Lee, Quan Feng Sin, Corinna Jie Hui Goh, Kiat Whye Kong, Wei Ting Lee, Jacqueline Lewis, Shawn Hoon, Prakash Arumugam

**Keywords:** Transcriptional response to glucose, TORC1, Tap42/Sit4/Rrd1-2 module, Spore germination

## Abstract

**Background:**

Target of Rapamycin Complex 1 (TORC1) is a highly conserved eukaryotic protein complex that couples the presence of growth factors and nutrients in the environment with cellular proliferation. TORC1 is primarily implicated in linking amino acid levels with cellular growth in yeast and mammals. Although glucose deprivation has been shown to cause TORC1 inactivation in yeast, the precise role of TORC1 in glucose signaling and the underlying mechanisms remain unclear.

**Results:**

We demonstrate that the presence of glucose in the growth medium is both necessary and sufficient for TORC1 activation. TORC1 activity increases upon addition of glucose to yeast cells growing in a non-fermentable carbon source. Conversely, shifting yeast cells from glucose to a non-fermentable carbon source reduces TORC1 activity. Analysis of transcriptomic data revealed that glucose and TORC1 co-regulate about 27% (1668/6004) of yeast genes. We demonstrate that TORC1 orchestrates the expression of glucose-responsive genes mainly via the Tap42-Sit4-Rrd1/2 pathway. To confirm TORC1’s function in glucose signaling, we tested its role in spore germination, a glucose-dependent developmental state transition in yeast. TORC1 regulates the glucose-responsive genes during spore germination and inhibition of TORC1 blocks spore germination.

**Conclusions:**

Our studies indicate that a regulatory loop that involves activation of TORC1 by glucose and regulation of glucose-responsive genes by TORC1, mediates nutritional control of growth and development in yeast.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12915-021-01030-3.

## Background

Cells sense changes in nutrient availability in their environment and accordingly adjust their growth and developmental cycles. Glucose response and spore germination in *Saccharomyces cerevisiae* are excellent model systems to study this biological phenomenon. When glucose is added to yeast cells growing in a non-fermentable carbon source, the transcriptome and metabolome are extensively reprogrammed to facilitate their growth in the new milieu. This adaptation is referred to as the “transcriptional response to glucose” (will be referred to as glucose response here). Likewise, when haploid spores are transferred to a nutrient medium that contains glucose (or a rapidly fermentable carbon source), they exit their state of ‘hibernation’ and re-enter the mitotic cell cycle [1]. Exactly how changes in glucose levels in the environment are sensed by the cell leading to dramatic modulation of growth and developmental regulatory circuits is poorly understood.

In yeast, glucose levels in the environment are thought to be mainly sensed by the cyclic AMP (cAMP)-dependent protein kinase A (PKA) [2]. Addition of glucose or a rapidly fermentable sugar to the medium activates PKA via GTP-binding proteins Ras1/2 and Gpa2 which results in activation of adenylate cyclase and cAMP production (Fig. 1). PKA consists of a catalytic subunit (Tpk1, 2, or 3) and a regulatory subunit Bcy1. Bcy1 inhibits PKA’s catalytic activity, and this inhibition is relieved by binding of cAMP to Bcy1 causing its dissociation from the catalytic subunit (Fig. 1). PKA phosphorylates several cellular proteins leading to enhanced protein synthesis and inhibition of stress response.

**Fig. 1:**
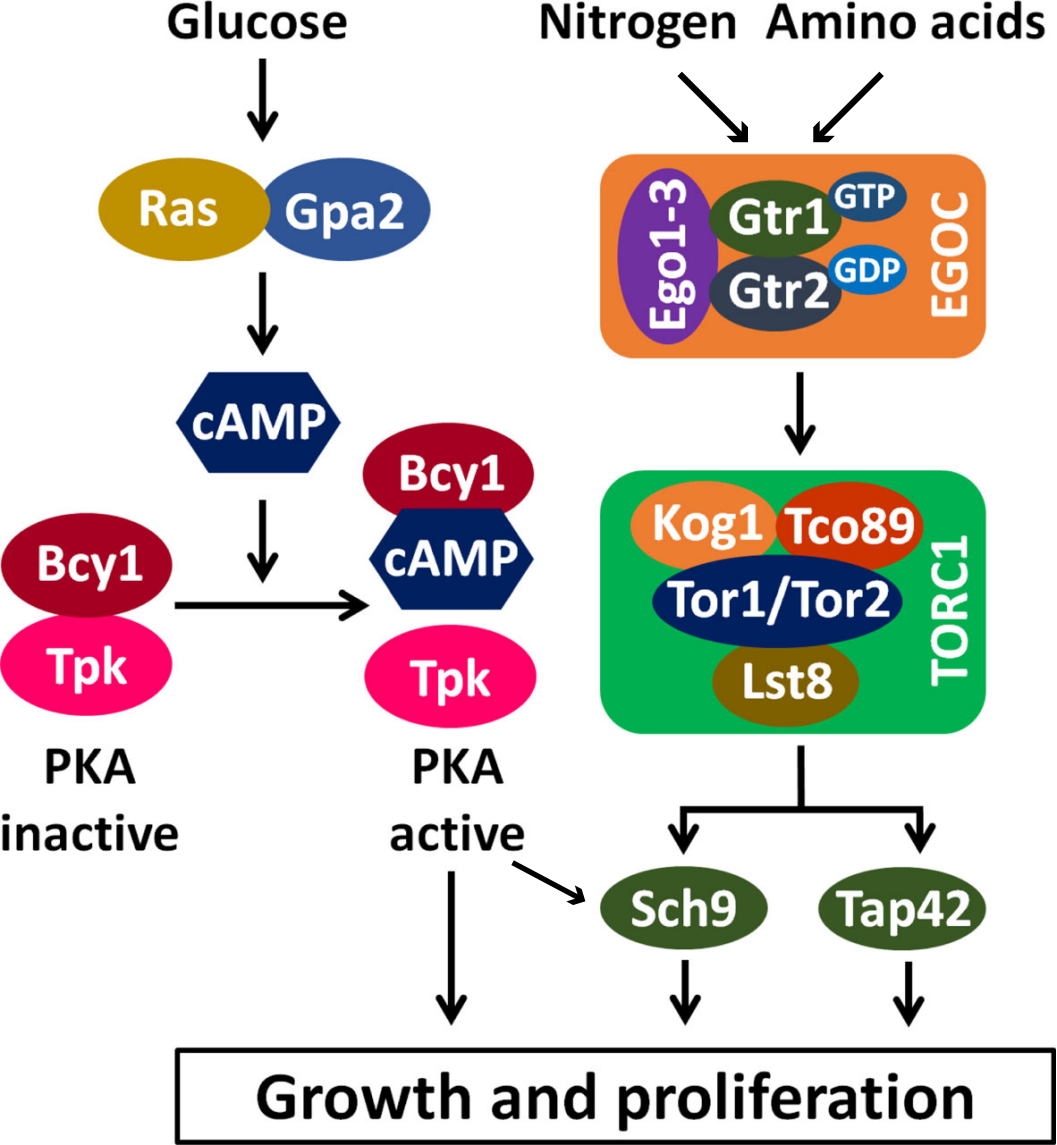
PKA and TORC1 connect the presence of glucose and amino acids/nitrogen levels respectively with cell proliferation in yeast. See the introduction for details

While glucose signaling is mainly attributed to PKA, the coupling of amino acid levels and quality of nitrogen source with cellular growth is performed by TORC1, a multi-subunit protein complex conserved among eukaryotes [3]. TORC1 promotes anabolic processes such as protein synthesis and inhibits catabolic processes like autophagy. TORC1 in *Saccharomyces cerevisiae* is composed of four subunits, namely Tor1/Tor2 (a serine-threonine kinase), Lst8 (equivalent of mLst8/GβL), Kog1 (equivalent of mammalian raptor), and Tco89 (a yeast-specific subunit). The conserved Rag GTPases Gtr1 and Gtr2 act upstream of TORC1 and link the amino acid and nitrogen levels with TORC1 activity (Fig. 1). Gtr1 and Gtr2 form a heterodimer and the state of the nucleotides bound to Gtr1-Gtr2 determines whether they activate or inhibit TORC1. Specifically, a heterodimer of Gtr1/Gtr2 in which the Gtr1 is bound to GTP and Gtr2 is bound to GDP, activates TORC1. Binding of Gtr1/Gtr2 to TORC1 is facilitated by three proteins Ego1/Meh1, Ego2, and Ego3/Slm4, which together with Gtr1/Gtr2 constitute the EGO complex. TORC1 links changes in nutrient levels with transcriptomic reprogramming via its downstream effectors, namely Sch9 (a serine-threonine kinase) and Tap42 (a PP2A phosphatase-binding protein).

During the glucose response, yeast cells reshape their metabolism by switching from oxidative phosphorylation to glycolysis to obtain energy. About 40% of yeast genes are altered in their expression upon glucose addition and 90% of these transcriptional changes could be induced by activation of either Ras2 or Gpa2 [4]. Furthermore, an activated form of PKA recapitulated 90% of transcriptomic changes induced by glucose indicating that PKA is the main regulator of the transcriptional response to glucose in yeast [5].

TORC1’s role in regulating the glucose response is not clear. A transcriptomic study showed that PKA works along with TORC1 in regulating the transcriptional response to glucose [6]. However, another study found that the major TORC1 effector Sch9 plays a very minor role in the glucose response [5]. Although activation of TORC1-effector kinase Sch9 recapitulated a number of transcriptional changes induced by glucose, inactivating Sch9 had only a minor effect on the glucose response [5]. It is also unclear whether the role of Sch9 in glucose response is downstream of TORC1 activation or independent of TORC1 activity. Thus, it is very important to clarify TORC1’s precise function in the glucose response.

In this paper, we show that TORC1 activity is upregulated during the glucose response. TORC1 is activated by glucose through Gtr1/Gtr2-dependent and Gtr1/Gtr2-independent mechanisms. Transcriptomic analysis revealed that about 50% of glucose-responsive genes are regulated by TORC1. We show that TORC1 activity is required for establishment and maintenance of transcriptional response to glucose. TORC1 regulates the glucose-responsive genes through its downstream effectors Tap42/Sit4/Rrd1/2. Our results are consistent with the model that inhibition of TORC1 leads to activation of Sit4/Rrd1-Rrd2 phosphatase which effects changes in the expression of glucose-responsive genes. If TORC1’s role in glucose response is physiologically relevant, then TORC1 inhibition should affect spore germination, a glucose-dependent developmental state transition in yeast [1]. This prediction was confirmed by our observations that TORC1 regulates the glucose-responsive genes during spore germination and is essential for spore germination. We propose that TORC1 is an important regulator of the glucose response and this function is essential for developmental state transition from quiescent spores into actively growing vegetative cells.

## Results

### Glucose is necessary and sufficient for TORC1 activation

To investigate the role of TORC1 in glucose signaling, we first tested whether glucose is required for TORC1 activation. To assess the kinetics of TORC1 activation, we tagged the TORC1 substrate Sch9 with 6 copies of the hemagglutinin (HA) epitope. Phosphorylation of Sch9 can be assayed by cleaving it with NTCB (2-nitro-5-thiocyanatobenzoic acid) followed by detecting the electrophoretic mobility of the C-terminal HA-tagged Sch9 fragment by Western analysis [7]. We transferred log-phase wild type and *gtr1*Δ cells grown in Synthetic Complete medium containing 2% glucose (SC/D) into SC medium lacking glucose (SC-D). After 60’ following transfer, Sch9 was completely dephosphorylated in both wild type and *gtr1*Δ cells indicating that TORC1 activity requires the presence of glucose in the medium (Fig. 2a). We transferred the glucose-starved cells back into SC medium-containing glucose (SC/D). TORC1 was reactivated immediately upon addition of glucose in the wild type strain (Fig. 2a). However, TORC1 activation in the *gtr1*Δ strain was delayed by about 10 minutes in comparison to the wild type strain (Fig. 2a). These results suggest that glucose activates TORC1 via Gtr1/2-dependent and Gtr1/2-independent pathways in yeast.

**Fig. 2:**
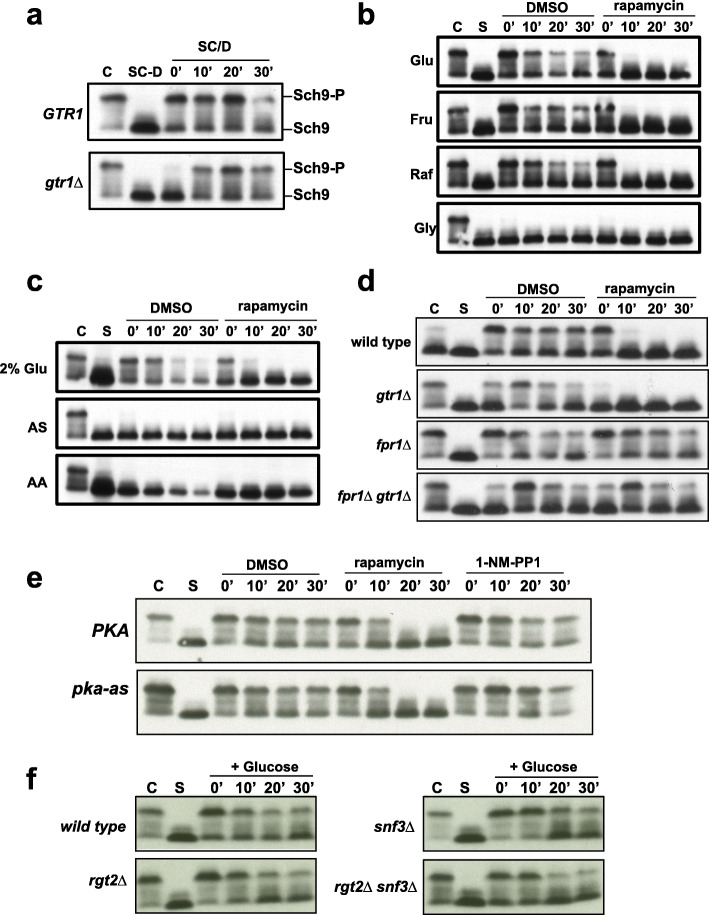
Presence of glucose in the medium is necessary and sufficient for TORC1 activation. **a** Log-phase wild type and *gtr1Δ* cells (C) grown in synthetic medium with 2% glucose (SC/D) were transferred into synthetic medium lacking glucose (SC-D) and incubated for 1 h. Glucose-starved cells (SC-D) were then transferred back into SC medium (SC/D). Aliquots of the yeast cultures were taken after 0’, 10’, 20’, and 30’ and used for preparing protein extracts. Phosphorylation of Sch9 was monitored by Western blotting. **b** Wild type cells in logarithmic phase (C) were subjected to complete nutrient starvation by incubating them in 0.3 M sorbitol for 1 h. Starved cells (S) were then transferred to a solution containing either 110 mM glucose or 110 mM fructose, or 110 mM raffinose or 110 mM glycerol in the presence and absence of rapamycin (2 μM). Aliquots of the cultures were taken after 0’, 10’, 20’, and 30’ and used for preparing protein extracts. Phosphorylation of Sch9 was monitored by Western blotting. **c** Wild type cells in logarithmic phase (C) were subjected to complete nutrient starvation by incubating them in 0.3 M sorbitol for 1 h. Starved cells (S) were then transferred to a solution containing either 110 mM glucose or ammonium sulfate or amino acid mixture in the presence and absence of rapamycin (2 μM). Aliquots of the cultures were taken after 0’, 10’, 20’, and 30’ and used for preparing protein extracts. Phosphorylation of Sch9 was monitored by Western blotting. **d** Wild type, *gtr1Δ*, *fpr1Δ*, and *fpr1Δ gtr1Δ* cells in log phase were subjected to complete nutrient starvation by incubating them in 0.3 M sorbitol for 1 h. They were then transferred to a 2% glucose solution in the presence and absence of rapamycin (2 μM). Aliquots of the cultures were taken after 0’, 10’, 20’, and 30’ and used for preparing protein extracts. Phosphorylation of Sch9 was monitored by Western blotting. **e** Wild type and *pka-as* cells subjected to complete nutrient starvation were transferred to 2% glucose solution in the presence of either DMSO or rapamycin (2 μM) or 1-NM-PP1 (1.5 μM). Aliquots of the cultures were taken after 0’, 10’, 20’, and 30’ and used for preparing protein extracts. Phosphorylation of Sch9 was monitored by Western blotting. **f** Wild type, *rgt2Δ*, *snf3 Δ*, and *rgt2Δ snf3Δ* cells subjected to complete starvation were transferred to 2% glucose solution. Aliquots of the cultures were taken after 0’, 10’, 20’, and 30’ and used for preparing protein extracts. Phosphorylation of Sch9 was monitored by Western blotting

We then tested whether glucose is sufficient for TORC1 activation. We subjected log-phase yeast cells to complete nutrient starvation by washing off all the nutrients and transferring them into 0.3 M sorbitol. TORC1 was inactive after 1 h of incubation in 0.3 M sorbitol (Fig. 2b). We then added either glucose (110 mM) or equimolar amounts of fructose or raffinose or glycerol to starved cells, in the presence and absence of TORC1 inhibitor rapamycin (2 μM). Addition of glucose or fructose or raffinose caused an immediate phosphorylation of Sch9 which was abolished by addition of rapamycin (2 μM) (Fig. 2b). However, addition of glycerol did not activate TORC1. Unlike glucose, both ammonium sulfate and a mixture of all amino acids failed to activate TORC1 in the assay (Fig. 2c). Our results indicate that glucose (or a rapidly fermenting carbon source like fructose/raffinose) is sufficient for TORC1 activation.

We then tested whether glucose-induced TORC1 activation requires its upstream regulator Gtr1. Addition of glucose caused phosphorylation of Sch9 immediately in wild type cells but with a 10-min delay in *gtr1Δ* cells (Fig. 2d). Sch9 phosphorylation was abolished by rapamycin (2 μM) in both wild type and *gtr1Δ* cells (Fig. 2d). Rapamycin binds to the peptidyl-prolyl cis-trans isomerase Fpr1, and Rapamycin-Fpr1 complex inhibits TORC1 by binding to Tor1/Tor2 kinase [8]. To determine whether rapamycin at 2 μM specifically inhibits TORC1, we examined the effect of rapamycin on glucose-induced Sch9 phosphorylation in wild type and *gtr1Δ* strains lacking *FPR1* gene*.* As observed previously, there was a 10-min delay in the onset of Sch9 phosphorylation in the *fpr1Δ gtr1*Δ strain in comparison to the *fpr1Δ* strain. However, addition of rapamycin had no effect on Sch9 phosphorylation in both strains confirming that TORC1 is the Sch9-phosphorylating kinase. In summary, our data indicate that glucose is sufficient to activate TORC1 through Gtr1-dependent and Gtr1-independent mechanisms in yeast.

### Glucose-induced TORC1 activation is independent of PKA and glucose sensors Snf2 and Rgt2

As PKA is the main regulator of the transcriptional response to glucose in yeast [2], we tested whether glucose-induced TORC1 activation requires PKA activity. Catalytic subunit of PKA is encoded by three genes *TPK1-3* in yeast. We constructed an analog-sensitive allele of PKA (*pka-as*) by deleting *TPK3* and introducing gatekeeper mutations namely *tpk1-*M164G and *tpk2-*M147G [5]. 1-NM-PP1 completely inhibited the growth of the *pka-as* strain at 1.5 μM but did not affect the wild type strain indicating that it specifically inhibits PKA activity in the *pka-as* strain (Additional file 1: Fig. S1a). This was confirmed by monitoring the effect of 1-NM-PP1 on phosphorylation of PKA substrates using an anti-PKA substrate antibody. Addition of 1-NM-PP1 (Concentration range 1.5–25 μM) to *pka-as* but not wild type (*PKA*) cells inhibited PKA activity (Additional file 1: Fig. S1b). We tested whether PKA activity is required for glucose-induced TORC1 activation by adding 1-NM-PP1 to wild type and *pka-as* cells during complete nutrient starvation and following addition of 2% glucose. As expected, 1-NM-PP1 at 1.5 μM inhibited PKA activity in *pka-as* but not *PKA* cells (Additional file 1: Fig. S2). Rapamycin (2 μM) had no discernible effect on PKA activity (Additional file 1: Fig. S2). Glucose-induced Sch9 phosphorylation in 1-NM-PP1-treated *PKA* and *pka-as* cells were comparable but was completely inhibited by rapamycin (Fig. 2e). These results indicate that glucose-induced TORC1 activation is independent of PKA activity. We also tested whether glucose-induced TORC1 activation is dependent on glucose sensors namely Rgt2 and Snf3 that regulate the transport of glucose into yeast cells [2]. Glucose-induced TORC1 activation was comparable in wild type, *rgt2Δ*, *snf3Δ*, and *rgt2Δ snf3Δ* strains (Fig. 2f) precluding a role for these glucose sensors in glucose-induced TORC1 activation.

### TORC1 is activated during glucose response

When glucose is added to yeast cells growing in a medium containing a non-fermentable carbon source, several genes are induced or repressed which restructure the transcriptional and metabolic state of yeast [4]. This phenomenon is referred to as the glucose response and the differentially expressed genes constitute the glucose-responsive genes. We investigated whether TORC1 activity is altered during the glucose response. We grew wild type and *gtr1Δ* cells to log phase in SC medium containing non-fermentable carbon sources ethanol and glycerol (SC/EG) and added glucose to a final concentration of 2% along with either DMSO or rapamycin (200 nM). Sch9 phosphorylation increased upon addition of glucose to wild type and *gtr1Δ* cells growing in in SC/EG medium and abolished by rapamycin treatment after 30’ (Fig. 3a). Increase in TORC1 activity upon glucose addition was delayed in *gtr1Δ* cells as observed previously in our glucose-induced TORC1 activity assays (Fig. 2a, d). We also performed the converse experiment in which we switched the carbon source of log-phase yeast cells from glucose to ethanol-glycerol. TORC1 activity was drastically reduced upon transfer from SC/D to SC/EG in both wild type and *gtr1*Δ cells (Fig. 3b).

**Fig. 3:**
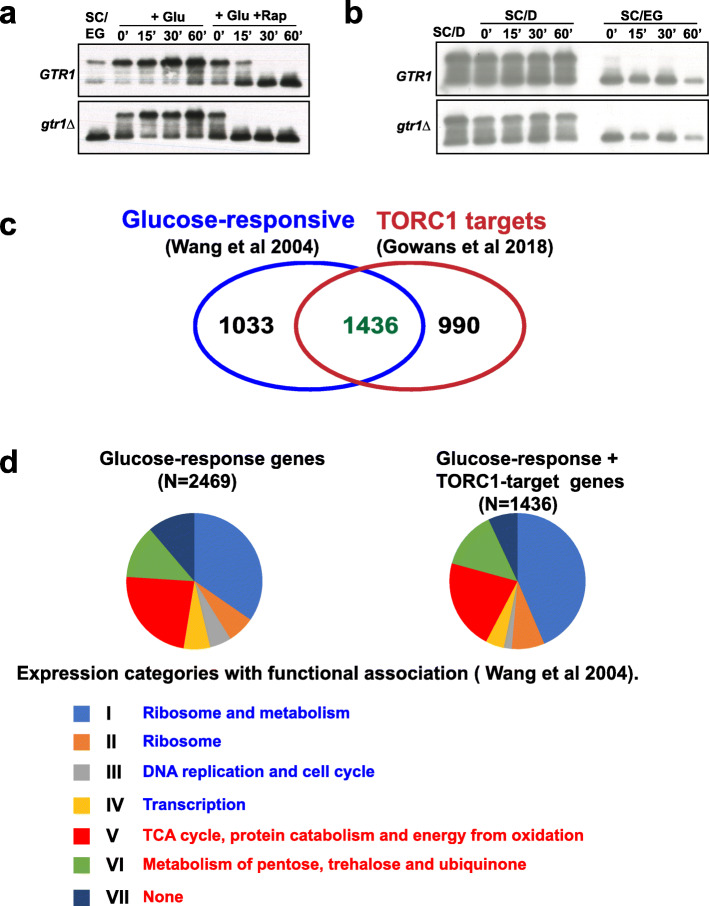
TORC1 activity increases during glucose response. **a** Wild type and *gtr1Δ* cells were grown to logarithmic phase in SC/EG medium, and then glucose (2% final concentration) was added to the cultures in the presence of either DMSO or rapamycin (200 nM). Aliquots of the cultures were taken after 0’, 15’, 30’, and 60’ and used for preparing protein extracts. Phosphorylation of Sch9 was monitored by Western blotting. **b** Wild type and *gtr1Δ* cells were grown to logarithmic phase in SC/D medium. Cultures were then divided into two parts. For one part, cells were pelleted and washed thrice with SC/EG medium, resuspended in SC/EG medium, and incubated at 30 °C. The second part was transferred back to SC/D and was also incubated at 30 °C. Aliquots of the cultures were taken after 0’, 15’, 30’, and 60’ and used for preparing protein extracts. Phosphorylation of Sch9 was monitored by Western blotting. **c** Venn diagram showing the overlap of glucose-responsive genes [4] with TORC1 target genes [9]. **d** Pie chart shows the distribution of the glucose-responsive genes and TORC1-glucose co-regulated (TGC) genes among the various gene clusters defined by response to glucose and Ras activation [4]. Functional enrichment among the various clusters induced and repressed by glucose are indicated, in blue and red fonts respectively

### Overlap of TORC1 targets with the glucose-responsive genes

We then explored whether there is any overlap of glucose-responsive genes with TORC1 target genes by analyzing published transcriptomic data. Based on the response to glucose and Ras activation, glucose-responsive genes (*N* = 3273) were classified into 8 categories I–VIII [4]. Genes belonging to categories I–IV and categories V–VII are activated and repressed by glucose, respectively [4]. Genes in class VIII (*N* = 804) are not regulated by glucose in wild type cells but only in *pka-as* cells and were therefore excluded from our analysis. We compared the remaining list of glucose-responsive genes (*N* = 2469) with the list of 2426 TORC1 target genes reported in a recent transcriptomic study [4, 9]. We found that 58% of glucose-responsive genes (*N* = 1436; upregulated = 828 and downregulated = 608) were co-regulated by TORC1 (Fig. 3c). Among the 828 genes upregulated by glucose, 807 (98%) genes were positively regulated by TORC1. Likewise, of the 608 genes negatively regulated by glucose, 578 (95%) genes were also negatively regulated by TORC1. Genes regulated by TORC1 were spread across the seven categories of glucose-responsive genes to different extents (Fig. 3d). These observations indicate that addition of glucose and TORC1 activation have similar qualitative effects on the yeast transcriptome.

### TORC1 is required for establishment and maintenance of TGC gene expression

We investigated whether TORC1 is required for the transcriptional response to glucose.

We chose 7 TORC1 target genes *GFD2* (I), *DHR2* (II), *CIT1*(V), *CRC1*(V), *UGA1*(VI), *RME1*(VI), and *GPG1*(VII) spread across the top 5 expression categories as representative of “TORC1 and Glucose Co-regulated (TGC)” genes for analysis. The choice of these 7 genes was also informed by transcriptome analysis of TORC1 targets during spore germination (see below). We tested whether TORC1 activity is necessary for glucose-induced changes in expression of the seven TGC genes. For comparison, we tested the role of PKA activity in the transcriptional response to glucose using the *pka-as* strain. We added glucose (to a final concentration of 2%) to log-phase wild type (*PKA*) and *pka-as* cells growing in SC/EG (SC medium containing 2% ethanol and 2% glycerol), in the presence of either DMSO or rapamycin (200 nM) or 1-NM-PP1 (1.5 μM). Expression of all the 7 TGC genes was significantly altered after 30 min following addition of glucose (Fig. 4 and Additional file 1: Fig. S3). As expected, *GFD2* and *DHR2* genes (belonging to clusters I and II respectively) were upregulated in the presence of glucose (Fig. 4, Additional file 1: Fig. S3 and Additional file 2: Table S1) in both *PKA* and *pka-as* cells. Genes *GPG1*, *UGA1*, *RME1*, *CIT1*, and *CRC1* (belonging to clusters V–VII*)* were downregulated in the presence of glucose (Fig. 4, Additional file 1: Fig. S3 and Additional file 2: Table S1). Glucose-induced changes in the TGC genes were inhibited by 1-NM-PP1 in *pka-as* cells but not in wild type cells (Fig. 4, Additional file 1: Fig. S3, and Additional file 2: Table S1). There was a non-specific effect of 1-NM-PP1 on expression of *DHR2* and *GFD2* (Fig. 4 and Additional file 1: Fig. S3). However, 1-NM-PP1 still affected *DHR2* and *GFD2* expression much more strongly in *pka-as* cells compared to wild type cells (Fig. 4 and Additional file 1: Fig. S3). These results confirm PKA’s role in the transcriptional response to glucose. Importantly, glucose-induced changes in expression of the 7 TGC genes were also inhibited by addition of rapamycin (Fig. 4, Additional file 1: Fig. S3 and Additional file 2: Table S1). Timing of change in transcript levels in the presence of rapamycin (30’) agrees with timing of TORC1 inhibition observed previously (Fig. 3a). These results indicate that TORC1 and PKA co-regulate the transcriptional response to glucose in yeast.

**Fig. 4:**
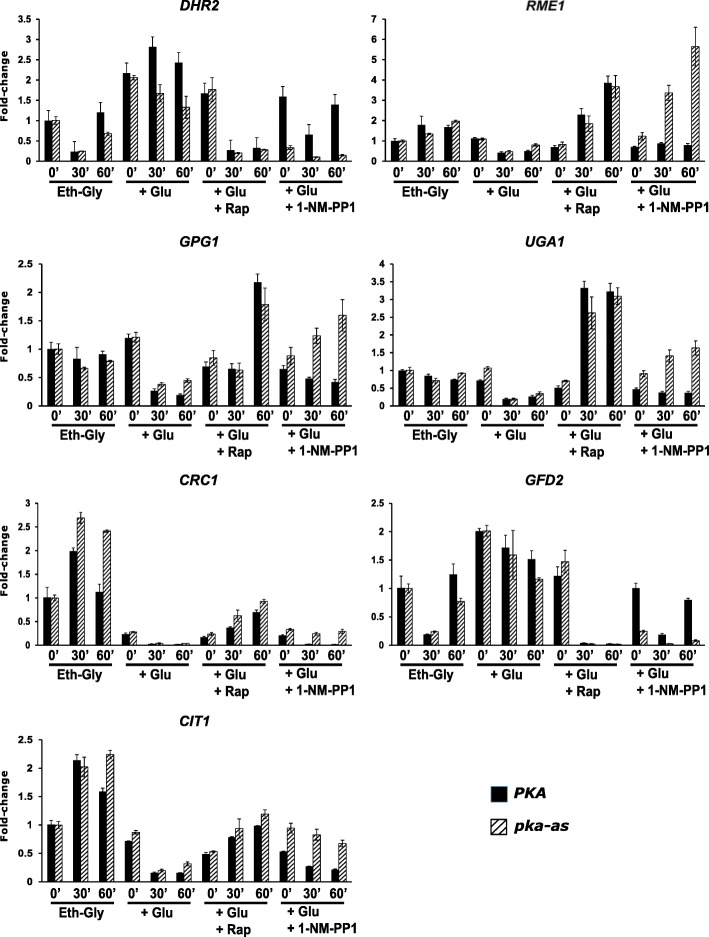
TORC1 and PKA co-regulate the transcriptional response to glucose. Wild type (PKA) and *pka-as* cells were grown to logarithmic phase were grown to logarithmic phase in SC/EG medium and then glucose (2% final concentration) was added in the presence of either rapamycin (200 nM) or 1-NM-PP1 (1.5 μM) or DMSO. Aliquots of the cultures were taken after 0, 30’, and 60’. RNA was extracted from the cultures, and the expression of the indicated 7 TGC genes were analyzed by real-time qRT-PCR. Data are presented as means ± standard deviation (*n* = 2 technical replicates). Data from two additional biological replicates of this experiment are presented in Fig. S3

We then tested whether maintenance of TGC gene expression in glucose-containing medium is dependent on TORC1 activity. We treated log-phase yeast cells growing in YPD medium (with 2 % glucose) with either DMSO or rapamycin (200 nM) and analyzed the expression of the 7 TGC genes by real-time qRT-PCR. Addition of rapamycin affected the expression of all the 7 genes with the transcript levels shifting towards the corresponding expression level in SC/EG medium (Additional file 3: Fig. S4). These results indicate that TORC1 activity is also required for maintaining the expression status of TGC genes during growth in glucose-containing medium (Additional file 3: Fig. S4).

### TORC1 regulates the expression of glucose-responsive genes independently of Bcy1 phosphorylation

TORC1 could regulate the expression of glucose-responsive genes indirectly by activating PKA. Indeed, TORC1 has been shown to promote PKA activity by inhibiting phosphorylation of PKA inhibitor Bcy1 at T129 [10]. Phospho-mimetic mutation of T129 (*bcy1-T129D*) was shown to have an inhibitory effect on PKA activity [10]. If TORC1’s effect on PKA activity via regulating T129 phosphorylation is important for the transcriptional response to glucose, then *bcy1-T129D* should block TORC1’s role in the glucose response. We added glucose (final concentration = 2%) to *BCY1* and *bcy1-T129D* cultures growing in SC/EG medium and monitored the expression of three TGC genes *DHR2*, *CIT1*, and *RME1* by real-time qRT-PCR. Rapamycin treatment affected the expression of 3 TGC genes to comparable extents in both wild type and *bcy1-T129D* strains (Additional file 3: Fig. S5) indicating that TORC1 regulates the glucose-responsive genes independently of Bcy1 phosphorylation at T129.

### TORC1 inhibition does not affect PKA activity

TORC1 and PKA have been shown to exert mutually antagonistic effects on their activities [11]. Our previous data indicated TORC1 inhibition had no effect on PKA activity in yeast cells treated with 2% glucose following complete starvation (Fig. 2e and Additional file 1: Fig. S2). To check if this result also extends to actively growing cells, we grew wild type and *pka-as* cells to logarithmic phase and treated them with either DMSO or rapamycin or 1-NM-PP1. We assayed PKA activity by Western blotting of whole cell extracts using a phospho-specific antibody directed against phosphorylated PKA substrates [10]. As expected, 1-NM-PP1 inhibited phosphorylation of PKA substrates in *pka-as* cells but not in wild type cells (Additional file 3: Fig. S6a). In contrast, rapamycin treatment did not affect phosphorylation of PKA substrates (Additional file 3: Fig. S6a). However, rapamycin treatment activated expression of TORC1-repressed genes *DIP5* and *GAP1* confirming inhibition of TORC1 (Additional file 3: Fig. S6b). Our data suggest that TORC1 inhibition does not affect PKA activity.

### TORC1 regulates expression of glucose-responsive genes independently of Sch9

As TORC1 appears to regulate the transcriptional response to glucose independently of PKA, we focused our attention on its two downstream effectors Sch9 and Tap42. As PKA and TORC1 co-regulate the glucose response, inactivating the TORC1 effector involved in glucose response is not expected to have a major effect on glucose-induced gene expression. However, rapamycin treatment will have a reduced effect on expression of glucose-responsive genes in the effector mutant strain in comparison to the wild type strain. To assess the role of Sch9 in TORC1-mediated regulation of the TGC genes, we added glucose (2% final) to wild type and *sch9Δ* cultures growing in SC/EG medium. We assayed the expression of the 7 TGC genes in the presence and absence of rapamycin by real-time qRT-PCR. The 7 TGC genes were either upregulated (*GFD2* and *DHR2*) or downregulated (*CIT1*, *CRC1*, *UGA1*, *RME1*, and *GPG1*) in both wild type and *sch9Δ* strains following the addition of glucose to the medium (Fig. 5, Additional file 2: Table S1 and Additional file 3: Fig. S7). Importantly, addition of rapamycin reversed the glucose-induced changes in TGC gene expression albeit to different extents in wild type and *sch9Δ* strains. Doubling time of *sch9Δ* cells is twice that of wild type cells (Additional file 3: Fig. S8). Quantitative differences in the effect of rapamycin on TGC gene expression could be caused by pleiotropic growth defects of *sch9Δ*. Taken together, our data indicate that TORC1 regulates the glucose-responsive genes independently of Sch9. However, we cannot exclude the possibility that Sch9 facilitates the regulation of glucose-responsive genes either via TORC1 or independently of TORC1.

**Fig. 5:**
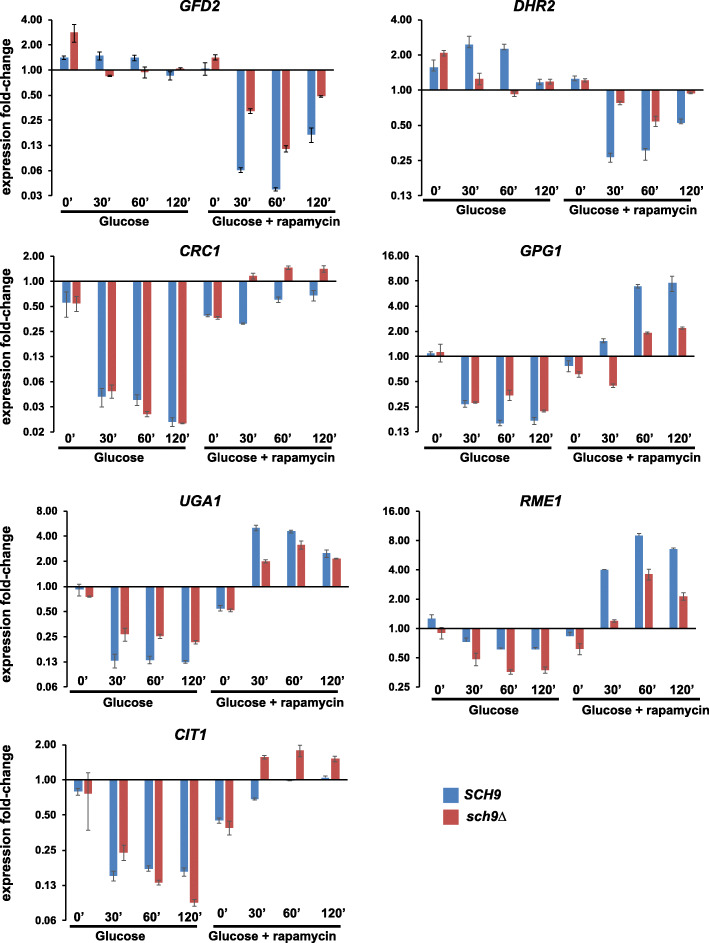
TORC1 regulates the expression of glucose-responsive genes independently of Sch9. Wild type and *sch9Δ* cells were grown to logarithmic phase in SC/EG medium and then glucose (2% final concentration) was added to the cultures in the presence of either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 30’, 60’, and 120’. RNA was extracted from the cultures and the expression of the indicated 7 TGC genes (*GFD2*, *GPG1*, *UGA1*, *RME1*, *CIT1*, *CRC1*, and *DHR2*) were analyzed by real-time qRT-PCR. Data are presented as means ± standard deviation (*n* = 2 technical replicates). Data from two additional biological replicates of this experiment are presented in Fig. S7

### TORC1 regulates expression of glucose-responsive genes via Tap42

To test the role of Tap42 in the expression of glucose-responsive genes, we used *tap42-11* a temperature-sensitive allele of *TAP42* [12]. We grew wild type and *tap42-11* cells to mid-log phase at 25 °C (permissive temperature) in SC/EG medium and transferred them to 37 °C (non-permissive temperature) for 30’ to inactivate Tap42. We then added 2% glucose to the cultures along with either rapamycin or DMSO and assayed the expression of the 7 TGC genes by real-time qRT-PCR. Induction of *GFD2* and *DHR2* expression after 30’ following addition of glucose was severely inhibited in *tap42-11* cells (Fig. 6, Additional file 3: Fig. S9 and Additional file 2: Table S1). Furthermore, addition of rapamycin had a reduced effect on *GFD2* and *DHR2* expression in *tap42-11* cells in comparison to wild type cells suggesting that TORC1 regulates *GFD2* and *DHR2* expression mainly via Tap42. For the remaining 5 TGC genes, addition of glucose affected their expression to comparable extents in both wild type and *tap42-ts* strains (Fig. 6, Additional file 2: Table S1 and Additional file 3: Fig. S9). Interestingly, addition of rapamycin had little or no effect on expression of *GPG1*, *UGA1*, *RME1*, and *CIT1* genes in *tap42-ts* cells (Fig. 6, Additional file 2: Table S1 and Additional file 3: Fig. S9). In addition, the effect of rapamycin on *CRC1* expression in *tap42-11* cells was reduced by 3-10-fold at 120’ in comparison to wild type cells (Additional file 2: Table S1). These results indicate that TORC1 regulates glucose-driven changes in the TGC genes through Tap42.

**Fig. 6:**
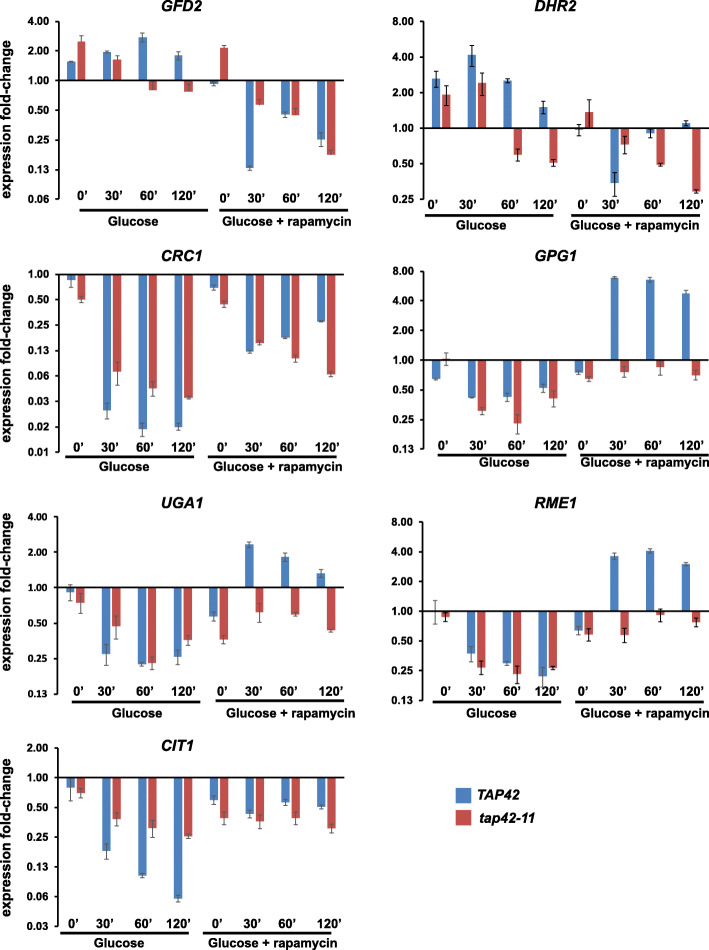
Regulation of glucose-responsive genes by TORC1 is dependent on Tap42. Wild type or *tap42-11* cells were grown to logarithmic phase at 25 °C (permissive temperature) in SC/EG medium and then shifted to 37 °C for 30’ to inactivate *tap42-11*. Glucose (2% final concentration) was added to the cultures in the presence of either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 30’, 60’, and 120’. RNA was extracted from the cultures and the expression of the 7 TGC genes (*GFD2*, *GPG1*, *UGA1*, *RME1*, *CIT1*, *CRC1*, and *DHR2*) were analyzed by real-time qRT-PCR. Data are presented as means ± standard deviation (*n* = 2 technical replicates). Data from two additional biological replicates of this experiment are presented in Fig. S9

### Rrd1/Rrd2 and Sit4 proteins are required for TORC1’s role in the transcriptional response to glucose

Tap42 interacts with the catalytic subunit of PP2A phosphatases (PP2Ac) and PP2A-like phosphatase (Sit4) in log-phase cells but not stationary phase cells and keeps them inactive and localized to the vacuole [13]. Upon starvation (or rapamycin treatment), the phosphatases dissociate from Tap42 and dephosphorylate their target proteins in collaboration with two phosphotyrosyl phosphatase activator (PTPA) proteins Rrd1 and Rrd2 [14]. We tested whether the TORC1-mediated regulation of TGC genes is dependent on PP2A-like phosphatase Sit4, Rrd1, and Rrd2. As *sit4Δ* and *rrd1Δ rrd2Δ* strains cannot grow in the presence of glycerol as a carbon source, we tested the roles of Sit4 and Rrd1/2 in the maintenance of TGC gene expression. We treated wild type, *sit4*Δ, *rrd1*Δ, *rrd2*Δ, and *rrd1*Δ *rrd2*Δ cells growing in YPD (with 2% glucose) medium with either DMSO or rapamycin and assessed the expression of TGC genes by real-time qRT-PCR. As expected, rapamycin treatment decreased the expression of *GFD2* and *DHR2* genes and increased the expression of *CIT1*, *CRC1*, *UGA1*, *RME1*, and *GPG1* genes in wild type cells. However, rapamycin-induced changes in expression of TGC genes were reduced considerably in *rrd1Δ rrd2Δ* and *sit4Δ* cells (Fig. 7, Additional file 2: Table S1 and Additional file 3: Fig. S10 ). Rapamycin-induced changes in TGC gene expression were slightly reduced in the *rrd1*Δ strain but unaffected in the *rrd2*Δ strain. However, the rapamycin-induced changes in the *rrd1*Δ *rrd2*Δ strain were further reduced compared to the *rrd1Δ* strain (Fig. 7, Additional file 2: Table S1 and Additional file 3: Fig. S10) suggesting that Rrd1 and Rrd2 proteins play overlapping roles in TORC1-mediated regulation of TGC genes. Taken together, our results are consistent with the hypothesis that TORC1 regulates the glucose-responsive genes by inhibiting the activities of PP2A/Sit4/Rrd1/Rrd2 phosphatases via Tap42.

**Fig. 7:**
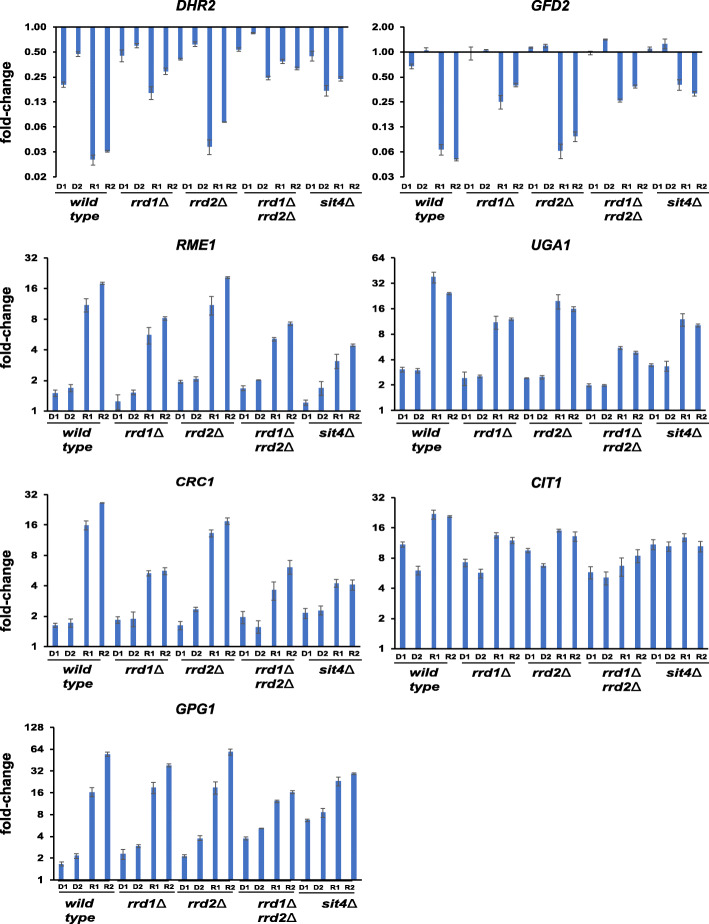
TORC1 regulates the glucose-responsive genes via Sit4 and Rrd1/Rrd2 proteins. Wild type, *sit4Δ*, *rrd1Δ*, *rrd2Δ*, and *rrd1Δ rrd2Δ* cells were grown to logarithmic phase in YPD medium and then treated with either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 30’, and 60’. RNA was extracted from the cultures, and the expression of the indicated 7 TGC genes was analyzed by real-time qRT-PCR. D1/R1 and D2/R2 indicate DMSO-treated/rapamycin-treated cells after 30’ and 60’ respectively, and the expression fold-change values were normalized with respect to DMSO-treated cells at *t* = 0’. Data are presented as means ± standard deviation (*n* = 2 technical replicates). Data from two additional biological replicates of this experiment are presented in Fig. S10

To understand how Tap42/PP2A/Sit4 module regulates the transcriptional response to glucose, we evaluated the roles of *RTG1*, *NNK1*, *GAT1*, and *GLN3* that are targets of the Tap42/PP2A pathway in yeast [15]. *RTG1* is a member of the basic helix-loop-helix–leucine zipper (bHLH/Zip) family of transcription factors that is required for activation of the retrograde response pathway [16]. Rtg1 localizes to the nucleus in the presence of a poor nitrogen source [16]**.** Activation of *RTG1* target genes requires Tap42 and Sit4 function [17]. Gln3 and Gat1 belong to GATA family of zinc-finger transcriptional activators that localize to the cytoplasm under nitrogen-rich conditions. TORC1 favors the cytoplasmic retention of Gln3 and Gat1 by promoting their phosphorylation and interaction with a cytosolic protein called Ure2. Under nitrogen-limiting conditions, TORC1 activity is reduced leading to activation of Sit4. Gln3 and Gat1 are dephosphorylated by Sit4 resulting in dissociation from Ure2 and translocation to the nucleus and expression of nitrogen catabolite repression (NCR) genes [18]. Nnk1 is a protein kinase that physically interacts with TORC1 and Ure2 and overexpression of Nnk1 results in constitutive targeting of Gln3 to the nucleus [19].

We treated wild type, *rtg1Δ*, *nnk1Δ*, *gat1*Δ, *gln3*Δ, and *rrd1Δ rrd2Δ* cells growing in YPD (with 2% glucose) with either DMSO or rapamycin and assessed the expression of TGC genes by real-time qRT-PCR. As expected, rapamycin-induced changes in TGC gene expression were severely reduced in *rrd1*Δ *rrd2*Δ cells in comparison to wild type cells (Additional file 3: Fig. S11). TORC1-regulated expression of *UGA1* was inhibited in *gat1Δ* and *gln3Δ* cells (Additional file 3: Fig. S11). TORC1-regulated expression of *CRC1* was reduced in *rtg1Δ* cells*. nnk1Δ* had no effect on TORC1-regulated expression of TGC genes. These results suggested that Gat1, Gln3, and Rtg1 could regulate a subset of glucose-responsive genes.

To test if Gln3, Gat1, and Rtg1 are directly involved in the glucose response, we examined their localization in SC-EG medium and upon addition of glucose (2%) to SC-EG medium. GFP-tagged Gln3, Gat1, and Rtg1 cells were grown to logarithmic phase in SC-URA/EG medium and then glucose (2% final concentration) was added to the cultures in the presence of either rapamycin (200 nM) or DMSO. Nuclear and cytoplasmic distribution of GFP-tagged Gln3, Gat1, and Rtg1 was determined by fluorescence microscopy. A small proportion of cells (~ 10%) in SC-URA/EG medium contained nuclear/nucleocytoplasmic staining of Rtg1. However, Gln3, Gat1, and Rtg1 were cytoplasmic in the majority of cells growing in SC-URA/EG medium and remained cytoplasmic upon addition of the glucose to the cultures (Additional file 3: Fig. S12). In contrast, Gln3, Gat1, and Rtg1 localized to the nucleus upon rapamycin treatment (Additional file 3: Fig. S12). Growth of yeast cells in the absence of glucose and with ammonia as the nitrogen source has been shown to trigger weak nitrogen stress [20] which could account for a few cells with nuclear Rtg1 staining in SC-URA/EG grown cultures (Additional file 3: Fig. S12). Taken together, these results indicate that Gln3, Gat1, and Rtg1 do not directly regulate the transcriptional response to glucose. The observed effect of deleting the 3 transcription factor genes on expression of a subset of glucose-responsive genes (Additional file 3: Fig. S11) is indirect.

### TORC1 is activated during spore germination

To test the physiological importance of TORC1’s role in glucose signaling, we investigated the function of TORC1 in spore germination. Return of spores into vegetative growth cycle upon their transfer to favorable nutrient medium is referred to as spore germination. Glucose (or a fermentable carbon source) is essential for efficient spore germination [21]. Glucose alone is sufficient to trigger spore germination [21]. Moreover, spores are only responsive to glucose during the early stages of germination. Consistent with this, transcriptional changes induced upon transfer of spores into rich medium and glucose are strikingly similar during the initial stages of spore germination [1, 22].

We first tested whether TORC1 is activated upon transfer of spores into nutrient medium. We transferred stationary phase wild type and *gtr1*Δ diploid cells expressing HA-tagged Sch9 pre-grown in nutrient medium (YPD) grown for 16–20 h into sporulation medium. After 84 h of incubation at 30 °C in sporulation medium, more than 90% of diploid cells had sporulated. We purified wild type and *gtr1*Δ spores and transferred them into nutrient medium (YPD) in the presence of rapamycin (2 μM) or DMSO. Sch9 was completely dephosphorylated in spores indicating that TORC1 is inactive in the spore (Fig. 8a). Sch9 was phosphorylated immediately after transfer of wild type spores into nutrient medium but with a delay in *gtr1*Δ spores (Fig. 8a). Addition of rapamycin to the nutrient medium inhibited Sch9 phosphorylation in both wild type and *gtr1Δ* cells (Fig. 8a) indicating that TORC1 is activated following transfer of spores into nutrient medium.

**Fig. 8:**
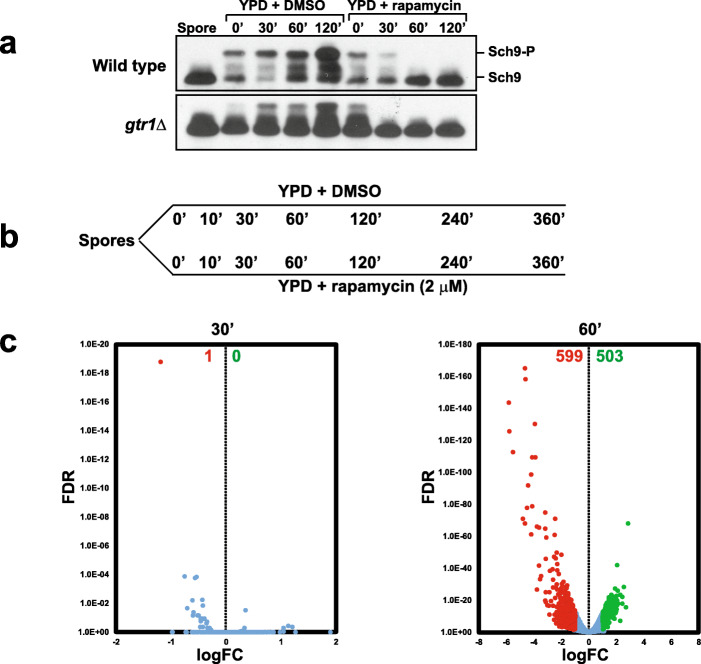
TORC1 regulates transcriptomic changes during spore germination. **a** Wild type spores and *gtr1Δ* spores were transferred into YPD medium in the presence of either DMSO or rapamycin (2 μM). Activity of TORC1 was assayed by monitoring Sch9 phosphorylation using an anti-HA antibody. **b** Experimental outline to analyze the role of TORC1 in spore germination by RNA-Seq. Spores were transferred to YPD medium containing either DMSO or rapamycin (2 μM). Aliquots of yeast cells were taken at the indicated time points (0’ 10’, 30’, 60’, 120’, 240’, and 360’) from the two cultures and used for preparing RNA for RNA-Seq analysis. **c** Transcriptomes of spores treated with rapamycin (2 μM) after 30’ and 60’ were compared with the transcriptomes of corresponding DMSO-treated spores. logFC (fold-change) was plotted against false discovery rate (FDR). Differentially expressed genes (at least 2-fold difference in comparison to DMSO-treated spores) were identified. Genes positively regulated and negatively regulated by TORC1 are indicated by green and red dots respectively and their numbers are indicated at the top of the plot

### TORC1 regulates the glucose-responsive genes during spore germination

To test whether TORC1 regulates the glucose-responsive genes during spore germination, we performed transcriptomic analysis of germinating spores transferred to nutrient medium in the presence and absence of rapamycin. In addition to purified spores, we collected germinating yeast spores at different time points (0’, 10’, 30’, 60’, 120’, 240’ and 360’) following their transfer into nutrient medium (in the presence and absence of rapamycin) and analyzed their transcriptomes by RNA-Seq (Fig. 8b). 

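Spores are the dormant haploid products of yeast meiosis, and transfer into rich medium (YPD) allows them to germinate. Rapamycin is an inhibitor of TORC1, and cultures with DMSO alone served as its control. The dataset comprised 45 RNA-Seq libraries from 15 conditions with 3 replicates each, lettered A, B and C. The conditions were purified spores, spores transferred into YPD with DMSO and spores transferred into YPD with 2 μM rapamycin (2000 nM in the sample labels), the latter pair each at 7 time points. The authors enriched poly-A RNA, prepared strand-specific libraries and trimmed the single-end reads with Trimmomatic. They aligned the reads with hisat2 to the genome of strain SK1 and counted them per gene with HTSeq in union mode, on the strand of the gene. Union counting leaves out reads that overlap more than 1 gene. The deposited values are these raw counts, with no normalization, on 6723 genes. Between 7736397 and 14522407 reads per library were counted on genes. The median was 8978211 in the spore libraries (7736397 to 10918751), 11194578 in the 21 DMSO libraries (8967404 to 14522407) and 10942773 in the 21 rapamycin libraries (7981146 to 13130722). The paper's reported average of 14009863 per sample refers to sequenced reads, while every value given here rests on the reads counted on genes.

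From the counts, each comparison was fitted on its own 6 libraries with edgeR's quasi-likelihood test after TMM normalization. Genes were tested if they had more than 1 CPM (read counts scaled to equal library totals) in at least 3 of the 6 libraries. A gene was called differentially expressed at an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 2-fold, the thresholds of the paper. Higher and lower describe DMSO-treated spores relative to purified spores, or rapamycin-treated relative to DMSO-treated spores. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. CPM values printed for genes, and those compared between libraries, also carry the TMM scaling factors, unlike the CPM of the filter. They are given as mean ± SD over the 3 libraries of a condition. No external RNA standard was used here, so each change is relative to the other genes of the library and not to the RNA content of a spore. Coordinates are those of the R64 reference genome, which is not the SK1 genome the reads were aligned to.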

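The transcriptomes of spores germinating with DMSO were compared with those of purified spores. At 0 min, 0 of 5742 genes tested were differentially expressed, although 949 genes had an unadjusted p under 0.05 and the smallest adjusted p was 0.0549 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count depended on single libraries, since 20 genes passed without DMSO 0 min replicate C, 5 without DMSO 0 min replicate B and 1 without spore replicate C. The replicate letters paired the libraries at 0 min, and with the letter as a block 4 genes passed, namely YLR297W, YOR292C, YDR524C-B and COA2, which were chosen for naming after their values were seen. At 10 min, 1329 of 5832 genes were differentially expressed, 899 higher and 430 lower than in spores. The number was 2575 of 5808 genes (1414 higher and 1161 lower) at 30 min and 3169 of 5734 genes (1635 higher and 1534 lower) at 60 min. It was 3556 of 5751 genes at 120 min, 3458 of 5762 at 240 min and 3344 of 5765 at 360 min, and at these times 1782, 1733 and 1695 genes were higher. At 60 min the 3 spore and the 3 DMSO libraries did not overlap in CPM for 86.9% of all genes tested, where chance alone gives no overlap for 10% of genes, and for 3157 of the 3169 genes called. At 0 min edgeR's exact test in place of the quasi-likelihood test moved the count most, to 24 genes. From 10 min on, dropping the 2-fold minimum moved the counts most, to 4904 genes at 60 min.

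The direction of the changes depended on the scaling of the libraries. Scaling by library size alone moved the median log2 fold change of all genes by 0.36 at 10 min, 0.30 at 30 min, -0.19 at 60 min, -0.41 at 120 min and -0.28 at 240 min. With that scaling, 1479 genes were higher and 128 lower at 10 min, and 1781 higher and 836 lower at 30 min. It gave 1460 higher and 1789 lower genes at 60 min, 1434 higher and 2229 lower at 120 min, and 1484 higher and 2047 lower at 240 min.

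The largest fitted rises at 60 min were those of YMR321C, ANS1 and CIS3, but the place of YMR321C among them rests on a fit to spore libraries near 0 counts. YMR321C (chromosome XIII, 917579 to 917896) rose at least 81.8-fold over a floor of 3 counts in the spore libraries. However, 50.5% of its windows of read length occur elsewhere in the R64 reference genome, so its reads may be uncertain. Repeats in the SK1 genome were not examined. ANS1 (YHR126C, chromosome VIII, 359702 to 360181) rose from 24.4 ± 1.59 to 4049 ± 295 CPM, a log2 fold change of 7.37 (standard error 0.17, adjusted p = 5.65e-12, same test). CIS3 (YJL158C, chromosome X, 122265 to 122948) rose from 11.9 ± 2.21 to 1886 ± 316 CPM, a log2 fold change of 7.31 (standard error 0.20, adjusted p = 1.39e-11, same test). The largest falls were those of RGI2 (YIL057C, log2 fold change -7.55, standard error 0.20), RTC3 (YHR087W, log2 fold change -7.51, standard error 0.20) and TKL2 (YBR117C, log2 fold change -7.28, standard error 0.15), each with an adjusted p of at most 1.2e-11 in the same test. All 6 genes kept their direction with each library left out in turn.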

Our RNA-Seq results are largely consistent with previous transcriptomic analyses of spore germination [1, 22]. Ten classes of genes namely protein synthesis, rRNA processing, gluconeogenesis, TCA sub-cycle, stress, oxidative phosphorylation, proteasome subunits, mating, and cell cycle G1 and cell cycle G2/M were reported to be differentially expressed during spore germination [1] (Additional file 4: Table S2). 

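The 10 classes of genes were examined in the DMSO cultures relative to purified spores with camera, a competitive gene set test run with an inter-gene correlation of 0.01, and with the p-values adjusted over the 10 classes and 7 time points. At 60 min, 5 of the 10 classes passed an adjusted p of 0.05. Protein synthesis rose by a median log2 fold change of 2.82 (camera adjusted p = 6.59e-21), with 86 of its 90 tested genes at least 2-fold higher. The 16 tested genes of rRNA processing were all at least 2-fold higher, with a median of 3.08 (camera adjusted p = 2.05e-10). Gluconeogenesis had a median of -2.89 (camera adjusted p = 1.48e-09), with 21 of 22 genes lower. The stress class had a median of -4.77 (camera adjusted p = 8.3e-13), with 17 of 18 genes lower. The proteasome subunits had a median of -1.29 (camera adjusted p = 1.43e-06), with 38 of 40 genes lower, 26 of them at least 2-fold. The other classes did not pass camera at 60 min: TCA sub-cycle had a median of -0.94 (adjusted p = 0.154), oxidative phosphorylation -0.42 (0.115), mating -0.29 (0.996), cell cycle G1 -0.08 (0.813) and cell cycle G2/M 0.10 (0.826). The sign for G2/M changed to -0.08 with scaling by library size alone, and to -0.01 without spore replicate B. With each library left out in turn, the median ranged from -0.67 (without DMSO replicate C) to -0.25 (without DMSO replicate B) for oxidative phosphorylation, from -0.30 to -0.12 (without spore replicate A) for mating and from -0.14 (without spore replicate B) to -0.061 for cell cycle G1. The remaining 9 classes kept their sign at 60 min under each scaling.

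At 360 min, all 3 of the classes mating, cell cycle G1 and cell cycle G2/M passed camera, with medians of 1.55, 1.04 and 2.59. By then 30 of the 39 genes of G2/M were at least 2-fold higher than in spores. Oxidative phosphorylation (median 0.86, camera adjusted p = 0.12) and TCA sub-cycle (median -0.46, camera adjusted p = 0.0826) did not pass camera at 360 min.

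The number of classes past the threshold depended on the set test. Camera called 6, 5, 6, 5, 7, 6 and 7 classes at the 7 time points in order, and fry, a self-contained set test, called 4, 8, 8, 9, 9, 10 and 10. Both tests called 3, 5, 6, 5, 7, 6 and 7 classes. With the inter-gene correlation estimated from the data in place of 0.01, camera called 0 classes at every time point. The number of classes with an unadjusted p under 0.05 was then 1 at 0 min, 0 at 10, 30, 60 and 120 min, 1 at 240 min and 3 at 360 min.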

We found that the aforementioned 10 classes of genes were also differentially expressed following the onset of germination in our experiment (Additional file 5: Fig. S13, Additional file 6: Table S3 and Additional file 7: Table S4).

To determine whether TORC1 regulates the transcriptome during spore germination, we compared the transcriptomes of DMSO- and rapamycin-treated spore germination cultures (Additional file 8: Table S5). 

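At 0 min, 0 of 5757 genes tested were differentially expressed between the DMSO- and rapamycin-treated cultures, and 22 genes had an unadjusted p under 0.05. At 10 min, 0 of 5863 genes passed and 100 had an unadjusted p under 0.05. At 30 min, 1 of 5823 genes passed and 145 had an unadjusted p under 0.05, which is 2.49% of the genes tested. The gene was MEP3 (YPR138C, chromosome XVI, 810984 to 812453), an ammonium permease gene. It rose from 48.1 ± 7.88 CPM with DMSO to 109 ± 7.21 CPM with rapamycin (SD, n = 3 libraries each). Its log2 fold change was 1.19 (standard error 0.12, adjusted p = 0.0132 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The log2 fold change of MEP3 stayed between 1.07 and 1.31 with each library left out in turn, but it no longer passed without any 1 of the 3 rapamycin libraries, when the adjusted p reached up to 0.135. In these 3 fits 0 genes passed and 75, 93 and 189 genes had an unadjusted p under 0.05. In these 3 comparisons the replicate letters paired the libraries, and with the letter as a block MEP3 was again the 1 gene past the threshold at 30 min, while 17 genes had an adjusted p under 0.05 at any fold. At 0 and 10 min the setting that moved the count was edgeR's exact test in place of the quasi-likelihood test. It called 1 gene at 0 min (YHR214W-A) and 1 gene at 10 min (IMA3), both chosen for naming after their values were seen. All windows of read length in IMA3 occur elsewhere in the R64 reference genome, so its reads may be uncertain. Repeats in the SK1 genome, to which the reads were aligned, were not examined. For YHR214W-A this share was not determined. The reporters of TORC1 activity GAP1 (YKR039W, chromosome XI, 515063 to 516871) and DIP5 (YPL265W, chromosome XVI, 41043 to 42869) had log2 fold changes of 0.43 (standard error 0.14, adjusted p = 1.00, same test) and 0.61 (standard error 0.14, adjusted p = 0.932, same test) at 30 min. The adjusted p of DIP5 ranged from 0.00143 with the block to 1.00 over the other settings, and it was under 0.05 in 3 of them.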

There was no significant difference between the transcriptomes at *t* = 30’ between the two cultures (Fig. 8c and Additional file 8: Table S5). However, a significant difference in gene expression between the two cultures was observed after 1 h following transfer of spores into rich medium (Fig. 8c). 

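From 60 min on, many genes differed between the DMSO- and rapamycin-treated cultures. At 60 min, 1093 of 5683 genes were differentially expressed, 592 higher and 501 lower with rapamycin. At 120 min the number was 2089 of 5667 genes, 1207 higher and 882 lower. At 240 min it was 1232 of 5648 genes, 798 higher and 434 lower, and at 360 min 888 of 5644 genes, 589 higher and 299 lower. The counts changed with single libraries at 60 min, ranging from 844 genes without rapamycin 60 min replicate C to 1304 without rapamycin 60 min replicate B. Without the 2-fold minimum, 3432 genes passed at 60 min.

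The 1093 genes of 60 min included 1012 that were also differentially expressed at 120 min, and 1010 of these changed in the same direction. Of the 1093 genes, 372 were differentially expressed at 240 min and 238 at 360 min, and 342 and 211 of these changed in the same direction as at 60 min. At all 4 time points, 169 genes passed, 163 of them with 1 direction throughout. The DMSO and rapamycin libraries of each time point are separate from those of the others, so these counts share no library. The paper describes the time points as aliquots of the same cultures, so they are not independent replications.

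Scaling by library size alone moved the median log2 fold change of all genes by 0.32 at 60 min, 0.50 at 120 min and 0.23 at 240 min. With that scaling, 1006 genes were higher and 241 lower at 60 min, 1900 higher and 472 lower at 120 min, and 1034 higher and 220 lower at 240 min.

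**Figure D1:**
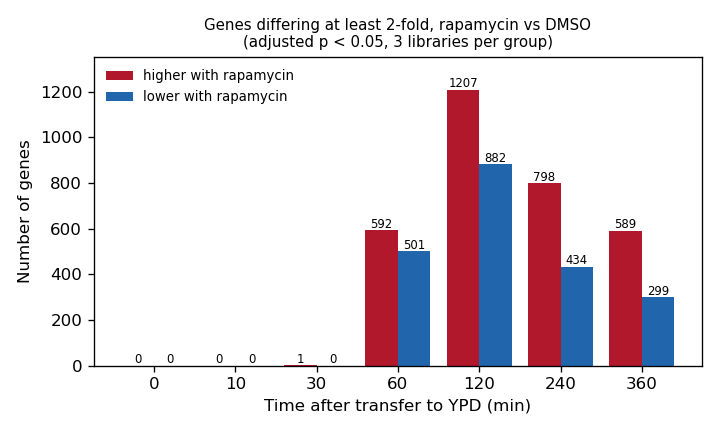
Number of differentially expressed genes between rapamycin- and DMSO-treated cultures at each time after transfer into YPD (x axis, minutes), with genes higher with rapamycin drawn as 1 bar and genes lower with rapamycin as the other (y axis, genes with an adjusted p under 0.05 and at least 2-fold). No bar rises above 1 gene up to 30 min, and the tallest bars stand at 120 min, with 1207 genes higher and 882 lower.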

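The differential expression at 60 min was larger than the spread between replicates for most of the genes called. The 3 DMSO and the 3 rapamycin libraries did not overlap in CPM for 69.1% of all 5683 genes tested, against 10% by chance, and for 1080 of the 1093 genes called. The largest rise was that of MEP2 (YNL142W, chromosome XIV, 357453 to 358952), an ammonium permease gene, from 72.4 ± 17.1 CPM with DMSO to 4109 ± 135 CPM with rapamycin. Its log2 fold change was 5.83 (standard error 0.24, adjusted p = 4.52e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). GAP1 rose from 114 ± 33 to 6289 ± 341 CPM, a log2 fold change of 5.79 (standard error 0.27, adjusted p = 8.69e-06, same test). DIP5 rose from 54.7 ± 14.3 to 2507 ± 362 CPM, a log2 fold change of 5.52 (standard error 0.26, adjusted p = 8.69e-06, same test). The largest fall was that of PHO84 (YML123C, chromosome XIII, 24037 to 25800), from 145 ± 19.6 to 20.3 ± 2.56 CPM, a log2 fold change of -2.84 (standard error 0.14, adjusted p = 9.22e-06, same test). PHO84 overlaps the noncoding gene YNCM0001W in the annotation, and the counting used the strand. GFD2, a TGC gene, fell the most after PHO84. INA1 (YLR413W, chromosome XII, 951156 to 953183) came next, falling from 109 ± 30.2 to 18.9 ± 4.85 CPM, a log2 fold change of -2.53 (standard error 0.24, adjusted p = 0.000232, same test). The log2 fold changes of MEP2, GAP1 and DIP5 were 6.14, 6.10 and 5.83 with scaling by library size alone, the largest move among the settings that keep all libraries.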

Around 1102 genes (503 upregulated and 599 downregulated) were found to be differentially expressed (by at least 2-fold) between the two cultures (Fig. 8c and Additional file 8: Table S5). This timing is consistent with our observation that TORC1 activity as measured by Sch9 phosphorylation is inhibited by rapamycin after 1 h following transfer of spores into nutrient medium (Fig. 8c).

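A difference between the time points was tested directly, as the interaction of treatment and time over the 12 libraries of 30 and 60 min. The effect of rapamycin at 60 min differed from that at 30 min by at least 2-fold for 1032 of 5841 genes with an adjusted p under 0.05 (edgeR's quasi-likelihood test of the interaction term with Benjamini-Hochberg adjustment). The effect was higher at 60 min for 567 of these genes and lower for 465. Of the 1032 genes, 984 were also differentially expressed between the cultures at 60 min. The count was 780 without rapamycin 60 min replicate C and 1277 without rapamycin 60 min replicate B, the lowest and highest values with 1 of the 12 libraries left out. With scaling by library size alone, 1178 genes passed, 985 with a higher and 193 with a lower effect at 60 min. Dropping the 2-fold minimum moved the count most, to 2954 genes.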

We compared our list of 1102 TORC1 targets with the list of TORC1 targets obtained from a microarray analysis-based study [23] and a RNA-Seq study [9] both performed with vegetative cells. Only 90 (18%) of the TORC1 targets identified in the microarray-based study [23] were in our set (Additional file 9: Fig. S14). However, about 935 (84.8%) of the TORC1 targets identified by RNA-Seq [9] were in our target list (Additional file 9: Fig. S14) indicating that the targets of TORC1 are largely similar during spore germination and vegetative growth. We do not know the reason for differences in the TORC1 targets predicted by microarray and RNA-Seq methods but the differences in sensitivities of the two transcriptomic approaches [24] could be a contributing factor.

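The 7 TGC genes (GFD2, DHR2, CIT1, CRC1, UGA1, RME1 and GPG1) respond to glucose and to TORC1 in vegetative cells. All 7 differed between the DMSO- and rapamycin-treated cultures at 60, 120, 240 and 360 min with an adjusted p under 0.05 over all genes tested (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The count was also 7 when adjusted over the list alone, which is not independent evidence, because the paper's choice of these genes drew on this spore transcriptome as well. At 0, 10 and 30 min, 0 of the 7 genes passed in either way, and 0 had an unadjusted p under 0.05. CPM values at 60 min are given as mean ± SD (n = 3 libraries per culture).

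GFD2 and DHR2 were lower with rapamycin. GFD2 (YCL036W, chromosome III, 59026 to 60726) fell from 35.8 ± 2.98 to 5.56 ± 3.28 CPM, a log2 fold change of -2.68 (standard error 0.34, adjusted p = 0.000443, same test). DHR2 (YKL078W, chromosome XI, 288845 to 291052) fell from 164 ± 11 to 39.1 ± 14.8 CPM, a log2 fold change of -2.07 (standard error 0.24, adjusted p = 0.000364, same test). The other 5 genes were higher with rapamycin. CIT1 (YNR001C, chromosome XIV, 629622 to 631061) rose from 50.1 ± 13.4 to 620 ± 77.7 CPM, a log2 fold change of 3.63 (standard error 0.21, adjusted p = 2.45e-05, same test). RME1 (YGR044C, chromosome VII, 582990 to 583892) rose from 47.9 ± 8.48 to 243 ± 63.7 CPM, a log2 fold change of 2.34 (standard error 0.21, adjusted p = 0.000219, same test). CRC1 (YOR100C, chromosome XV, 513295 to 514278) rose from 105 ± 32.3 to 498 ± 49.6 CPM, a log2 fold change of 2.24 (standard error 0.22, adjusted p = 0.000279, same test). UGA1 (YGR019W, chromosome VII, 525229 to 526644) rose from 55 ± 11.9 to 200.3 ± 80 CPM, a log2 fold change of 1.86 (standard error 0.29, adjusted p = 0.000856, same test). GPG1 (YGL121C, chromosome VII, 280777 to 281157) rose from 7.51 ± 2.3 to 29.2 ± 19.5 CPM, a log2 fold change of 1.95 (standard error 0.47, adjusted p = 0.00717, same test). GPG1 had between 51 and 672 counts per library at 60 min, and its log2 fold change ranged from 1.27 to 2.29 with each library left out in turn. The CPM of the DMSO and rapamycin libraries did not overlap for any of the 7 genes at 60 min.

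Relative to purified spores, the DMSO culture at 60 min had log2 fold changes of 1.70 for GFD2, 4.47 for DHR2, -2.64 for CIT1, -3.04 for UGA1, -3.35 for RME1 and -3.67 for GPG1. CRC1 was 0.62 higher than in spores (standard error 0.18, adjusted p = 0.00703, same test), with overlapping libraries. At 10 min CRC1 was 1.69 higher than in spores (standard error 0.10, adjusted p = 1.21e-07, same test), while CIT1 had not changed detectably (log2 fold change 0.09, adjusted p = 0.488, same test). CRC1 was lower than in spores at 120, 240 and 360 min. From the effect of rapamycin on these genes in the RNA-Seq data and in real-time qRT-PCR (Fig. S15), the paper concludes that the glucose-responsive genes are under the control of TORC1 while spores germinate.

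**Figure D2:**
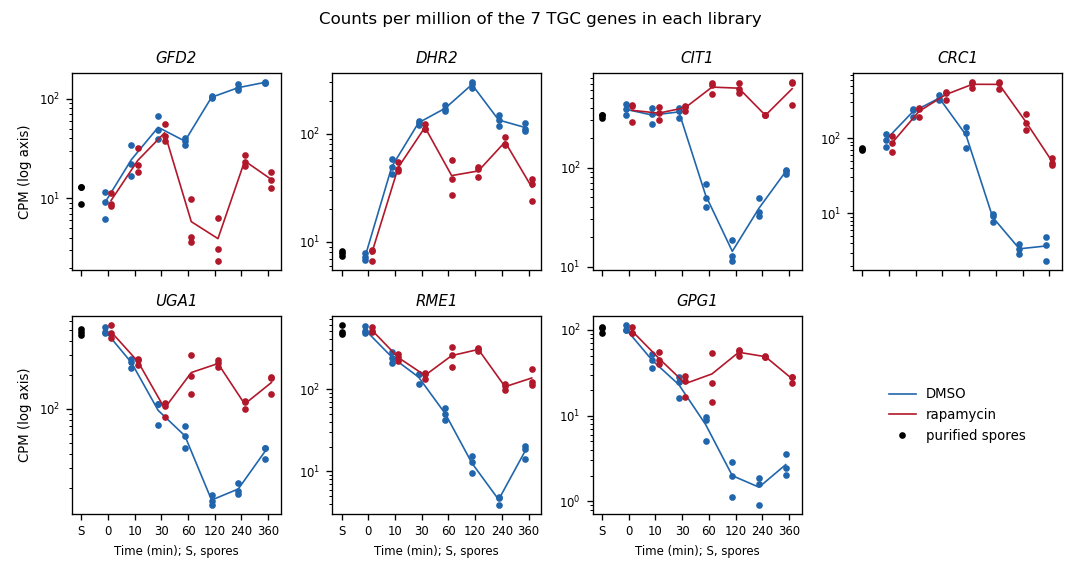
CPM (log axis) of the 7 TGC genes in each library against time after transfer into YPD, with 1 panel per gene, S marking purified spores and points standing for the 3 libraries of each condition and lines for the mean of each culture. The cultures with DMSO and rapamycin lie together up to 30 min and separate at 60 min, when CIT1 averages 50.1 CPM with DMSO and 620 CPM with rapamycin.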

Expression of the 7 TGC genes during spore germination was affected by rapamycin treatment (Additional file 8: Table S5). To confirm the RNA-seq data, we compared the expression of 7 TGC genes in DMSO- and rapamycin-treated germinating spore cultures after 0’, 30’, 60’, and 120’ following transfer to nutrient medium by real-time qRT-PCR. *DHR2* and *GFD2* genes were upregulated following spore germination, and the genes *CIT1*, *GPG1*, *RME1*, *CRC1*, and *UGA1* were downregulated following transfer of spores into nutrient medium (Additional file 9: Fig. S15). These changes in gene expression mirrored the transcriptional changes that occurred when glucose was added to yeast cells growing in medium containing ethanol and glycerol. Importantly, changes in expression of 7 TGC genes were inhibited by addition of rapamycin (Additional file 9: Fig. S15). These results indicate that TORC1 regulates the glucose-responsive genes during spore germination.

### TORC1 is essential for spore germination

Glucose is essential for efficient germination of yeast spores [21]. As TORC1 regulates the glucose-responsive genes during spore germination, we tested whether TORC1 is required for spore germination. We transferred wild type spores into nutrient medium in the presence of either rapamycin (2 μM) or DMSO (mock-treated) and followed the kinetics of spore germination by bright-field microscopy (Fig. 9a, b). After 2–3 h following transfer into nutrient medium, spores increased in volume and adopted a pear-shaped appearance (Fig. 9a, b). The spores elongated further and displayed a distinct constriction after 4 h. The bud emerged from the mother cell subsequently and detached from the mother cell resulting in the first mitotic division after about 7–8 h following transfer to nutrient medium (Fig. 9a, b). However, in the presence of rapamycin, spore germination was severely inhibited. After 6 to 8 h following rapamycin treatment, 50% of spores had become enlarged but they did not form a constriction seen in untreated cultures and failed to undergo the first mitotic division (Fig. 9a, b). To test whether the effect of rapamycin on spore germination is due to inhibition of the TORC1 complex, we introduced the *TOR1-1* mutation that confers resistance to rapamycin [8]. Rapamycin had no effect on germination of *TOR1-1* spores indicating that the effect of rapamycin on spore germination was due to specific inhibition of TORC1 (Fig. 9b). In contrast to wild type spores, both *fpr1Δ* and *TOR1-1* spores germinated efficiently in the presence of rapamycin (Additional file 9: Fig. S16).

**Fig. 9:**
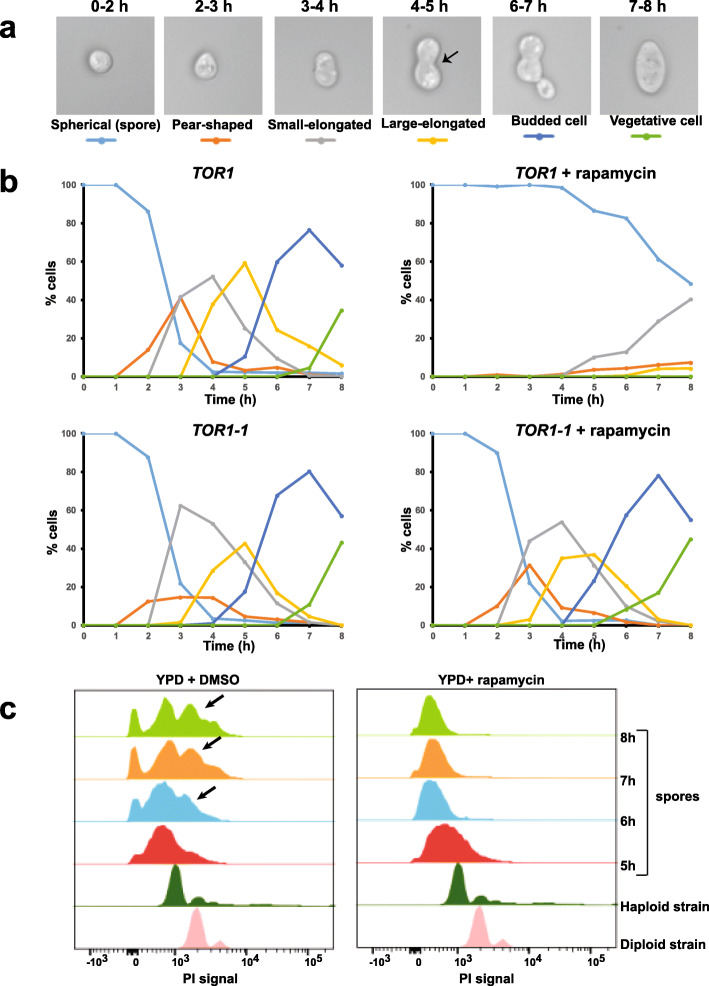
TORC1 activity is required for spore germination. **a** Images showing the morphological changes occurring during spore germination along with their corresponding timing of appearance above. A distinct constriction seen in the germinating spores after 4–5 h following transfer to YPD medium is indicated by the black arrowhead. **b** Wild type and *TOR1-1* spores were transferred into YPD medium in the presence of either DMSO or rapamycin (2 μM). Progress of spore germination was assayed by scoring fraction of cells with different morphologies at the indicated time points for 8 h following transfer into YPD medium. **c** Wild type spores were transferred into nutrient medium in the presence of either DMSO or rapamycin (2 μM). DNA content of germinating spores following 5 h, 6 h, 7 h, and 8 h following transfer to YPD medium was assayed by flow cytometry. Propidium iodide signals of a haploid and diploid strain are indicated for reference

We tested whether TORC1 is required for DNA replication, an event that occurs during final stages of spore germination [1]. We transferred purified wild type spores into nutrient medium in presence and absence of rapamycin and monitored DNA replication by flow cytometry. The intensity of propidium iodide (PI) staining of spores was lower than that of mitotically growing haploid cells presumably because of reduced permeability to PI caused by the presence of spore wall. However, the wild type spores replicated their DNA between 6 and 8 h as indicated by the appearance of cells with increased PI signals. In contrast, the PI signals of rapamycin-treated spores remained unchanged during the course of the experiment indicating that they did not undergo DNA replication (Fig. 9c). We also confirmed that the expression of G1 cell cycle genes (*CLN1*, *CLN2*, *CLB6*, *EGT2*, *PCL1*, *PCL9*, *CHS2*, and *CTS1*) expressed after 4 h of germination was inhibited by rapamycin (Additional file 9: Fig. S17). Taken together, our data indicate that TORC1 is required for spore germination in budding yeast.

### Effect of TORC1 inhibition on spore germination is dependent on Rrd1

If TORC1’s role in regulating the glucose-responsive genes is essential for spore germination, then inactivating the Tap42/Sit4/Rrd1/Rrd2 branch should allow spores germinate even in the presence of rapamycin. As *tap42-11*, *rrd1Δ rrd2Δ*, and *sit4Δ* mutants failed to sporulate, we tested the effect of rapamycin treatment on germination of *rrd1Δ* spores. We took wild type and *rrd1Δ* spores and transferred them to nutrient medium in the presence and absence of rapamycin. Interestingly, *rrd1Δ* spores germinated earlier in comparison to wild type spores as indicated by the formation of budded cells (Additional file 9: Fig. S18). While the germination of wild type spores was inhibited by rapamycin treatment, *rrd1Δ* mutant spores were able to form budded cells in the presence of rapamycin (Additional file 9: Fig. S18). Our results demonstrate that TORC1’s role in the regulation of glucose-responsive genes via the Tap42/ Sit4/Rrd1/2 pathway is essential for spore germination.

## Discussion

Target of Rapamycin Complex 1 (TORC1) connects the presence of nutrients or growth factors in the environment with cellular growth and proliferation in eukaryotes. Dysregulation of TORC1 in humans has been associated with cancer, diabetes, and obesity [25]. Although TORC1’s function in coupling amino acid levels with cellular growth has been studied to considerable extent, its role in glucose signaling is poorly understood and even somewhat controversial. Our work has enhanced the understanding of the relationship between glucose and TORC1 signaling in yeast. Firstly, we report that glucose is necessary and sufficient to activate TORC1. Transferring yeast cells from a medium containing glucose carbon to a medium containing a non-fermentable carbon source without changing the nitrogen source drastically reduces TORC1 activity. Secondly, TORC1 is required for the transcriptional response to glucose, and this is accomplished mainly by inhibition of PP2A/PP2A-like phosphatases via its downstream effector Tap42. Finally, we have uncovered the physiological significance of TORC1’s role in glucose response by showing that TORC1 is required for spore germination, a glucose-dependent developmental transition in yeast.

Thus far, PKA and TORC1 have been implicated in sensing glucose and nitrogen/amino acid levels respectively in yeast. We propose that TORC1 works with PKA in integrating information from glucose levels with growth and proliferation. A cellular nutrient sensor, in principle, should be activated by the nutrient and should prepare the cell for metabolism of the nutrient. By these two criteria, our study strongly suggests that TORC1 is a glucose sensor in yeast (Fig. 10). Glucose activates TORC1 and TORC1 regulates the glucose-responsive genes (Fig. 10).

**Fig. 10:**
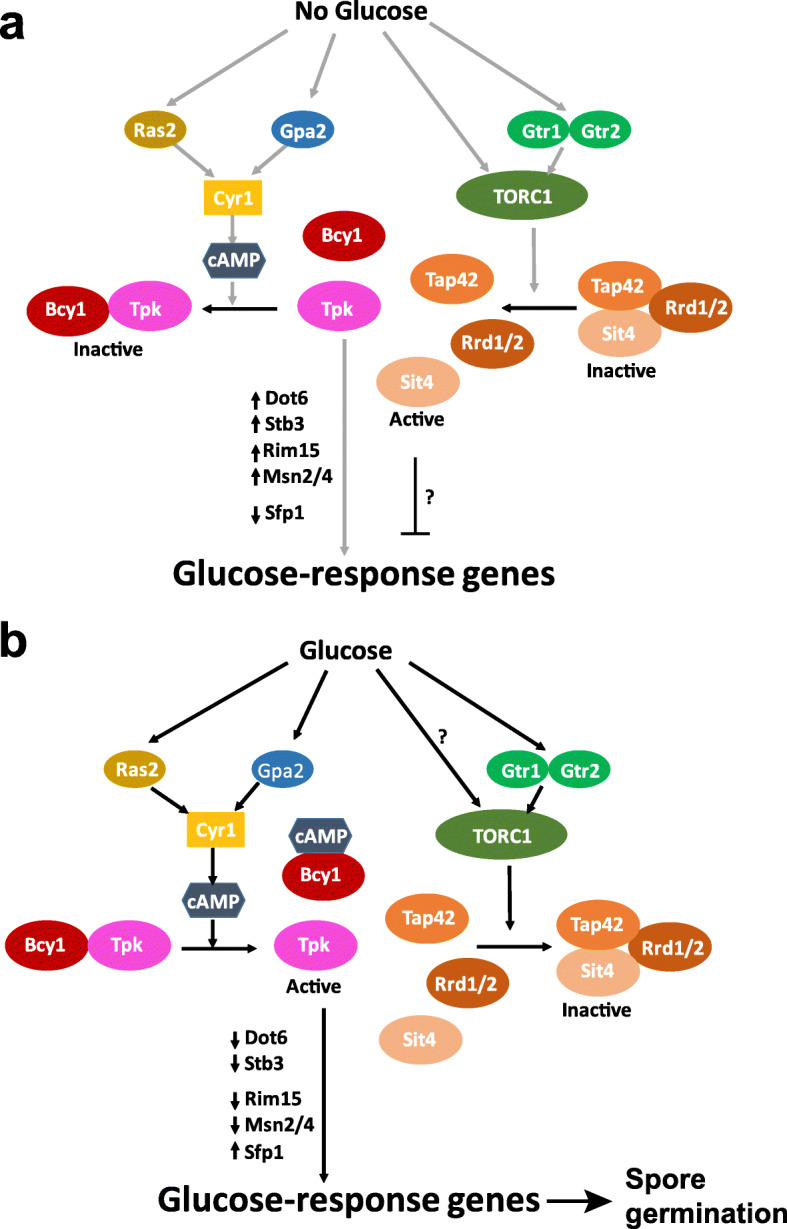
Model for regulation of the transcriptional response to glucose by TORC1 and PKA. Based on the literature and our data, we depict how PKA and TORC1 regulate the glucose response. **a** In the absence of glucose, the PKA and TORC1 pathways are inactive. Bcy1 binds to Tpk1-3 and keeps the protein kinase A inactive. This results in activation of transcriptional repressors Dot6 and Stb3, the protein kinase Rim15 and stress-responsive transcription factors Msn2/Msn4. Sfp1, transcription factor for ribosome biogenesis and protein synthesis genes, is kept inactive. In the absence of TORC1 activity, the PP2A-like protein phosphatase Sit4/Rrd1/2 module dissociates from Tap42 and dephosphorylates unidentified proteins to inhibit the transcriptional response to glucose. **b** In the presence of glucose, the PKA and TORC1 pathways are activated. Ras2 and Gpa2 activate the adenylate cyclase Cyr1 to produce cAMP which binds to Bcy1 and releases Tpk1-3 from Bcy1’s inhibitory effect. PKA inactivates Dot6, Stb3, Rim15, and Msn2/Msn4 and activates Sfp1. TORC1 is activated by glucose through Gtr1/Gtr2-dependent and Gtr1/Gtr2-independent mechanisms. In the presence of active TORC1, Tap42 binds to Sit4/Rrd1/2 module and keeps it inactive thereby preventing its inhibitory effect on the transcriptional response to glucose. Activation of the transcriptional response to glucose is essential for spore germination

A recent study evaluated the contributions of PKA and TORC1 to transcriptional regulation of ribosomal biogenesis and protein synthesis genes following transfer of cells from a non-fermentable carbon source to glucose using chemical inhibitors [26]. They found that while PKA was required for the regulation of ribosomal biogenesis/ protein synthesis genes during transition into glucose-containing medium, TORC1 was required for their steady-state gene expression [26]. Although they proposed that TORC1 regulates the ribosomal biogenesis genes by inactivating transcriptional repressors Dot6 and Tod6 via Sch9, rapamycin treatment affected the gene expression in a *dot6Δ tod6Δ* strain [26]. This is consistent with our observations that rapamycin treatment affected the expression of the TGC genes in the *sch9Δ* strain (Fig. 5 and Additional file 4: Fig. S7). In contrast, rapamycin treatment had no/significantly reduced effect on expression of glucose-responsive genes in strains lacking functional Tap42 or Sit4 or Rrd1/Rrd2 proteins in our experiments. Precisely how PP2A and PP2A-like phosphatase Sit4 regulate the transcription of glucose-responsive genes remains a topic that merits further investigation.

Another key question emerging from our study is how glucose activates TORC1. Glucose deprivation has been reported to cause TORC1 inactivation [7, 15, 27]. However, we show that glucose is also sufficient for TORC1 activation following complete nutrient starvation. This activation is partly dependent on Gtr1/Gtr2 complex but is independent of PKA activity. Although we have suggested that glucose activates TORC1 through Gtr1-dependent and Gtr1-independent pathways, it is formally possible that glucose activates TORC1 through a single pathway and Gtr1/Gtr2 complex regulates the kinetics of TORC1 activation. Snf1 kinase, which is active during glucose starvation, has been shown to inactivate TORC1 by phosphorylating its subunit Kog1 [27]. In addition, glucose has also been reported to regulate TORC1 activity by altering the cytosolic pH which promotes a physical interaction between v-ATPase and Gtr1 [28]. It will be interesting to test whether glucose-induced activation of TORC1 observed in our assay occurs via inhibition of Snf1 and/or activation of v-ATPase.

We found that a higher concentration of rapamycin (2 μM) was required to inhibit TORC1 activity (assayed by Sch9 phosphorylation) in spores and completely starved cells in comparison to vegetative cells growing in SC medium (200 nM). The impermeable spore wall may prevent the uptake of rapamycin into the spore explaining the need for higher concentrations. Higher concentrations of rapamycin were also required for TORC1 inhibition in completely starved cells. We do not know the reason for this observation. One possibility is that formation of higher-order structures of TORC1 complexes like TOROIDs [29] or Kog1 bodies [27] during starvation might render the FRB domain in TOR1/2 less amenable to inhibition by Fpr1-Rapamycin complex. Alternatively, Fpr1 levels or uptake of rapamycin might be reduced in spores and completely starved cells. However, in both cases (spores and completely starved cells), control experiments with *TOR1-1* and *fpr1Δ* strains ruled out any non-specific effect of rapamycin at 2 μM.

Several intriguing questions emerge from our study. Does glucose need to be metabolized by the cell to activate TORC1? Do the mechanisms of TORC1 activation by glucose and amino acids via the Gtr1/Gtr2 complex overlap? What factors regulate the Gtr1-independent pathway of glucose-mediated TORC1 activation? Interestingly in plants, glucose has been shown to activate TORC1 and the TORC1-glucose signaling is essential for transcriptional reprogramming and development [30]. It is quite plausible that the TORC1-glucose signaling is an ancient conserved pathway employed by eukaryotic cells to coordinate presence of nutrients in the environment with their growth and developmental state.

## Conclusions

TORC1 is activated by glucose independently of PKA activity. TORC1 regulates the transcriptional response to glucose via Tap42, Sit4, and Rrd1/2 proteins, and this is essential for reentry of yeast gametes into the vegetative cycle.

## Methods

### Yeast strains and plasmids

All strains are derived from SK1 genetic background. A complete list of yeast strains along with their genotypes can be found in Additional file 10: Table S6.

### TORC1 activity assay

Protein extraction, chemical fragmentation, and Western analysis were performed as previously described with slight modifications [7]. Yeast cells collected at different time points were mixed with tricholoroacetic acid to a final concentration of 6%. Samples were then kept on ice for at least 5 min and further washed twice with cold acetone, and air dried in a fume hood. Lysis of the cells was done in 150 μl of urea buffer (50 mM Tris pH 7.5, 5 mM EDTA, 6 M urea, 1% SDS, 1 mM PMSF, and 1× PPi) with glass beads in a bead beater followed by incubation for 10 min to 65 °C in a thermomixer with shaking at 800 rpm. Then after protein either stored at − 80 °C or performed NTCB cleavage assay. For NTCB cleavage, 30 μl of 0.5 M CHES (pH 10.5) and 20 μl of NTCB (7.5 mM in H_2_O) were added and samples incubated over night at RT with shaking. Then after 1 vol of 2× sample buffer (2× SDS gel-loading buffer, 20 mM TCEP, and 0.5× PPi) was added to the samples. Further proteins were separated on 8% SDS-PAGE gels and transferred onto nitrocellulose membrane. Blots were then blocked with 5% milk in PBS/0.1% Tween 20. Blots were probed with anti-HA antibody 16B12 (1:1000; cat no. 901501, BioLegend) or 3F10 (1:1000; cat no. 11867431001, Roche) followed by sheep anti-mouse antibody (1:5000; ECL^TM^) or goat anti-rat antibody (1:5000; Santa-Cruz Biotechnology) conjugated with horseradish peroxidase. Finally, the blots were developed with ECL prime Western blotting detection reagent (Amersham Pharmacia Biotech).

### Total RNA extraction

Total RNA was isolated from germinating yeast spore cultures and vegetative cells by the “mechanical disruption protocol” using RNeasy MIDI kit (for RNA-Seq) or RNeasy mini kit (for Real-Time qRT-PCR) (Qiagen), following the manufacturer’s instructions. RNA integrity and concentration were assessed using the Bioanalyzer 2100 with the RNA 6000 Nano Lab Chip kit (Agilent) and the ND-1000 UV-visible light spectrophotometer (NanoDrop Technologies).

### RNA-Seq

Poly-A mRNA was enriched from ~ 10 μg of total RNA with oligo dT beads (Invitrogen). ~ 100 ng of poly-A mRNA recovered was used to construct multiplexed strand-specific RNA-Seq libraries as per manufacturer’s instruction (NEXTflexTM Rapid Directional RNA-SEQ Kit, dUTP-Based, v2). Individual library quality was assessed with an Agilent 2100 Bioanalyzer and quantified with a QuBit 2.0 fluorometer before pooling for sequencing on a HiSeq 2000 (1 × 101 bp read) yielding an average read count of 14,009,863 per sample with an average overall alignment: 95.23%. The pooled libraries were quantified using the KAPA quantification kit (KAPA Biosystems) prior to cluster formation. The accession number for the RNA-Seq data reported in this paper is NCBI: GSE110326.

### Differential expression analysis

The raw Fastq reads were trimmed for adapter sequences and low-quality bases using Trimmomatic (v.0.33) [31] (parameters: LEADING:3 TRAILING:3 SLIDINGWINDOW:4:15 MINLEN:36). These trimmed raw reads were then aligned to the yeast genome (*Saccharomyces cerevisiae* strain SK1) using hisat 2[32] (v.2.0.4) (parameters: --rna-strandness R) and the corresponding Ensemble annotation file (Saccharomyces_cerevisiae R64-1-1.86 gtf-file). The resulting sam files were then converted to bam files that were used to generate feature read counts using Python package based htseq-count of HTSeq [33] (v.0.6.1p1) (parameters: default union-counting mode, --stranded = reverse). The HTSeq read counts were used for the differential expression (DE) analysis using the edgeR [34] package (available in R (v.3.1.3)). A false discovery rate (FDR) cutoff of 0.05 and fold-changes were used to sift the genes that were significantly differentially expressed (DE).

### Real-time qRT-PCR

One microgram of total RNA was reverse-transcribed into cDNA using QuantiTect Reverse Transcription Kit (Qiagen)*.* As a control for genomic DNA contamination, the same reaction was performed without Reverse Transcriptase. Real-time PCR was performed in a final volume of 20 μl containing 20 ng of cDNA using SYBR Fast Universal qPCR Kit (Kapa Biosystems) and analyzed using the Quant Studio 6 Flex system (Applied Biosystems). The real-time PCR conditions is one hold at [95 °C, 180 s], followed by 40 cycles of [95 °C, 1 s] and [60 °C, 20 s] steps. After amplification, a melting-curve analysis was done to verify PCR specificity and the absence of primer dimers. For quantification, the abundance of each gene was determined relative to the house-keeping transcript *ACT1* and the relative gene expression between the DMSO control and rapamycin-treated conditions were calculated using the 2^−ΔΔCt^ method [35]. A list of primers used for real-time qRT-PCR is provided in Additional file 10: Table S7.

### Phospho-PKA substrate Western blot analysis

For phospho-PKA substrate Western blots, protein extracts were prepared from trichloroacetic acid -treated cells. Cells were collected and suspended in 250 μl of 10% trichloroacetic acid. Next, the cells were disrupted with glass beads on Precellys® 24 homogenizer (Bertin Technologies). After that, the trichloroacetic acid pellets were resuspended in 100 μl of 2× SDS gel-loading buffer plus 50 μl of 1 M Tris base to adjust the pH. Samples were then boiled for 10 min and followed by centrifugation at 14,000×*g* for 5 min. The supernatants were separated on 8% SDS-PAGE gels and transferred onto nitrocellulose membranes. Blots were then blocked with 5% bovine serum albumin (BSA) in TBS/0.1% Tween 20. For phospho-PKA substrate, blots were probed with phospho-PKA substrate (RRXS*/T*) antibody (1:1000; cat no. 9624, cell signaling technology) followed by goat anti-rabbit antibody conjugated with horseradish peroxidase (1:5000; Santa-Cruz). For β-actin, blots were probed with anti-beta actin antibody (1:5000; cat no. ab8224, Abcam) followed by goat anti-mouse antibody conjugated with horseradish peroxidase (1:5000; Santa-Cruz). Finally, the blots were developed with ECL prime Western blotting detection reagent (Amersham Pharmacia Biotech).

### Fluorescence microscopy of GFP-tagged transcription factors

Plasmids pRS416-Gln3-GFP and pRS416-Gat1-GFP were gifts from Prof. Terrance Cooper (University of Tennessee Health Science Centre) [36]. Plasmid encoding GFP-tagged Rtg1 (pRS416-Rtg1-GFP) was constructed by replacing Gln3 promoter and ORF sequences in pRS416-Gln3-GFP with the Rtg1 promoter (800 bp upstream of start codon) and ORF sequences. Wild type yeast cells containing pRS416-Gln3-GFP or pRS416-Gat1-GFP or pRS416-Gat1-GFP were grown to logarithmic phase in -URA/EG medium and then glucose (2% final concentration) was added to the cultures in the presence of either rapamycin (200 nM) or DMSO. Nuclear and cytoplasmic distribution of GFP-tagged Gln3, Gat1, and Rtg1 was determined by fluorescence microscopy. Experiments were performed in biological duplicates, and 240 cells were counted for each experiment.

### Sporulation

Yeast strains were streak purified on YPD plates (1% yeast extract, 2% peptone, 2% glucose, and 2% agar). At least five colonies were patched onto YPD plates and incubated at 30 °C for 24 h. Cells were then patched onto sporulation plates (0.82% sodium acetate, 0.19% potassium chloride, 0.035% magnesium sulfate, 0.12% sodium chloride, and 1.5% agar) and YPD plates and incubated at 30 °C for 24 h. Sporulation efficiency was examined using a light microscope, and the corresponding YPD patch from the colony that sporulated best was inoculated in 50 ml YPD liquid media (250 ml conical flask). Cells were grown in a 30 °C shaker at 220 rpm for 16 h. Cells were then washed twice with sporulation medium (0.25% yeast extract, 1.5% potassium acetate, 0.25% glucose). Cells (3 OD_600_/ml) were resuspended in 50 ml of liquid sporulation media (500 ml conical flask). Sporulation was induced for three and half days in the 30 °C shaker at 220 rpm.

### Spore purification

Spore purification was carried out as previously described with slight modifications [22]. Briefly, the sporulation culture was centrifuged at 1000 g for 5 min. Cells (40 OD_600_/ml) were resuspended in softening buffer (10 mM dithiothreitol, 100 mM Tris-SO_4_, pH 9.4) and incubated for 15 min with shaking at 30 °C. Cells were pelleted and resuspended in spheroplasting buffer (2.1 M sorbitol, 10 mM potassium phosphate, pH 7.2). Zymolyase-20 T (cat no. 320921, MP Biomedicals, LLC) was added to the cells at a concentration of 2 mg/ml. Spheroplasting reaction was performed for 30 min with shaking at 30 °C. The suspension was washed thrice and resuspended in spheroplasting buffer. The spore suspension was sonicated (amplitude 40%, cycle 10 of 20 s with a 10-s interval) briefly to disperse the spores and kept on ice. Fresh spores were used for all the experiments.

### Spore germination

Purified spores were suspended at approximately 1 OD_600_ cells/ml YPD medium or 2% glucose and incubated at 30 °C with 220 rpm shaking. Samples were taken for analysis at different time points including the zero-time point. To examine the germination under different conditions, purified spores were incubated with chemicals in YPD medium or 2% glucose and sampling was performed over different time points.

### Microscopy

Spore cultures at different time points were fixed by 4% paraformaldehyde for 15 min with shaking at room temperature. Fixed spores were washed and resuspended in 100 mM K-phosphate buffer (pH 7.5) / 2 M sorbitol. Spores were briefly sonicated and directly visualized under either bright-field or fluorescence microscope.

## Supplementary Information

**Additional file 1: Fig S1.** 1-NM-PP1 inhibits the growth and PKA activity in *pka-as* cells but not in wild type cells. a Wild type (PKA) and *pka-as* yeast cultures were diluted to a starting OD=O.2 in YPD medium containing either DMSO or 1-NM-PP1 at the various concentrations indicated and incubated at 30 °C in a shaker (250 rpm). Normalized growth after 24 hours of incubation at 30 °C is plotted for the various cultures. b Wild type and *pka-as* cells were grown to log phase and then either DMSO or 1-NM-PP1 at different concentrations (1.5, 3.12, 6.25, 12.5 and 25 μM) was added to the cultures. Aliquots of the cultures were taken after 0’, 60 and 120’ and used for preparing protein extracts. Protein samples were analyzed by Western blotting using anti-PKA substrate and anti-actin antibodies. **Fig S2.** Glucose-induced TORC1 activation does not require PKA activity. Wild type and *pka-as* cells subjected to complete nutrient starvation were transferred to 2% glucose solution in the presence of either DMSO or rapamycin (2 μM) or 1-NM-PP1 (1.5 μM). Aliquots of the cultures were taken after 0’, 10’, 20’ and 30’ and used for preparing protein extracts. Protein samples were analyzed by Western blotting using anti-PKA substrate and anti-actin antibodies. **Fig S3.** TORC1 and PKA co-regulate the expression of glucose-responsive genes. Wild type (PKA) and *pka-as* cells were grown to logarithmic phase in SC/EG medium and then glucose (2% final concentration) was added to the cultures in the presence of either rapamycin (200 nM) or 1-NM-PP1 (1.5 μM) or DMSO. Aliquots of the cultures were taken after 0’, 30’ and 60’. RNA was extracted from the cultures and the expression of the 7 TGC genes were analyzed by Real-Time qRT-PCR. Data from these two additional biological replicates 2 and 3 are presented as means ± standard deviation (n = 2 technical replicates).

**Additional file 2: Table S1.** Comparison of Real-Time qRT-PCR data from 3 replicates for experiments discussed in Fig. 4 (Tab labelled PKA), Fig. 5 (Tab labelled sch9), Fig. 6 (Tab labelled tap42) and Fig. 7 (Tab labelled rrd1,2 sit4).

**Additional file 3: Fig. S4.** TORC1 is required to maintain the expression of TGC genes in glucose-containing growth medium. Wild type cells grown into mid-log phase in YPD medium were treated with either DMSO or rapamycin (200 nM). Aliquots of the cultures were taken after 0, 0.5, 1 and 2 hours. RNA was extracted from the cultures and the expression of the TGC genes was analyzed by Real-Time qRT-PCR. Data are presented as means ± standard deviation (n = 2 replicates). **Fig. S5.** TORC1 regulates the glucose-responsive genes independently of Bcy1 T129 dephosphorylation. Cells expressing wild type Bcy1 and mutant *bcy1- T129D* were grown to logarithmic phase in SC-EG medium. Glucose was added to the cultures at the final concentration of 2% along with either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 15’ and 30’. RNA was extracted from the cultures and the expression of the glucose response genes *DHR2*, *CIT1* and *RME1* were analyzed by Real-Time qRT-PCR. Data are presented as means ± standard deviation (n = 2 replicates). **Fig. S6.** Inhibition of TORC1 has no detectable effect on overall PKA activity. Wild type (PKA) and *pka-as* cells were grown to logarithmic phase in YPD medium (2% glucose) and then either DMSO or rapamycin (200 nM) or 1-NM-PP1 (25 μM) was added to the cultures. a Whole cell extracts were prepared from aliquots of cells taken after 0, 1, 2 and 3 h and were analyzed by Western blotting using an anti-PKA substrate antibody and actin antibody (loading control). b RNA was extracted from aliquots of DMSO and rapamycin-treated cells taken after 0, 1, 2 and 3 h and the expression of *DIP5* and *GAP1* was analyzed by Real-Time qRT-PCR. Data are presented as means ± standard deviation (n = 2 technical replicates). **Fig. S7.** TORC1 regulates the expression of glucose-responsive genes independently of Sch9. Wild type and *sch9Δ* cells were grown to logarithmic phase in SC/EG medium and then glucose (2% final concentration) was added to the cultures in the presence of either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 30’, 60’ and 120’. RNA was extracted from the cultures and the expression of the indicated 7 TGC genes (*GFD2*, *GPG1*, *UGA1*, *RME1*, *CIT1*, *CRC1* and *DHR2*) were analyzed by Real-Time qRT-PCR. Data from these two additional biological replicates 2 and 3 are presented as means ± standard deviation (n = 2 technical replicates). **Fig. S8.** Growth of *sch9Δ* strain is impaired. Wild type and *sch9Δ *cells were diluted to a starting OD=O.2 in SC/D (SC medium containing 2% glucose) and the growth of the cultures was monitored by measuring the OD_600 nm_ of the cultures every 2 hours for 10 hours. Data are presented as means ± standard deviation (n = 2). **Fig. S9.** Regulation of glucose-responsive genes by TORC1 is dependent on Tap42. Wild type or *tap42-11* cells were grown to logarithmic phase at 25 °C (permissive temperature) in SC/EG medium and then shifted to 37 °C for 30’ to inactivate *tap42-11*. Glucose (2% final concentration) was added to the cultures in the presence of either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 30’, 60’ and 120’. RNA was extracted from the cultures and the expression of the 7 TGC genes (*GFD2*, *GPG1*, *UGA1*, *RME1*, *CIT1*, *CRC1* and *DHR2*) were analyzed by Real-Time qRT-PCR. Data from these two additional biological replicates 2 and 3 are presented as means ± standard deviation (n = 2 technical replicates). **Fig. S10.** TORC1 regulates the glucose-responsive genes by inhibiting Sit4 and Rrd1/Rrd2 proteins. Wild type, *sit4Δ*, *rrd1Δ*, *rrd2Δ*, and *rrd1Δ rrd2Δ* cells were grown to logarithmic phase and then treated with either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 30’ and 60’. RNA was extracted from the cultures and the expression of the 7 TGC genes (*GFD2*, *GPG1*, *UGA1*, *RME1*, *CIT1*, *CRC1*, *DHR2* and *GPG1*) were analyzed by Real-Time qRT-PCR. D1/R1 and D2/R2 represent samples from DMSO-treated/ Rapamycin-treated cells after 30’ and 60’ respectively and the expression fold-change values were normalized with respect to DMSO-treated cells at t = 0’. Data from these two additional biological replicates 2 and 3 are presented as means ± standard deviation (n = 2 technical replicates). **Fig. S11.** Tap42/PP2A/Sit4 module regulates the transcriptional response to glucose partly via its targets Gln3, Gat1 and Rtg1. Wild type, *rtg1Δ*, *nnk1Δ*, *gat1*Δ, *gln3*Δ and *rrd1Δ rrd2Δ* cells were grown to logarithmic phase in YPD medium and then treated with either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 30’ and 60’. RNA was extracted from the cultures and the expression of the 7 TGC genes (*GFD2*, *GPG1*, *UGA1*, *RME1*, *CIT1*, *CRC1* and *DHR2*) was analyzed by Real-Time qRT-PCR. 1/2 and 3/4 represent samples from DMSO-treated/ Rapamycin-treated cells after 30’ and 60’ respectively and the expression fold-change values were normalized with respect to DMSO-treated cells at t = 0’. Data are presented as means ± standard deviation (n = 2 technical replicates). **Fig. S12.** Localization of the transcription factors Gln3, Gat1 and Rtg1 is not altered during the glucose response. GFP-tagged Gln3, Gat1 and Rtg1 cells were grown to logarithmic phase in -URA/EG medium and then glucose (2% final concentration) was added to the cultures in the presence of either rapamycin (200 nM) or DMSO. Nuclear and cytoplasmic distribution of GFP-tagged Gln3, Gat1 and Rtg1 was determined by fluorescence microscopy. Experiments were performed in biological duplicates and 240 cells were counted for each experiment. Representative images of cells expressing GFP-tagged transcription factors in SC medium ethanol-glycerol before/after addition of glucose (2%) with /without rapamycin ( 200 nM) are shown. Percentage of cells number was plotted against nuclear, cytoplasmic and nucleocytoplasmic distribution of GFP-tagged transcription factors. Data are presented as means ± standard deviation (n = 2 biological replicates).

**Additional file 4: Table S2.** Lists of genes in the 10 categories reported in a transcriptomic study of spore germination in yeast.

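Table S2 lists the genes by their names in 10 classes. A name was used where it matched exactly 1 gene of the count table, by its systematic name, its symbol or a synonym in the R64 annotation, and names of the same gene were merged. The protein synthesis list has 112 names, which were matched to 90 distinct genes, with 3 names left unresolved. Current symbols were matched before synonyms, so an older symbol that now names another gene would be matched to that gene. This was not checked, so the merged names need not all be repeats of 1 gene. The mating list has 85 names for 81 distinct genes, with 4 names unresolved. In the other lists every name matched a gene of its own: 17 in rRNA processing, 22 in gluconeogenesis, 18 in stress, 10 in TCA sub-cycle, 51 in oxidative phosphorylation, 40 in proteasome subunits, 110 in cell cycle G1 and 39 in cell cycle G2/M.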

**Additional file 5: Figure S13.** Comparative gene expression analysis of specific gene modules during spore germination in the presence and absence of rapamycin. Expression of genes in 10 specific modules described in an earlier transcriptomic study of spore germination (Additional file 3: Table 2) was examined in our RNA-Seq data. 

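The same classes were compared between the rapamycin- and DMSO-treated cultures with camera and fry. At 60 min, 7 of the 10 classes passed camera, and 6 of these 7 also passed fry. Protein synthesis had a median log2 fold change of -1.27 (camera adjusted p = 3.89e-29, fry adjusted p = 0.00563), with 80 of 90 genes at least 2-fold lower with rapamycin. For rRNA processing the median was -1.54 (camera adjusted p = 6.77e-09, fry adjusted p = 0.00778), with 16 of 16 genes lower. TCA sub-cycle had a median of 1.50 (camera adjusted p = 1.29e-08, fry adjusted p = 0.000444), with 8 of 9 genes higher, 7 of them at least 2-fold. Gluconeogenesis had a median of 0.94 (camera adjusted p = 0.000227, fry adjusted p = 0.0206), with 20 of 22 genes higher, 10 of them at least 2-fold. For oxidative phosphorylation the median was 0.78 (camera adjusted p = 2.33e-08, fry adjusted p = 0.0236), and for proteasome subunits 0.54 (camera adjusted p = 2.13e-05, fry adjusted p = 0.0206). The stress class had a median of 1.31 and passed camera (adjusted p = 0.00414) but not fry (adjusted p = 0.129), and its median was 0.82 without rapamycin 60 min replicate C. The median of cell cycle G1 ranged from 0.060 to 0.11 (without DMSO 60 min replicate B) with each library left out in turn. Mating, cell cycle G1 and cell cycle G2/M did not pass either test at 60 min, with medians of -0.01, 0.07 and 0.14. With scaling by library size alone the medians were 0.31 for mating, 0.39 for cell cycle G1 and 0.46 for cell cycle G2/M. The sign for mating changed with that scaling, and also without DMSO replicate A, rapamycin replicate A or rapamycin replicate C. At 360 min, cell cycle G1 had a median of -0.63, with 40 of 105 genes at least 2-fold lower with rapamycin. Cell cycle G2/M had a median of -1.52, with 24 of 39 genes at least 2-fold lower. With the inter-gene correlation estimated from the data, 0 classes passed at any time point, and 0, 0, 0, 1, 2, 1 and 3 classes had an unadjusted p under 0.05 at the 7 time points in order.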

The transcripts levels of genes in 10 modules in spores incubated in either YPD + DMSO or YPD + rapamycin, for 0, 0.17, 0.5, 1, 2, 4 and 6 h was compared with the corresponding level in ungerminated spores. Blue and red bars indicate the fold-change values for ‘YPD + DMSO’ and ‘YPD + rapamycin’ cultures respectively. Comparison of gene expression between ‘spores’ with ‘spores + YPD’ or ‘spores + YPD + rapamycin’ are shown in Additional file 6: Table S3 and Additional file 7: Table S4 respectively.

**Additional file 6: Table S3.** This contains the results of the comparative analyses of transcriptomes of purified spores with germinating spore cultures after 0, 10, 30, 60, 120, 240 and 360-minutes following transfer into YPD in the appropriately labelled worksheets. 

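Each worksheet of Table S3 gives, for each gene, the log2 fold change of 1 time point with DMSO against purified spores, together with the average log2 CPM, the p-value and the FDR. Only part of the table was used here, 1997 of the 5740 genes of the 0 min worksheet, 1997 of 5830 at 10 min, 1997 of 5806 at 30 min and 1370 of 5732 at 60 min. For these genes, the log2 fold changes recomputed from the counts by the quasi-likelihood fit differed from those of the table by a median of at most 0.000149. With edgeR's exact test the median difference was at most 2.55e-06. The recomputed fits tested 5742, 5832, 5808 and 5734 genes at the same 4 time points.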

All worksheets have of the differential transcriptomic analysis in which the values of logFC (FC = fold-change in transcript levels) along with the corresponding logCPM (counts per million), False Discovery Rate (FDR) and P-values are indicated for each gene.

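The rapamycin-treated cultures were also compared with purified spores. At 0 min, 3 of 5749 genes tested were differentially expressed and 554 had an unadjusted p under 0.05. The 3 genes were TOS8 (YGL096W, chromosome VII, 325331 to 326161), FMP48 (YGR052W, chromosome VII, 593596 to 594705) and YLR297W (chromosome XII, 724044 to 724433). TOS8 had a log2 fold change of 1.11 (standard error 0.14, adjusted p = 0.0386 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), FMP48 a log2 fold change of 1.32 (standard error 0.18, adjusted p = 0.0386, same test) and YLR297W a log2 fold change of 1.40 (standard error 0.21, adjusted p = 0.0479, same test). The count at 0 min was 25 without rapamycin 0 min replicate C, 1 without rapamycin 0 min replicate A, and 0 without spore replicate A or without spore replicate B, when 336 and 478 genes had an unadjusted p under 0.05. The replicate letters paired the libraries at 0 min, and 19 genes passed with the letter as a block. At 10 min 1339 of 5835 genes passed, and at 30 min 2537 of 5807. The number was 2494 of 5755 genes at 60 min, 2631 of 5759 at 120 min, 3121 of 5762 at 240 min and 3144 of 5758 at 360 min. Genes higher than in spores numbered 895 at 10 min, 1372 at 30 min and 1351 at 60 min. Scaling by library size alone moved the median of all genes by 0.35 at 10 min, 0.32 at 30 min, 0.15 at 60 min, 0.12 at 120 min and -0.10 at 240 min, and it gave 1432 higher and 146 lower genes at 10 min and 1786 higher and 818 lower genes at 30 min. Without the 2-fold minimum the count at 60 min was 4570.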

**Additional file 7: Table S4.** Tables 1-7 contain the results of the comparative analyses of transcriptomes of ungerminated spores and spores transferred to ‘YPD + rapamycin’ after 0, 10, 30, 60, 120, 240 and 360 minutes following transfer into YPD in the appropriately labelled worksheets All worksheets have the results of the differential transcriptomic analysis in which the values of logFC (FC = fold-change in transcript levels) along with the corresponding logCPM (counts per million), False Discovery Rate (FDR) and P-values are indicated for each gene.

**Additional file 8: Table S5.** This contain the results of the comparative analyses of transcriptomes of ‘Spores transferred to YPD + DMSO’ and ‘spores transferred to YPD + rapamycin’ after 0, 10, 30, 60, 120, 240 and 360-minutes following transfer into YPD in the appropriately labelled worksheets. All worksheets have of the differential transcriptomic analysis in which the values of logFC (FC = fold-change in transcript levels) along with the corresponding logCPM (counts per million), False Discovery Rate (FDR) and P-values are indicated for each gene.

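Of the worksheets of Tables S4 and S5, only part was used here. In the copy used, the worksheets titled as Table S4 gave 1993 of 5751 genes at 0 min, 1995 of 5859 at 10 min, 1995 of 5819 at 30 min, 1997 of 5681 at 60 min and 443 of 5667 at 120 min. Their log2 fold changes differed from those recomputed for rapamycin against DMSO by a median of at most 0.000211, and from those recomputed for rapamycin against purified spores by a median of at least 0.159. The worksheets titled as Table S5 gave 1995 of 5745 genes at 0 min, 1997 of 5833 at 10 min, 1996 of 5804 at 30 min and 1393 of 5752 at 60 min. Their log2 fold changes differed from those recomputed for rapamycin against purified spores by a median of at most 0.000242, and from those recomputed for rapamycin against DMSO by a median of at least 0.231.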

**Additional file 9: Fig. S14.** Overlap of glucose-responsive genes with TORC1 target genes. a Comparison of our TORC1 target list identified during spore germination with those reported in a Micro-array-based study (Shamji et al.) and an RNA-Seq study (Gowans et al.) [ both performed with vegetative cells. b Comparison of the list of glucose-responsive genes (Wang et al.) with TORC1 target lists identified by our RNA-Seq analysis and an independent RNA-Seq study (Gowans et al.). **Fig. S15.** TORC1 regulates the glucose-responsive genes during spore germination. Spores were transferred to YPD medium with either DMSO or rapamycin (2 μM). Aliquots of yeast cells taken at the indicated time points (0 h, 0.5 h, 1 h, and 2 h) from the two cultures were used for preparing RNA. Expression of 7 TGC genes (*GFD2*, *GPG1*, *UGA1*, *RME1*, *CIT1*, *CRC1* and *DHR2*) was assayed by Real-Time qRT-PCR analysis. Levels of transcripts were normalized with respect to actin mRNA. Data are presented as means ± standard deviation (n = 2 technical replicates). **Fig. S16.** TORC1 is required for spore germination. a Fourteen asci resulting from sporulation of wild type or *fpr1Δ* or *TOR1-1* diploid cells were dissected on YPD + agar plates containing 1.5 μM rapamycin. Fourteen asci from wild type diploid cells were also dissected on a YPD agar plate without rapamycin. Percentage of budded cells was calculated by examining the spore morphology under the dissection microscope after 6 hours following dissection and is indicated in the plot. b Images of the agar plates described above following incubation at 30 °C for 2 days are presented. **Fig. S17.** TORC1 is required for expression of cell cycle genes during spore germination. Spores were transferred to YPD medium with either DMSO or rapamycin (2 μM). Aliquots of yeast cells taken at the indicated time points (0, 4, 6 and 7 h) from the two cultures were used for preparing RNA. Expression of cell cycle genes *CLN1*, *CLN2*, *CLB6*, *EGT2*, *PCL1*, *PCL9*, *CHS2* and *CTS1* was assayed by Real-Time qPCR analysis. Levels of transcripts were normalized with respect to actin mRNA. Data are presented as means ± standard deviation (*n* = 2 replicates). **Fig. S18.** TORC1’s role in spore germination is mediated via inhibition of Rrd1. Wild type and *rrd1Δ* spores were transferred into YPD medium in the presence of either DMSO or rapamycin (2 μM). Progress of spore germination was assayed by scoring fraction of cells with different morphologies at the indicated time points for up to 8 hours following transfer into YPD medium.

**Additional file 10: Table S6.** A list of yeast strains used in the study. **Table S7.** A list of primers used for Real-Time qRT-PCR analyses in the study.

## Data Availability

Datasets and strains used in the current study are available from the corresponding author upon request. RNA-Seq data reported in this paper are publicly available at NCBI (Accession number GSE110326).

## Abbreviations

TORC1: Target Of Rapamycin Complex 1
PKA: Protein Kinase A
TGC: TORC1 Glucose Co-regulated
SC: Synthetic complete
TCA: Tricarboxylic acid
qRT-PCR: Quantitative reverse transcription polymerase chain reaction

# Supplementary material for: TORC1 regulates the transcriptional response to glucose and developmental cycle via the Tap42-Sit4-Rrd1/2 pathway in Saccharomyces cerevisiae
**Source:** BMC Biol. 2021 May 6;19:95. doi: 10.1186/s12915-021-01030-3
**Supplement:** Supplementary file 3 — Additional file 3: Fig. S4. TORC1 is required to maintain the expression of TGC genes in glucose-containing growth medium. Wild type cells grown into mid-log phase in YPD medium were treated with either DMSO or rapamycin (200 nM). Aliquots of the cultures were taken after 0, 0.5, 1 and 2 hours. RNA was extracted from the cultures and the expression of the TGC genes was analyzed by Real-Time qRT-PCR. Data are presented as means ± standard deviation (n = 2 replicates). Fig. S5. TORC1 regulates the glucose-responsive genes independently of Bcy1 T129 dephosphorylation. Cells expressing wild type Bcy1 and mutant bcy1- T129D were grown to logarithmic phase in SC-EG medium. Glucose was added to the cultures at the final concentration of 2% along with either rapamycin (200 nM) or DMSO. Aliquots of the cultures were taken after 0’, 15’ and 30’. RNA was extracted from the cultures and the expression of the glucose response genes DHR2, CIT1 and RME1 were analyzed by Real-Time qRT-PCR. Data are presented as means ± standard deviation (n = 2 replicates). Fig. S6. Inhibition of TORC1 has no detectable effect on overall PKA activity. Wild type (PKA) and pka-as cells were grown to logarithmic phase in YPD medium (2% glucose) and then either DMSO or rapamycin (200 nM) or 1-NM-PP1 (25 μM) was added to the cultures. a Whole cell extracts were prepared from aliquots of cells taken after 0, 1, 2 and 3 h and were analyzed by Western blotting using an anti-PKA substrate antibody and actin antibody (loading control). b RNA was extracted from aliquots of DMSO and rapamycin-treated cells taken after 0, 1, 2 and 3 h and the expression of DIP5 and GAP1 was analyzed by Real-Time qRT-PCR. Data are presented as means ± standard deviation (n = 2 technical replicates). Fig. S7. TORC1 regulates the expression of glucose-responsive genes independently of Sch9. Wild type and sch9Δ cells were grown to logarithmic phase in SC/EG medium and then glucose (2% final concentration) was added to the cultures

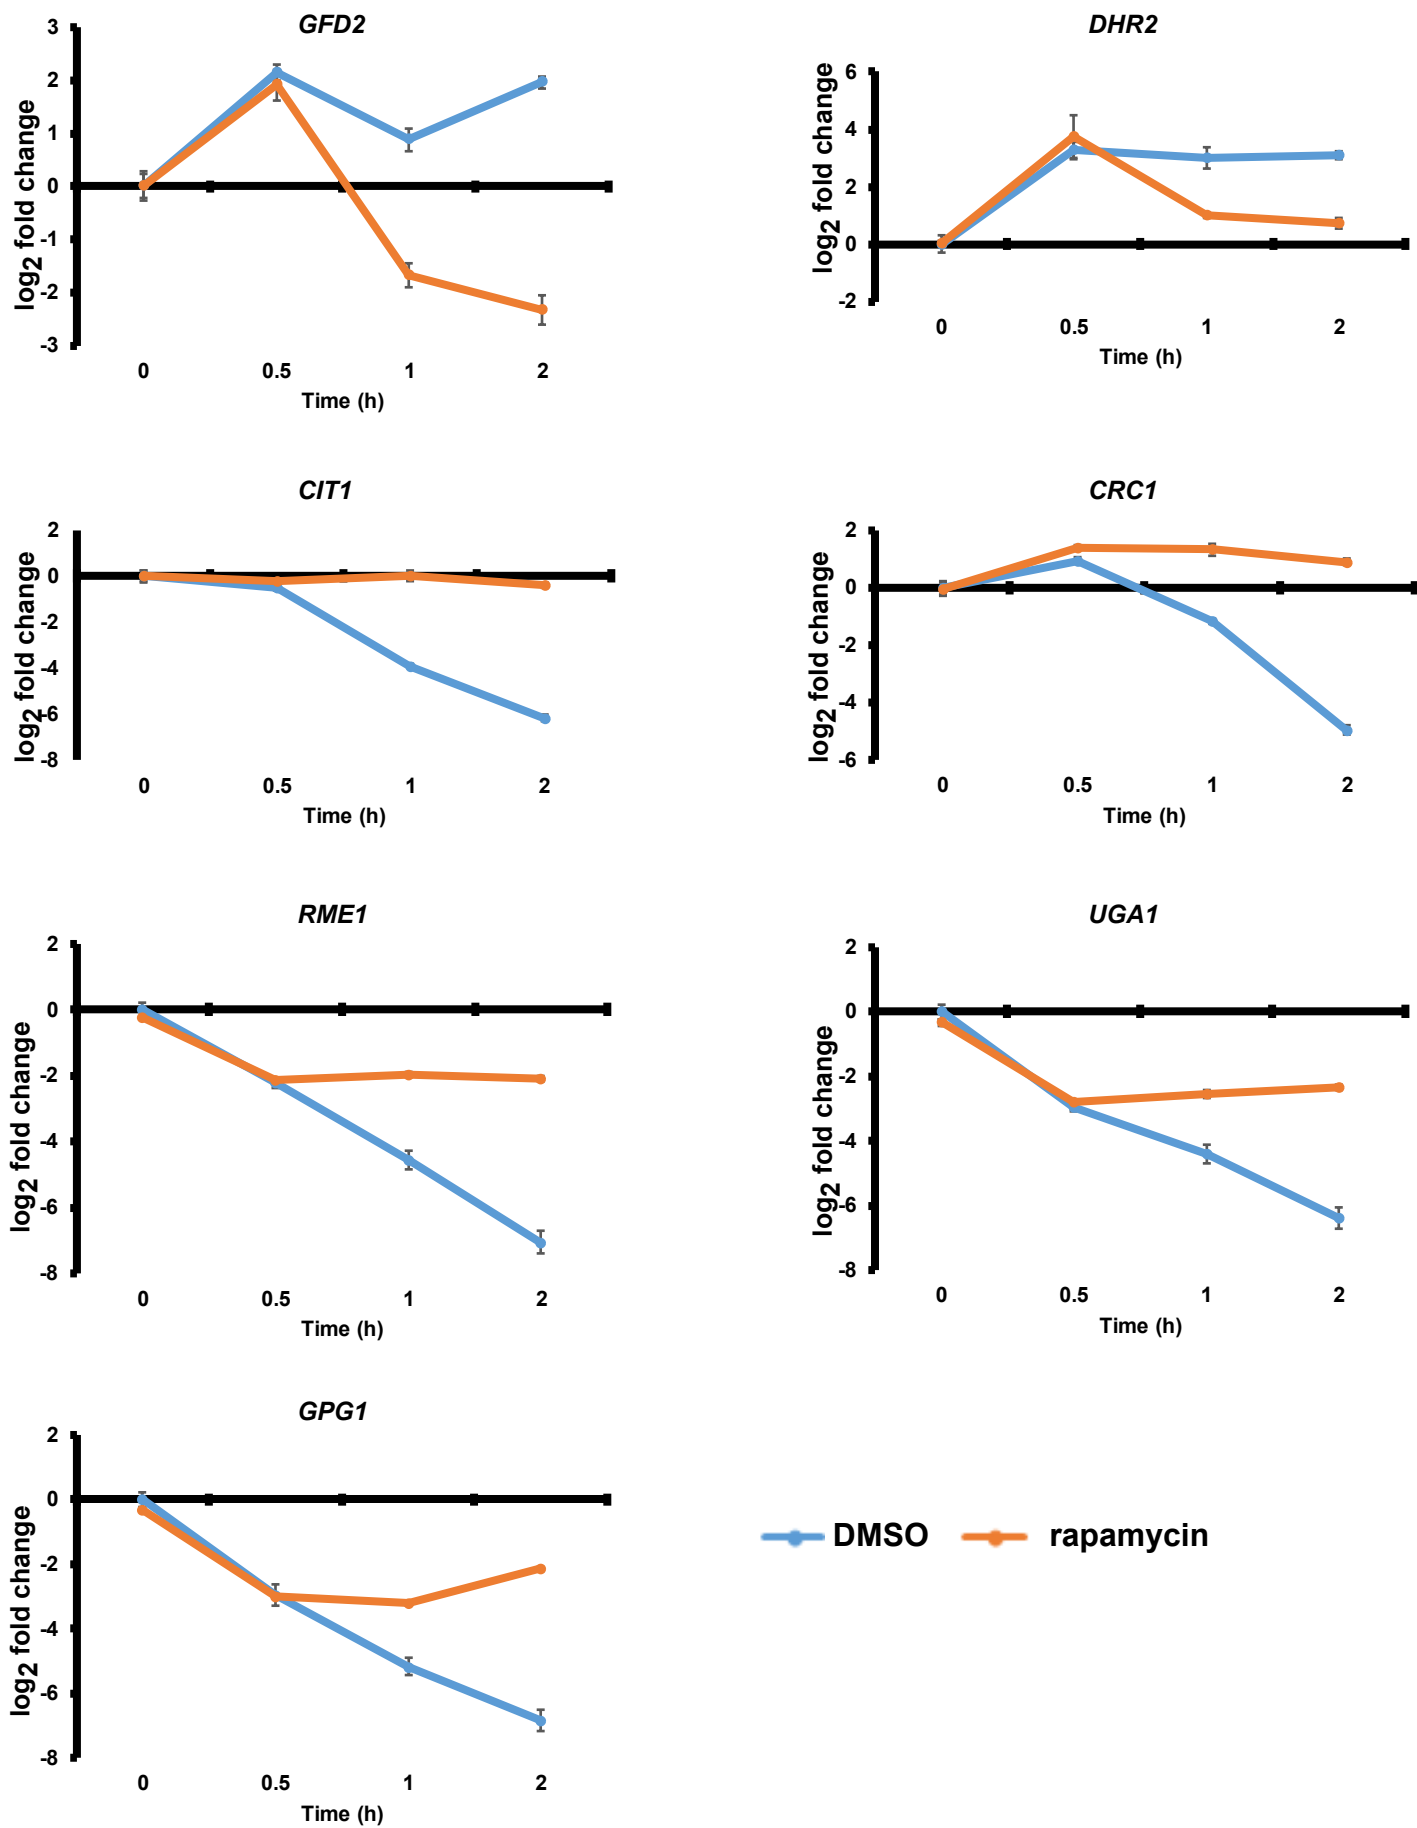

**Figure S4**

**BCY1**

***bcy1-T129D***

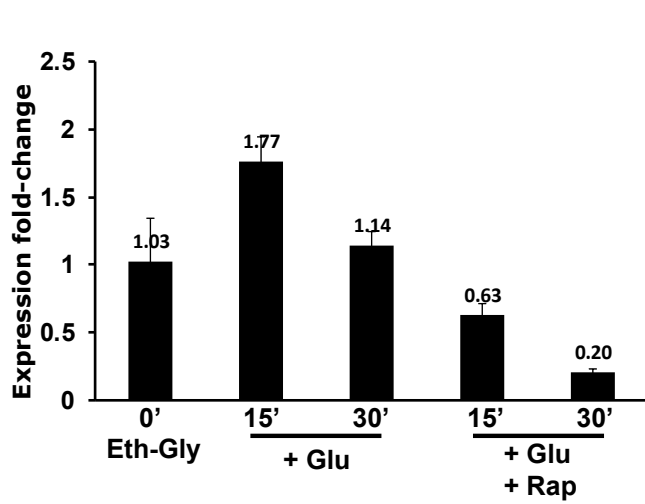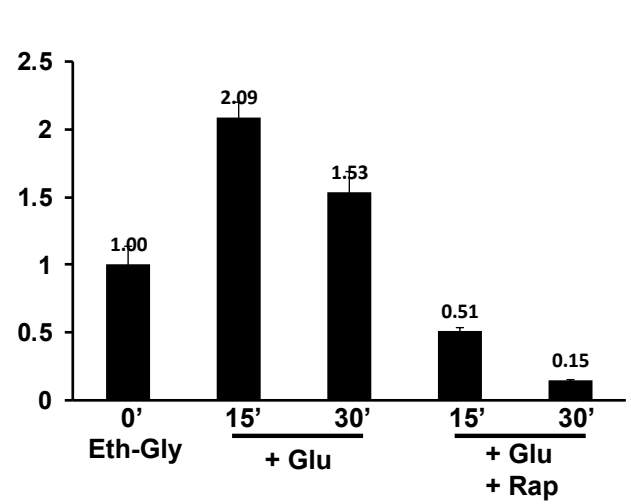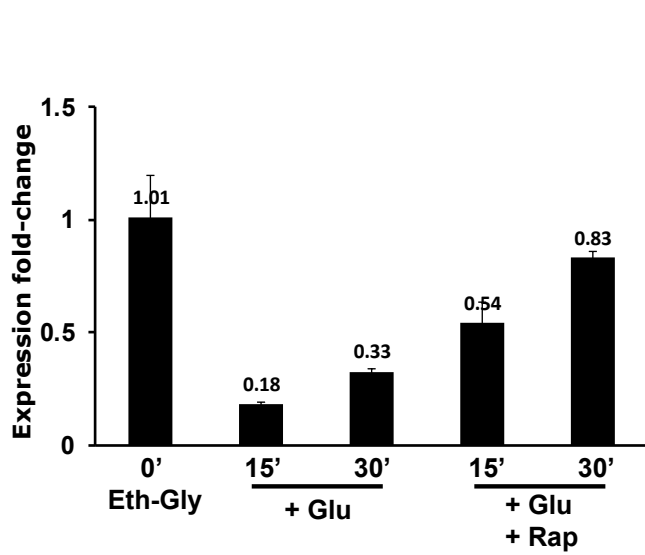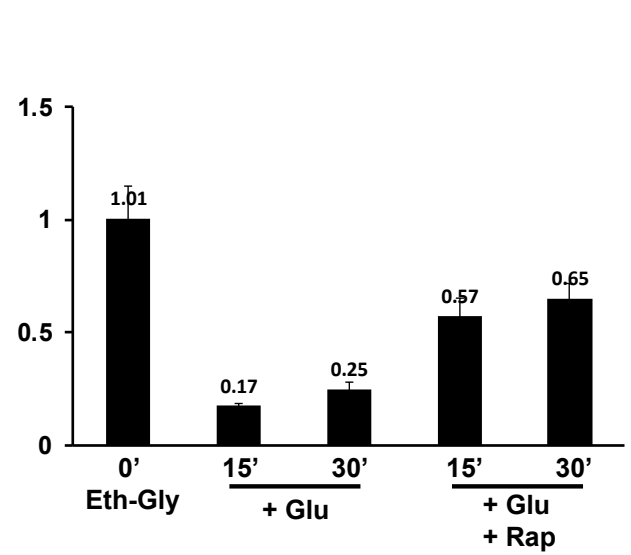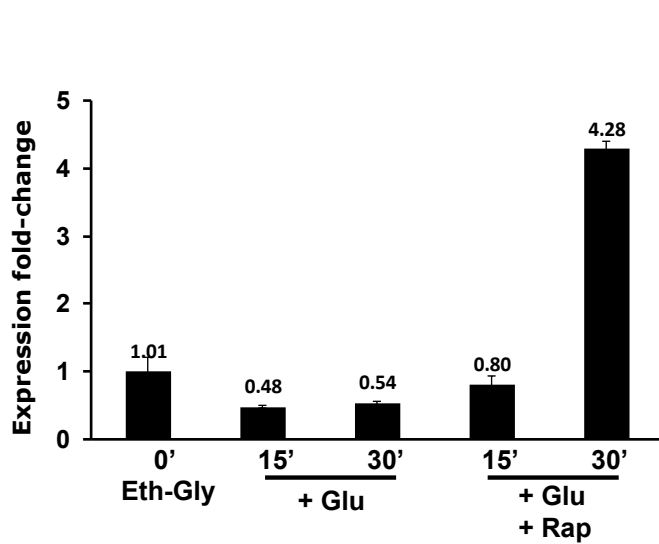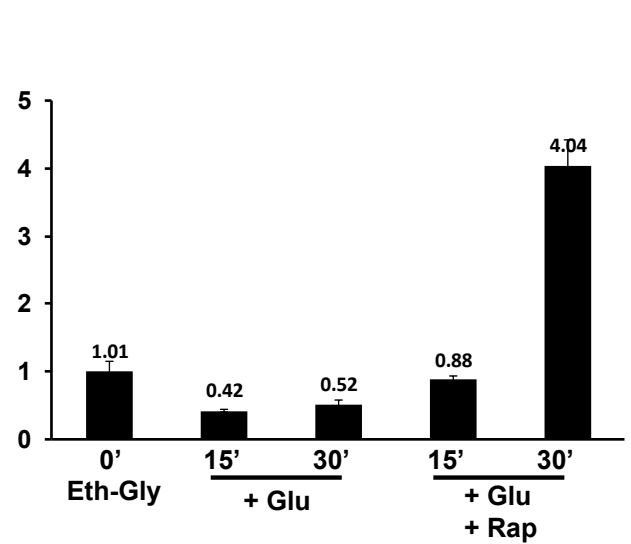

**Figure S5**

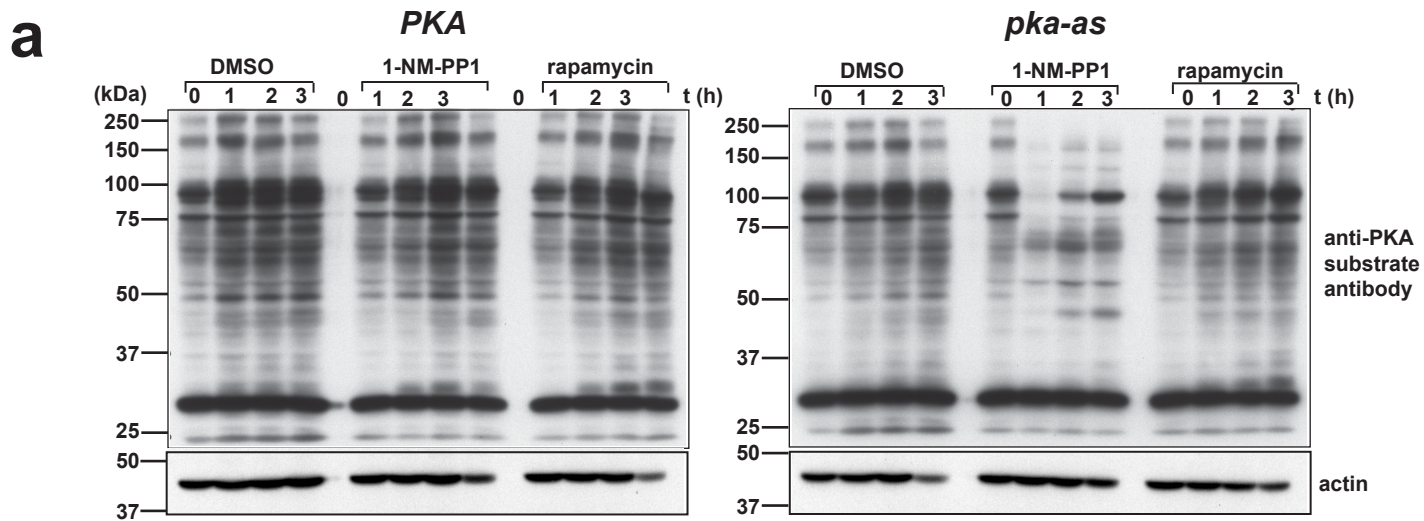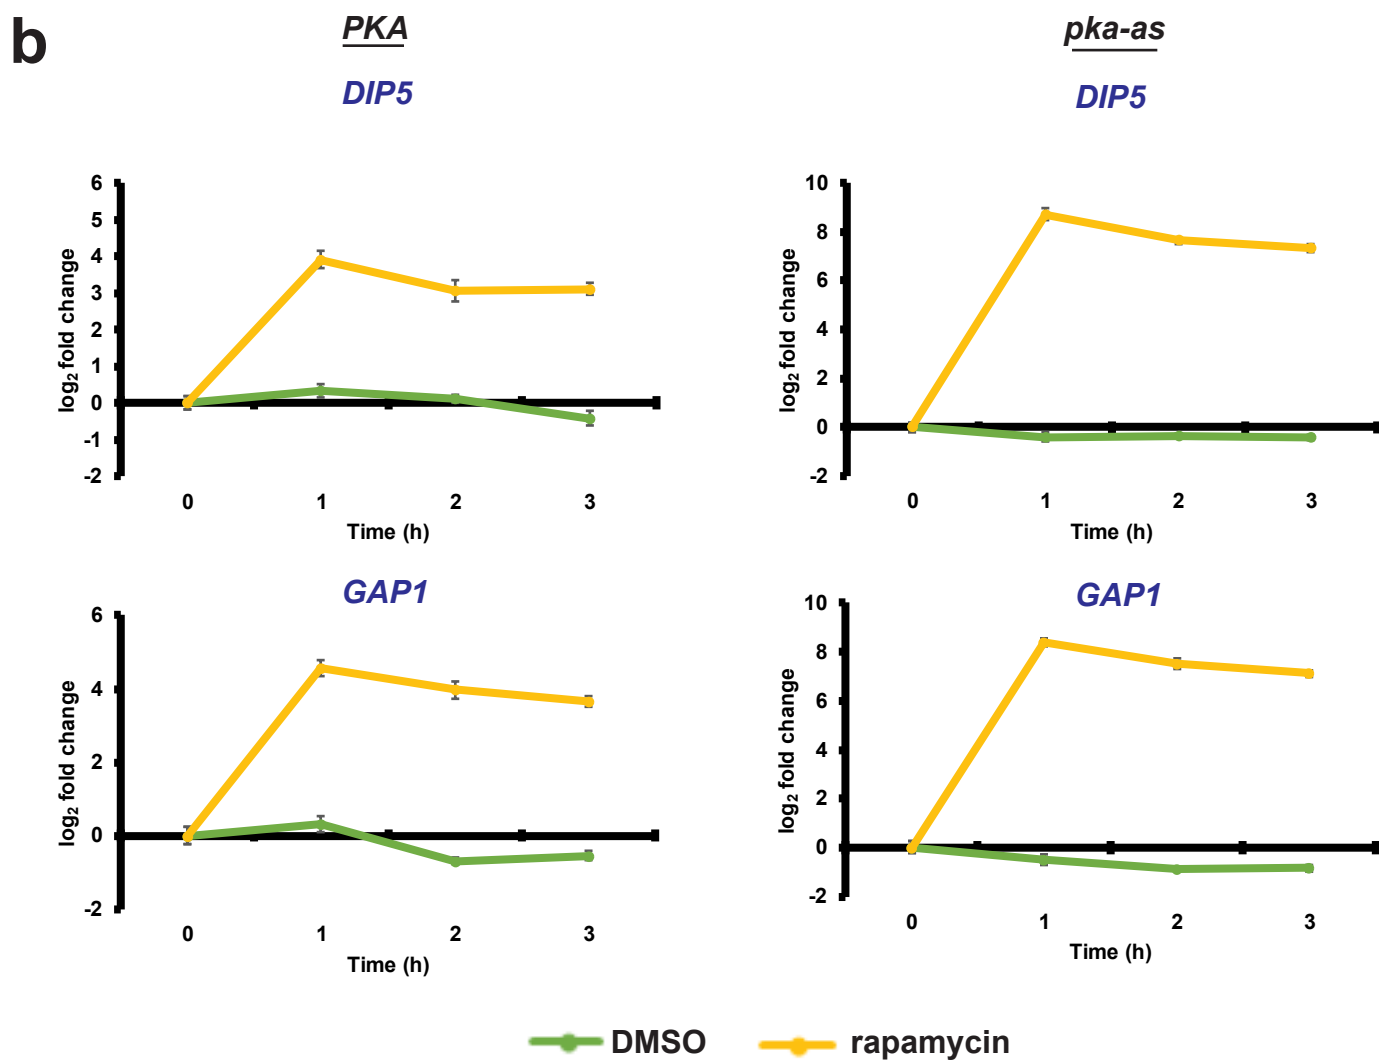

**Figure S6**

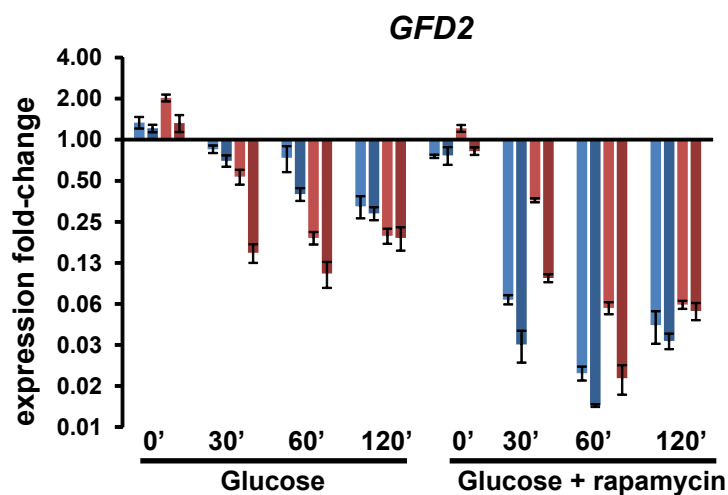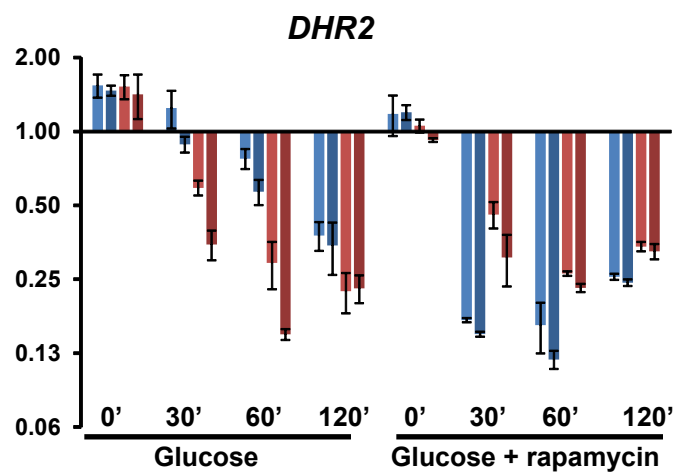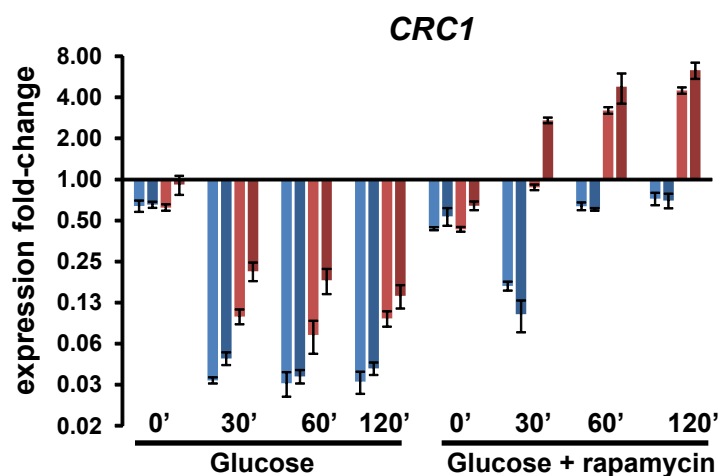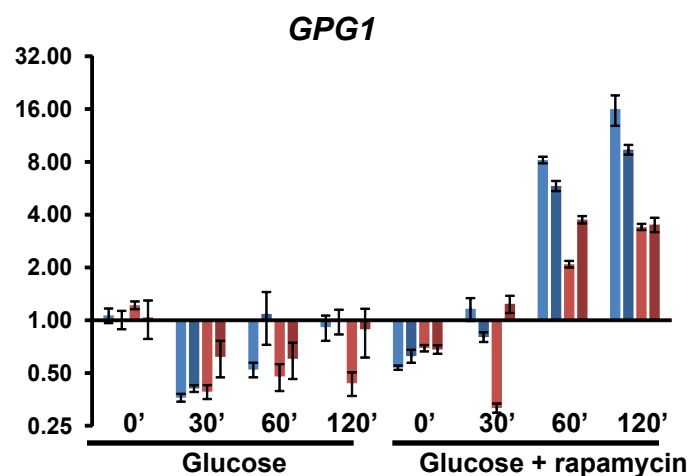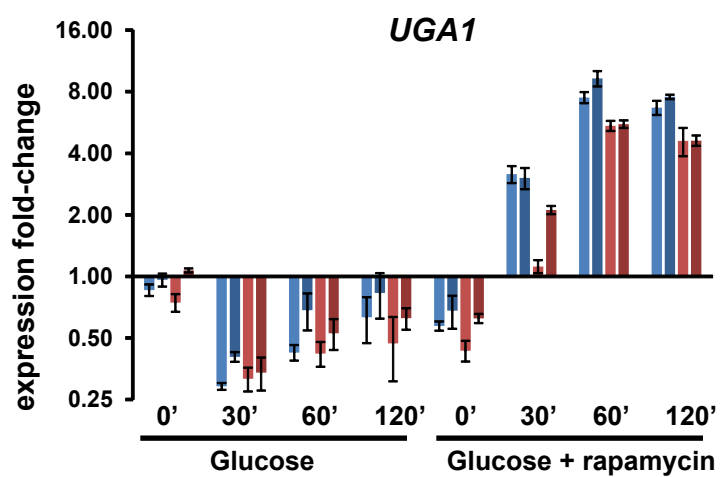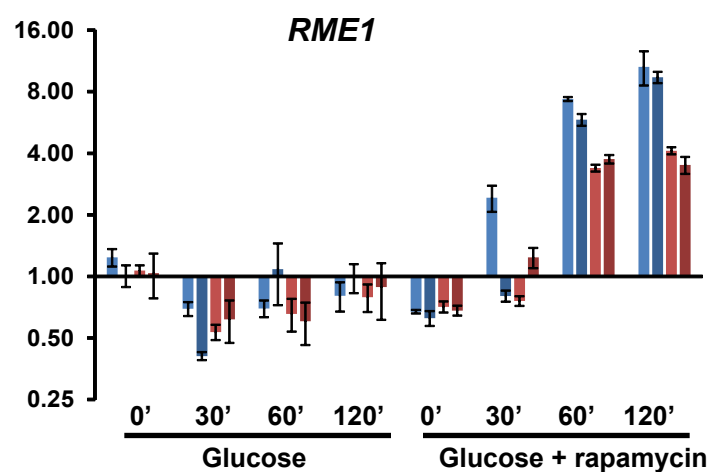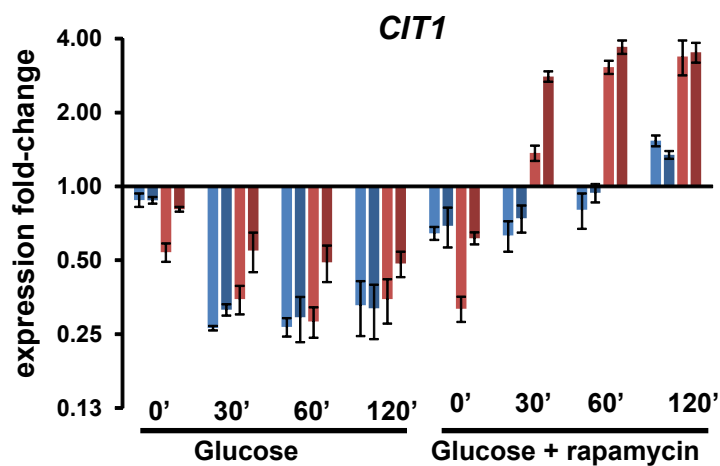

■ *SCH9* Replicate 2 
 ■ *sch9Δ* Replicate 2  
■ *SCH9* Replicate 3 
 ■ *sch9Δ* Replicate 3

**Figure S7**

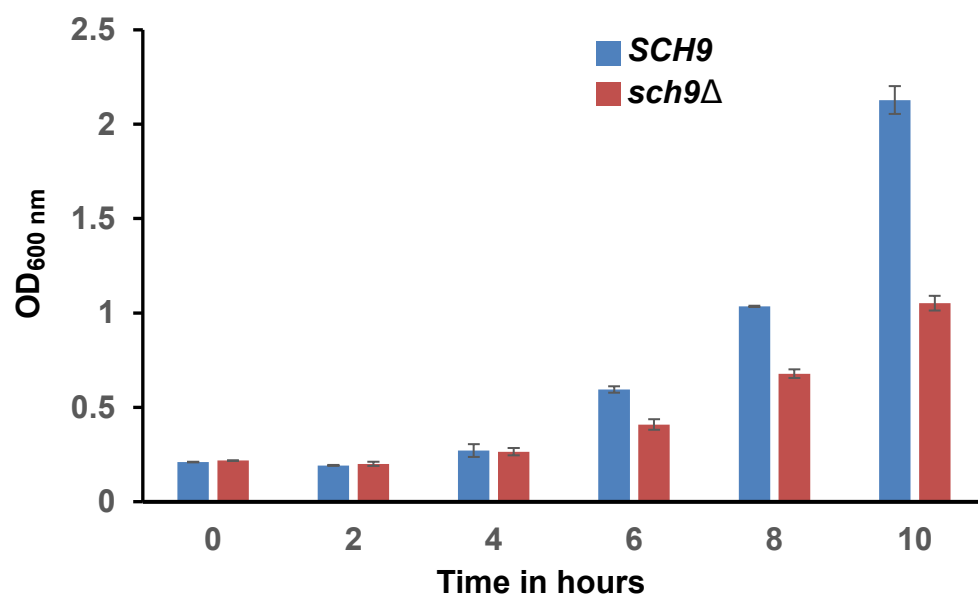

**Figure S8**

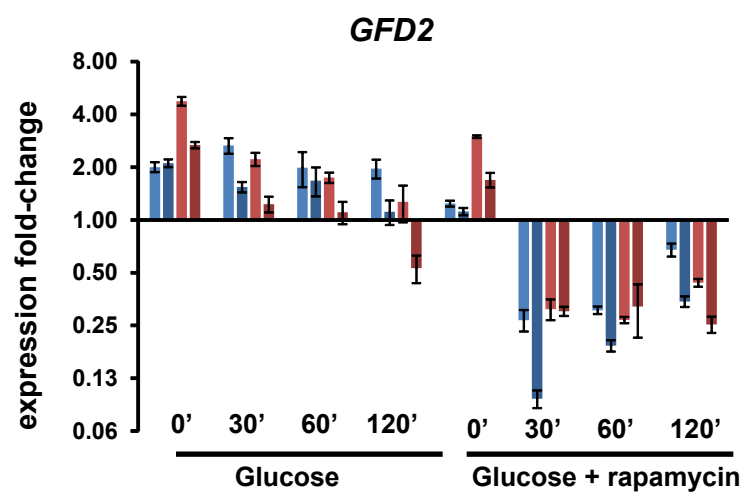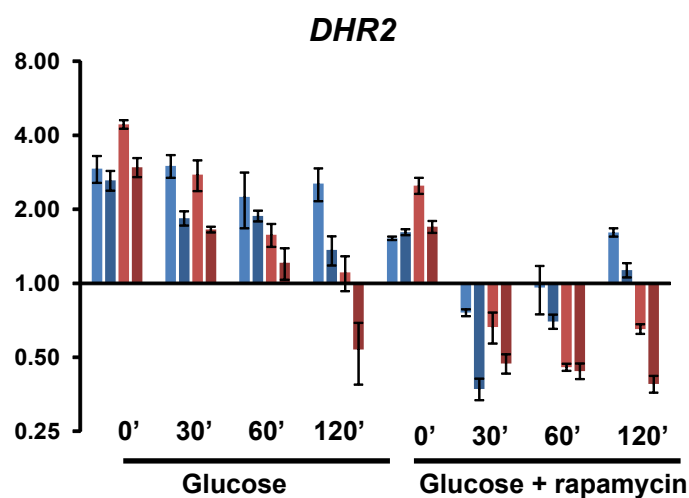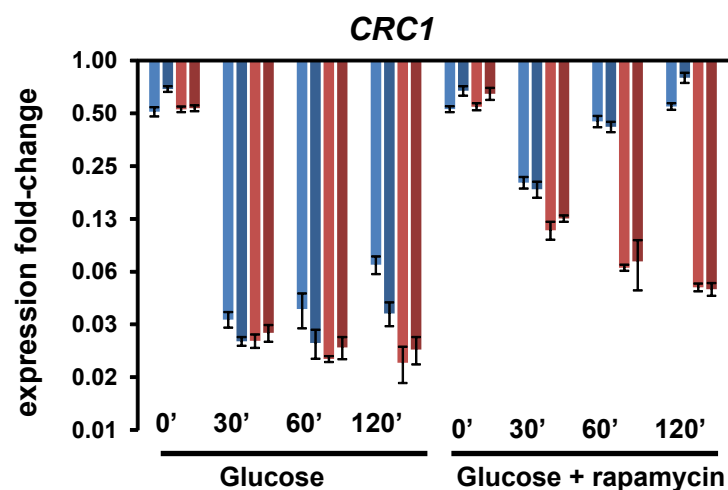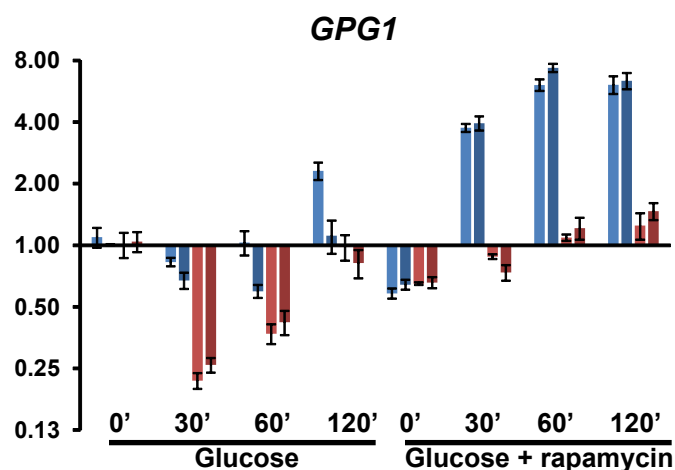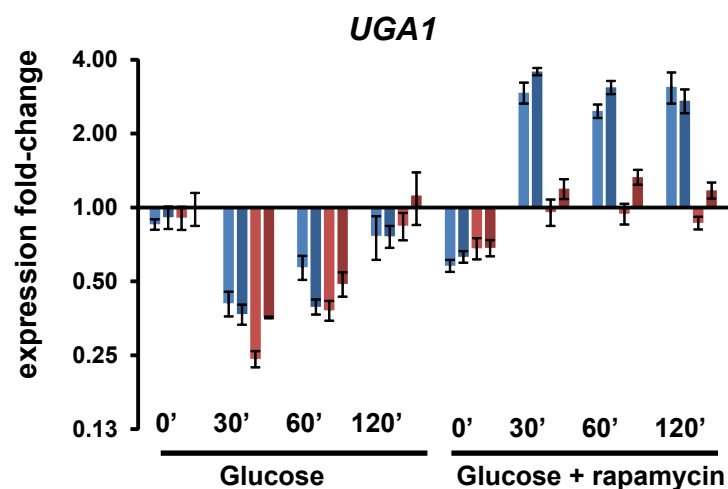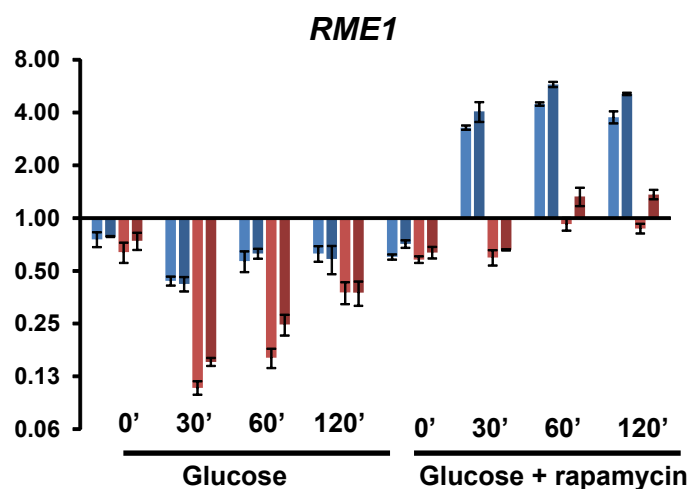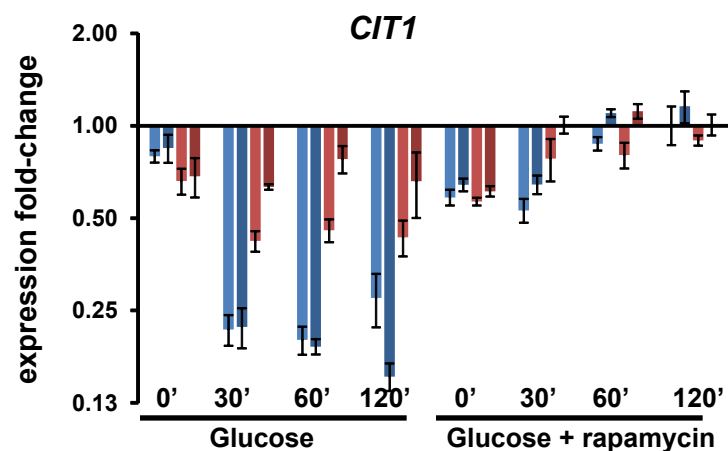

■ *TAP42* Replicate 2 
 ■ *tap42-11* Replicate 2  
■ *TAP42* Replicate 3 
 ■ *tap42-11* Replicate 3

**Figure S9**

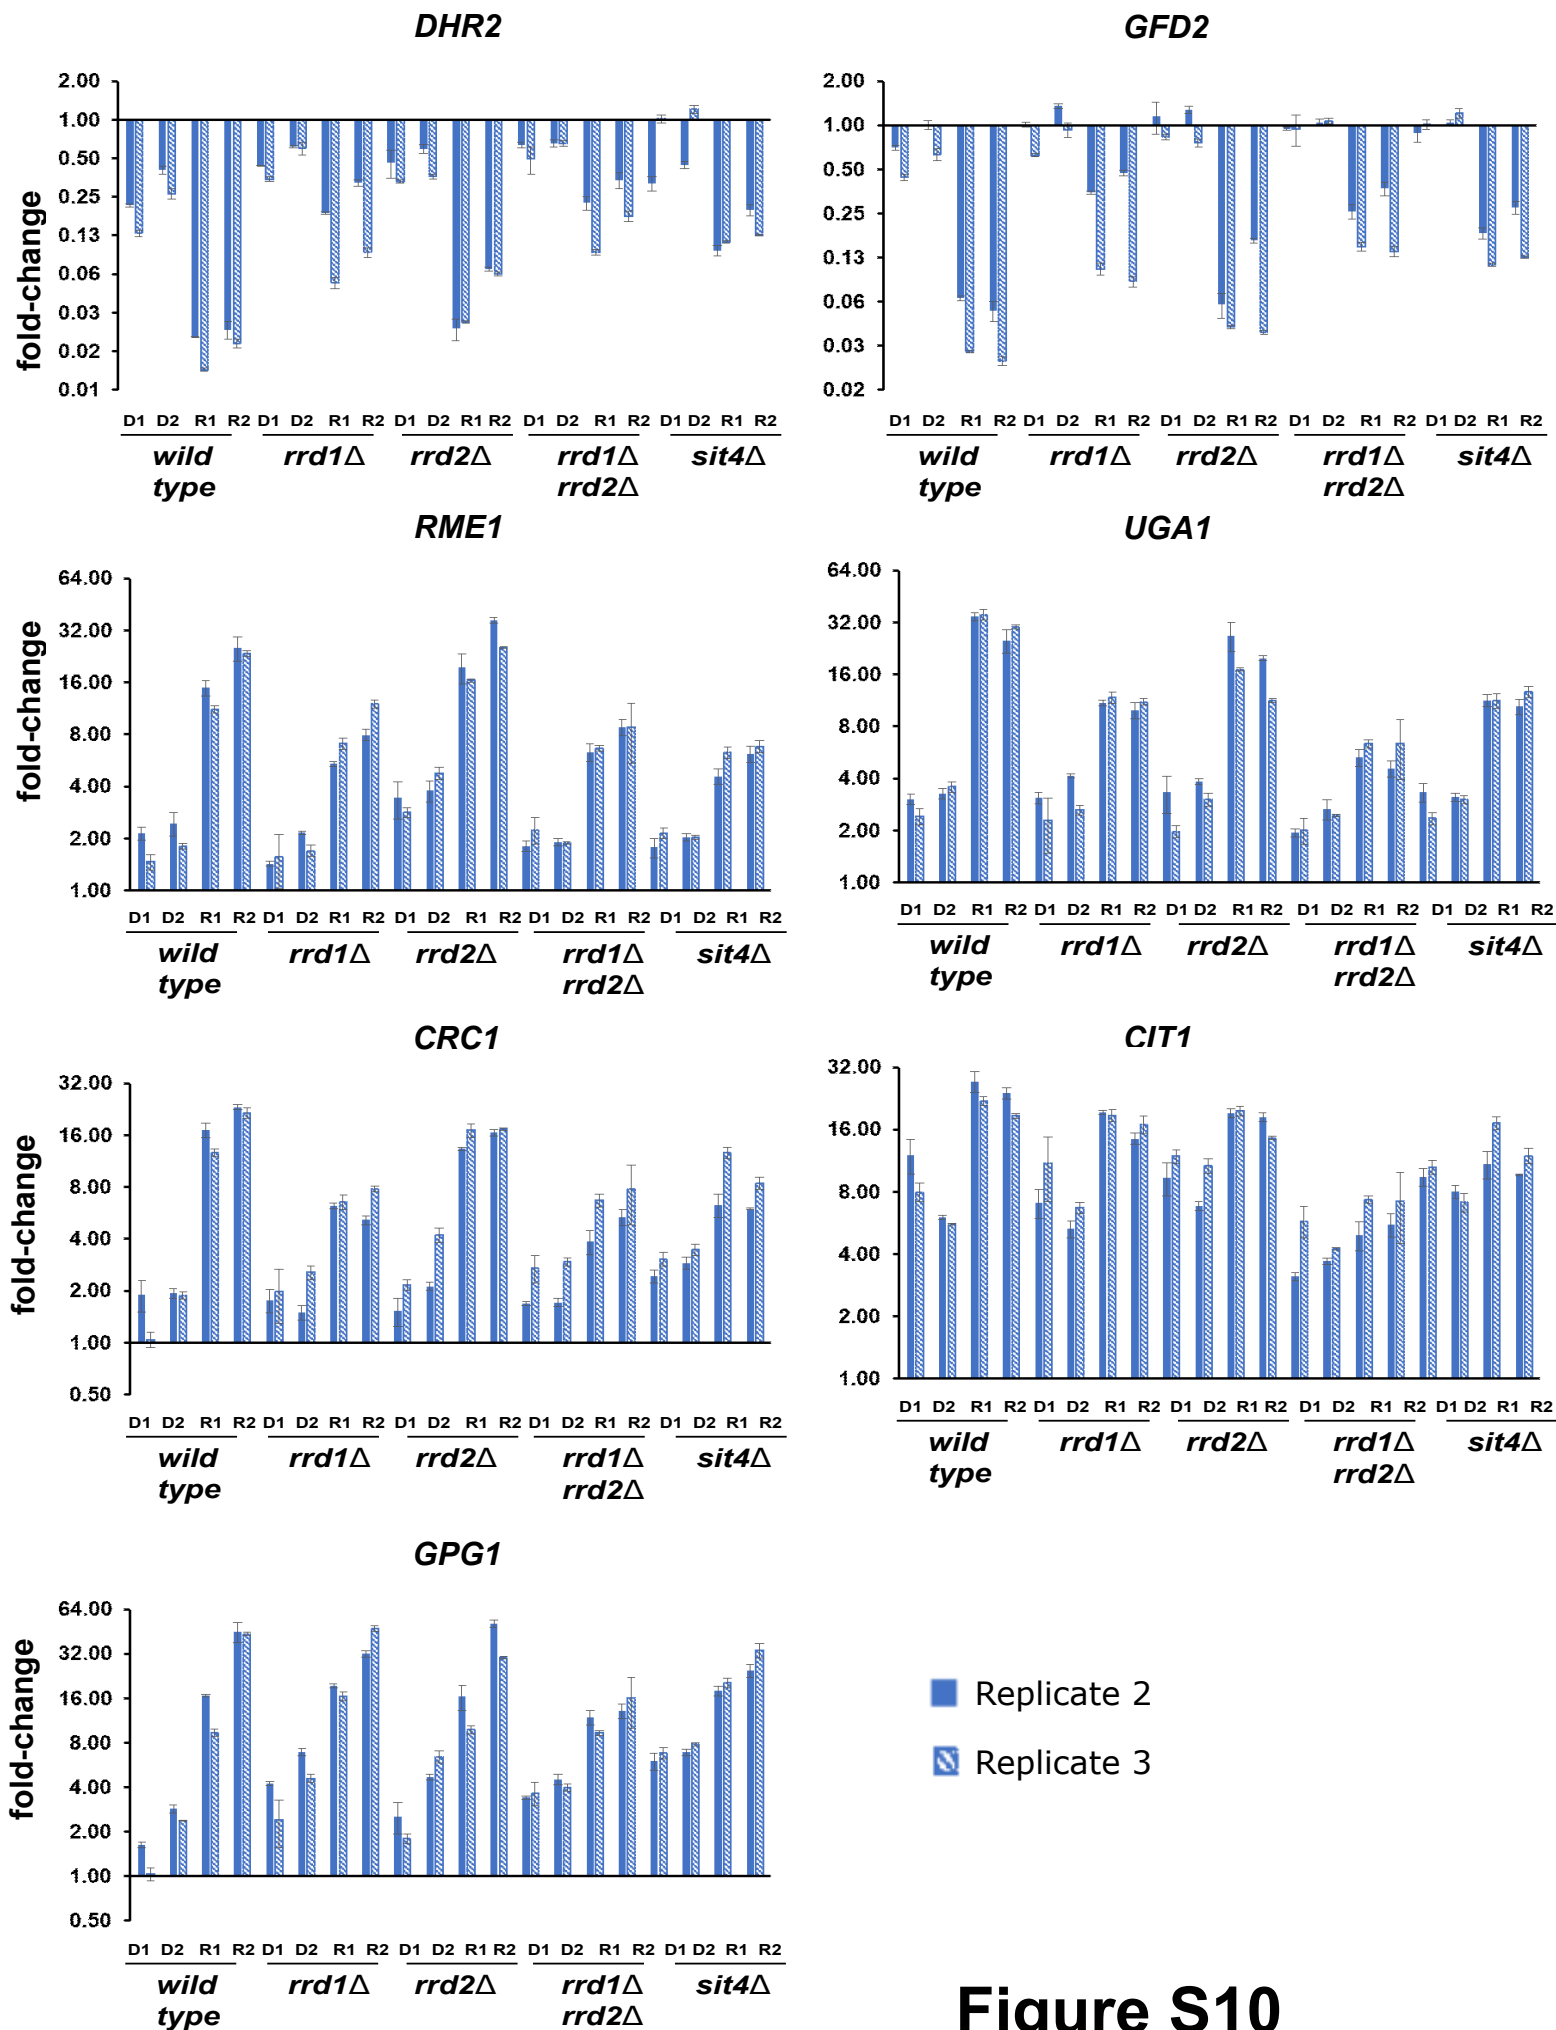

**Figure S10**

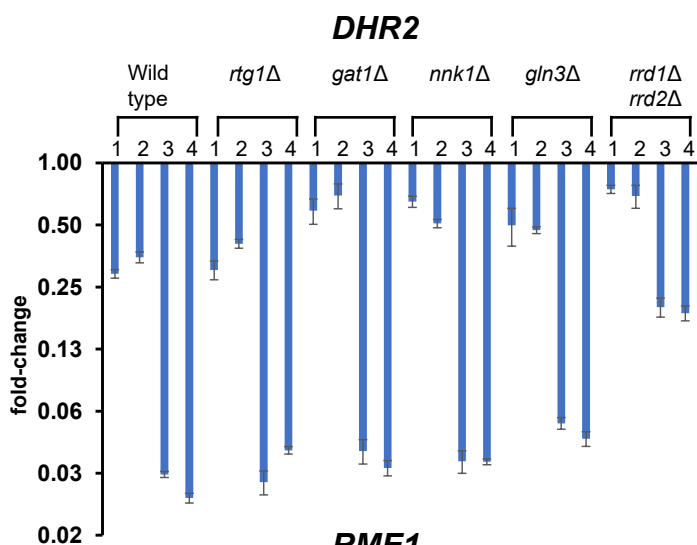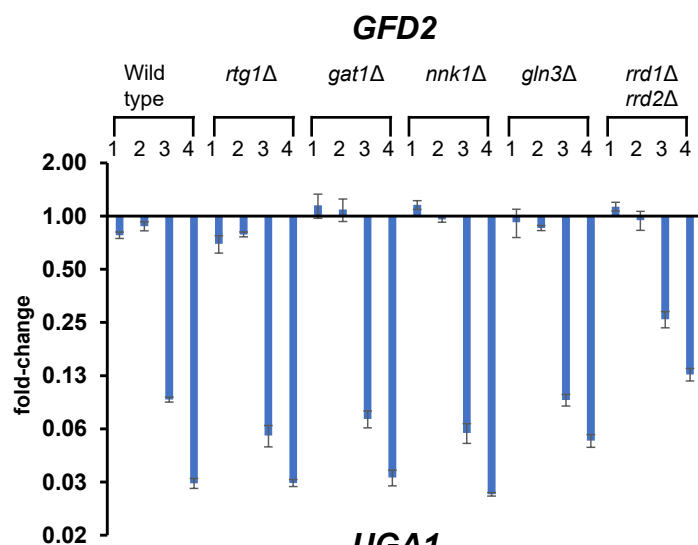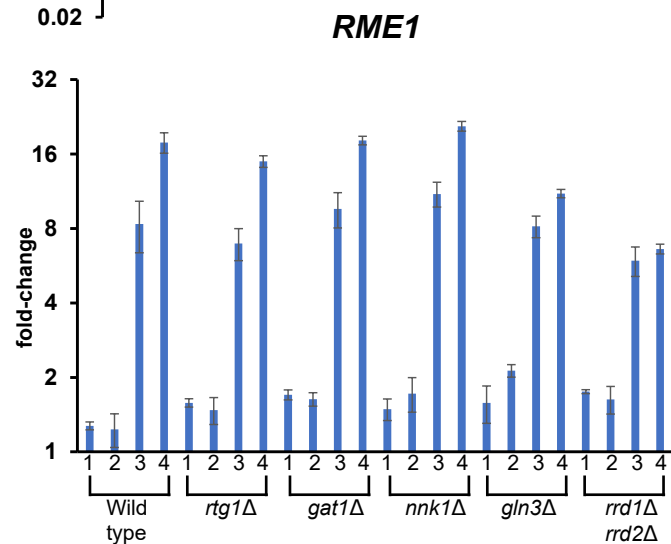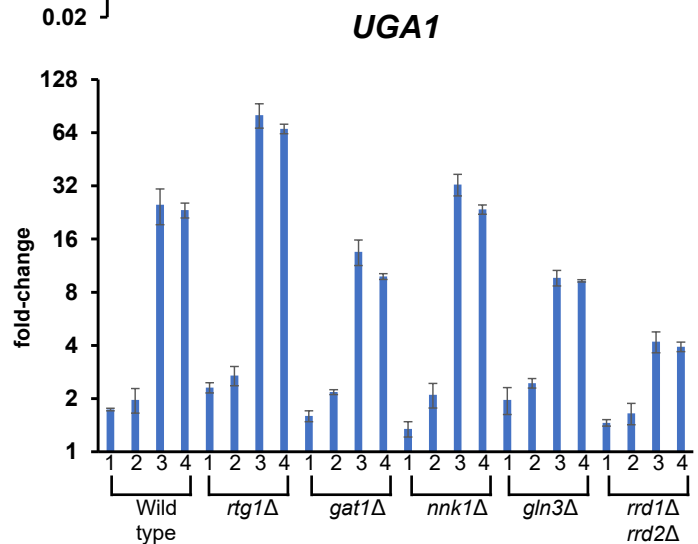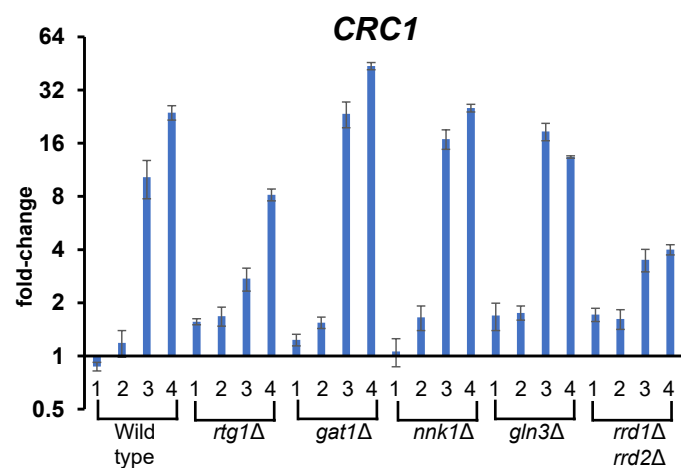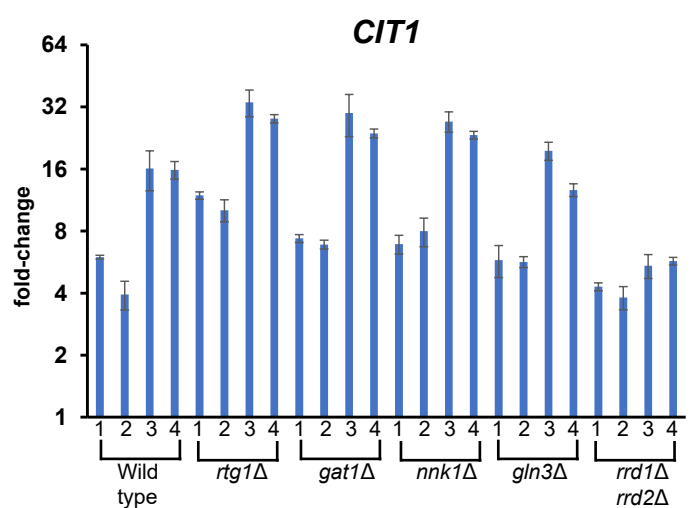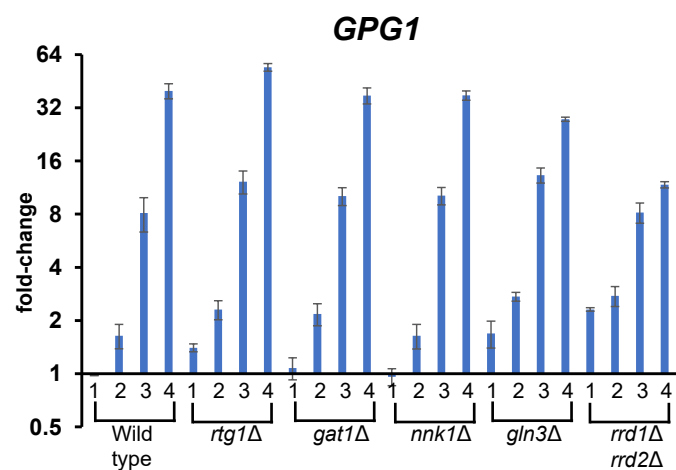

**Figure S11**

## Gln3

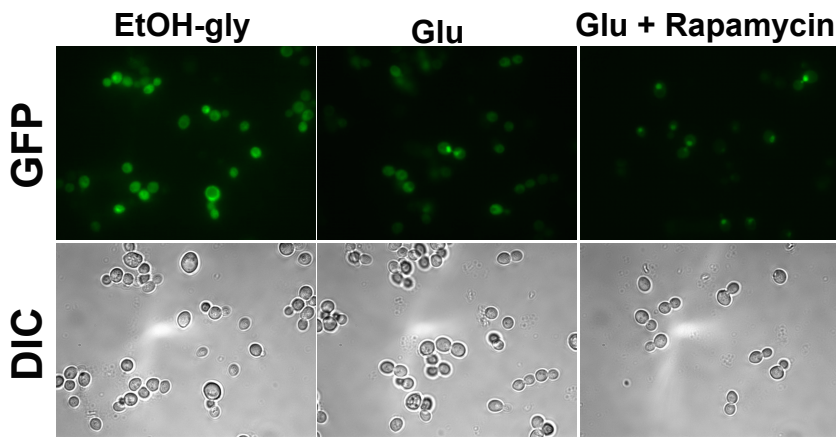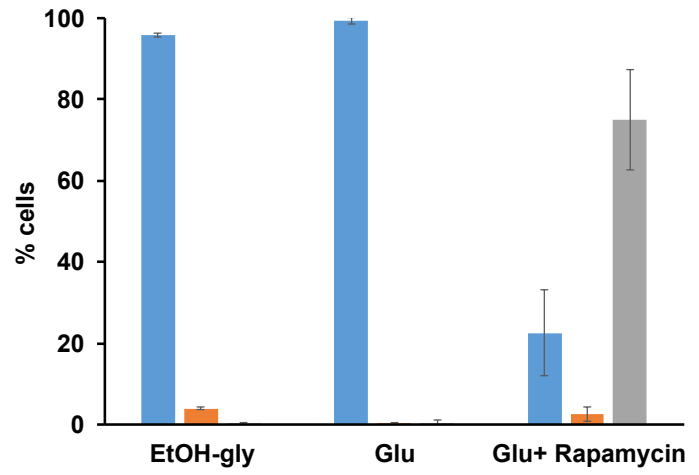

## Gat1

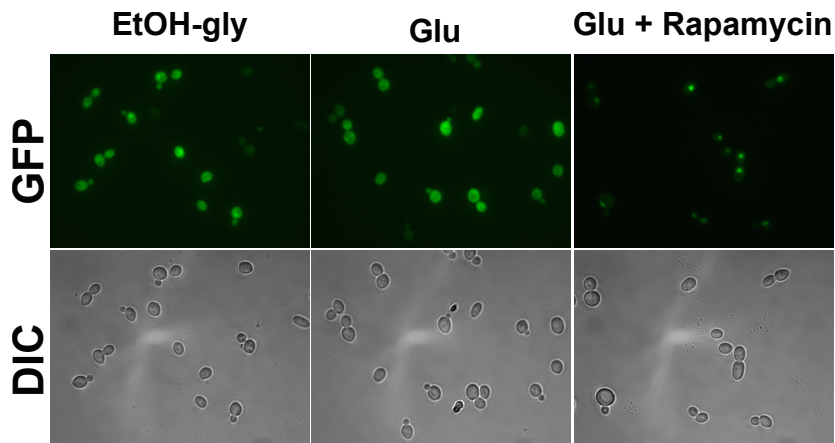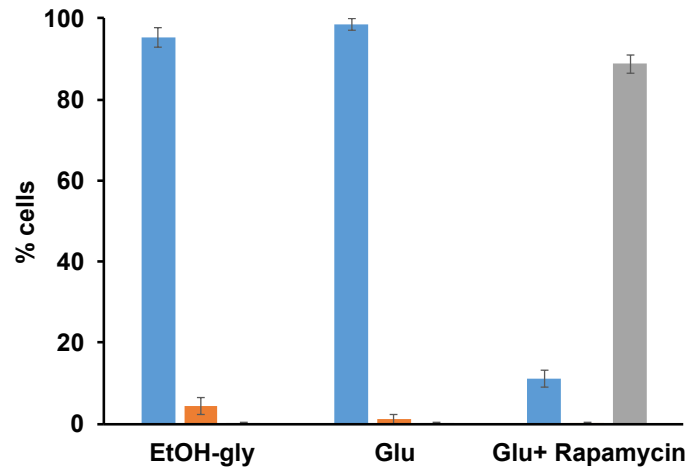

## Rtg1

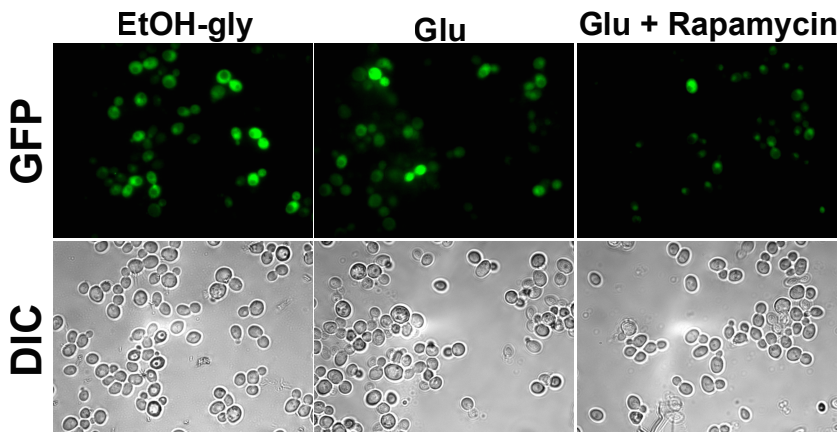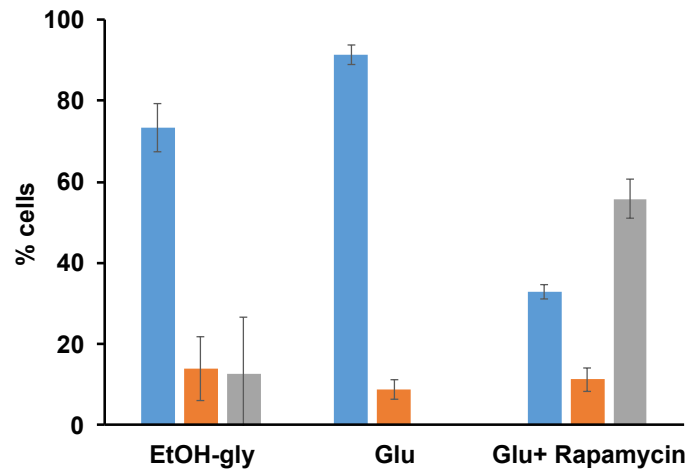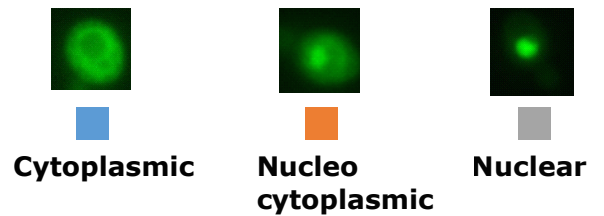

Figure S12

# Supplementary material for: TORC1 regulates the transcriptional response to glucose and developmental cycle via the Tap42-Sit4-Rrd1/2 pathway in Saccharomyces cerevisiae
**Source:** BMC Biol. 2021 May 6;19:95. doi: 10.1186/s12915-021-01030-3
**Supplement:** Supplementary file 4 — Additional file 4: Table S2. Lists of genes in the 10 categories reported in a transcriptomic study of spore germination in yeast.

**Table S2**. Lists of genes in the 10 categories reported in ‘Spore germination in *Saccharomyces cerevisiae*: global gene expression patterns and cell cycle landmarks’ (Genome Biol. 2007; 8(11): R241). Comparative expression analysis of these 10 categories in our RNA-seq data is presented in Figure S10.

| Protein synthesis | *RPL19A,RPS8A,RPL17A,RPS18B,RPS10A,URP1,CRY1,YS29B,RPL43A,YDL082W,YDL083C,*  *SOS2,SOS1,RPS18A,RPS13C,RPL45,RPL15A,RP51B,YDR450W,RPL27B,RPL35B,RPL15B,*  *RPS24EA,RPS8B,RPL17B,RPS26B,RPL32,RPL30A,RPL6A,CYH2,SUP44,SSM2,RPL9A,*  *RPS31A,YGR034W,RPL16A,RPS28A,RPL30B,YST1,RPL14B,URP2,RPL4A,RPL27,MAK18,*  *RPS7A,RPL5A,YIL052C,RPL13,UBI1,RPS25B,TIF2,YJL177W,RPS24A,RPS5,RPS7B,*  *RPL14A,YKL056C,RPS27A,RPL17,RPS25,TIF1,UBI2,RPL4B,RPL13A,YST2,YLR061W,*  *GRC5,UBI3,RPL35A,RPS33B,YLR325C,RPS31,YLR388W,RP10A,RPL16B,YML024W,*  *YML026C,RP10B,YL16A,BEL1,YMR142C,YMR242C,RPL9B,RP23,YNL096C,RPL41A,RPS3,*  *SSB2,RP28B,RPS16A,RPLA2,RPS21,RP28A,RPS16B,RPL25,TCM1,RPS30,RPS33A,*  *RPL37B,YOR293W,RPL18A1,RPS12,EGD1,YPL079W,YPL090C,RPL37A,SSM1,YPR102C,*  *RPS28B,YBR084CA,YER056CA,YFR031CA* |
| --- | --- |
| rRNA processing | *YDR101C,YDR496C,ROK1,YGR103W,YGR145W,YGR245C,DRS1,PWP1,YLR222C,DBP9,*  *YLR409C,YML093W,HAS1,YNL132W,YNL174W,YNL182C,YOR206W* |
| Gluconeogenesis | *YCR010C,ICL1,YFL030W,YGR067C,HXT5,YIL057C,MBR1,YKL187C,JEN1,PCK1,IDP2,*  *FBP1,CYB2,YMR107W,YMR206W,MLS1,YNL194C,YNL195C,GAC1,LEE1,PXA1,YPR030W* |
| Stress | *YDL204W,TPS2,YGL037C,STF2,CTT1,SOL4,GRE3,OM45,YJR096W,YKL091C,TFS1,*  *YLR251W,YLR252W,TSL1,YML128C,PGM2,YMR250W,YNL274C* |
| TCA sub-cycle | *CIT2,ACO1,IDH1,CIT1,YOR135C,IDH2,YPL087W,YPL135W,PEP4,YPR002W* |
| Oxidative phosphorylation | *PET9,COR1,ATP1,ATP3,YBR183W,YBR230C,ATP16,COX9,INH1,SDH4,ATP5,ATP17,*  *QCR7,RIP1,YER053C,COX15,QCR6,COX4,COX13,CBP4,YGR182C,QCR9,COX6,QCR8,*  *CYC1,MIR1,ATP2,ATP7,MDH1,HAP4,SDH3,SDH1,MCR1,SDH2,COX12,YLR294C,*  *ATP14,COX8,NDI1,COX7,PBI2,COX5A,POR1,YNL100W,CIT1,CYT1,ATP4,ATP15,*  *YPR020W,QCR2,YHR001WA* |
| Proteasome subunits | *PRE7,YBR062C,YBR173C,YTA5,RPN5,RPN4,YTA2,RPN8,PRE1,SUN2,PUP3,MPR1,*  *YFR010W,PRE4,NIN1,SCL1,SUG1,UFD1,PRE9,PHB2,PUP2,ARC15,PRE3,CAP1,*  *SBA1,YTA3,YKT6,YKR011C,YLR387C,YLR421C,GLO1,PRE8,PRE5,YNL155W,PRE6,*  *CRL13,RPN7,PRE10,PRE2,RPN6* |
| Mating | *PRM9,YAR033W,FUS3,YBL062W,FIG1,YBR156C,YBR158W,YBR223C,YBR225W,*  *YBR226C,FUS1,KAR4,YCL074W,YCL075W,YCL076W,RVS161,FIG2,PCL2,RDI1,*  *AFR1,YDR124W,ECM18,YDR241W,YDR249C,PAM1,YDR309C,YDR340W,STE14,MFA1,*  *YER187W,STE2,YFL027C,YFL047W,AGA2,YGL052W,PRM8,IME4,YGL223C,GPA1,*  *STE12,YHR097C,CHS7,PRM2,YIL060W,YIL080W,YIL082W,YIL083C,PRM5,*  *YJL107C,PRM10,FAR1,ASG7,PGU1,GFA1,PGM1,PMU1,HYM1,YKL221W,KTR2,*  *YLR042C,MID2,SST2,PRP39,PRM6,KAR5,CIK1,FUS2,YNL042W,MSG5,INP52,*  *CHS1,YNL208W,PRM1,ERG24,AGA1,YOL095C,YOR129C,YOR343C,PRM4,PRM3,*  *YPL193W,KAR3,YML048WA,YIL082WA,YMR304CA* |
| Cell-cycle (G1) | *RFA1,SEN34,HTB2,HTA2,YBL009W,POL12,HHF1,HHT1,YBR070C,YBR071W,RDH54,*  *RFC5,POL30,YBR089W,YCL022C,YCL024W,YCL061C,HCM1,MCD1,YDL018C,DUN1,*  *YDL163W,CDC9,ASF2,MSH6,PDS1,HTB1,HTA1,YDR279W,GIN4,YDR528W,MNN1,*  *PMI40,RNR1,RAD51,SSU81,ADK2,SMC1,CLB6,YGR151C,RSR1,YGR221C,YHR110W,*  *YHR127W,SPO16,YHR154W,YHR173C,IRR1,YIL132C,SRO4,SMC3,HPR5,ASF1,RFA3,*  *YJL181W,SWE1,POL32,PRI2,MIF2,HSL1,YKL108W,RAD27,YKR077W,YKR090W,KIM2,*  *SPA2,YLL022C,STU2,YLR049C,CDC45,YLR183C,TUB4,SPH1,YOX1,OGG1,CTF18,*  *YMR144W,SPT21,CLN1,HHF2,HHT2,PMS1,POL1,SPC98,YNL166C,BNI4,POL2,YIF1,*  *TOF1,RFA2,YNR009W,YOL007C,YOL017W,MSH2,BUB3,DHS1,CDC21,YOR114W,*  *YOR144C,NIP29,HHO1,RAD53,SVS1,IPL1,BBP1,CLN2,YPL267W,RLF2,CLB5,DPB2* |
| Cell cycle G2/M | *KIN3,YBL032W,CHS2,PHO3,CDC47,BUD3,YDR033W,SWI5,PMA1,ALK1,CDC20,DBF2,*  *CLB1,WSC4,MOB1,YIL158W,YJL051W,BUD4,YKL130C,YLR084C,ACE2,YLR190W,*  *YML034W,SUR7,YML058W,YML119W,CDC5,YMR032W,YMR215W,YNL057W,YNL058C,*  *YOL070C,HST3,YOR315W,YPL141C,KIP2,IQG1,CLB2,YCR024CA* |

# Supplementary material for: TORC1 regulates the transcriptional response to glucose and developmental cycle via the Tap42-Sit4-Rrd1/2 pathway in Saccharomyces cerevisiae
**Source:** BMC Biol. 2021 May 6;19:95. doi: 10.1186/s12915-021-01030-3
**Supplement:** Supplementary file 10 — Additional file 10: Table S6. A list of yeast strains used in the study. Table S7. A list of primers used for Real-Time qRT-PCR analyses in the study.

**Table S6 List of strains used in the study**

All strains are derivatives of SK1 and have the following markers ho::LYS2 ura3 leu2 trp1 his3 lys2 All markers are homozygous in diploid strains unless otherwise mentioned

| Strain number | Genotype | Used in Figure |
| --- | --- | --- |
| 3526 | MATa *sch9: SCH9-HA6::KANMX6* | 2,3,4, 5, S1, S2, S3, S4, S6 |
| 3681 | MATa *gtr1:KANMX6* *sch9: SCH9-HA6::KANMX6* | 2, 3 |
| 3542 | MATa *sch9: SCH9-HA6::KANMX6 fpr1:NatMX6* | 2 |
| 4670 | MATa *gtr1:KANMX6* *sch9: SCH9-HA6::KANMX6 fpr1:NATMX6* | 2 |
| 3576 | MATa *sch9: SCH9-HA6::KANMX6 tpk1-as tpk2-as tpk3:KanMX6* | 2, 4, S1, S2, S3, S6 |
| 3772 | MATa *sch9: SCH9-HA6::KANMX6 rgt2::HIS3MX6* | 2 |
| 3780 | MATa *sch9: SCH9-HA6::KANMX6 snf3::HIS3MX6* | 2 |
| 3784 | MATa *sch9: SCH9-HA6::KANMX6 rgt2::HIS3MX6 snf3:HIS3MX6* | 2 |
| 1150 | MATa | 5, 7, S7, S8, S10, S11 |
| 3502 | MATa *sch9:KANMX6* | 5, S7, S8 |
| 3569 | MATa *tap42:KANMX6 TAP42-CEN- LEU2* | 6, S9 |
| 3571 | MATa *tap42:KANMX6 tap42-11-CEN- LEU2* | 6, S9 |
| 4860 | MATa *rrd1:NATMX6* | 7, S10, |
| 3530 | MATa *rrd2:KANMX6* | 7, S10, |
| 4861 | MATa *rrd1:NATMX6 rrd2:NATMX6* | 7, S10, S11 |
| 3249 | MATa *sit4:HIS3MX6* | 7, S10, |
| 3555 | MATa/MATα *sch9: SCH9-HA6::KANMX6* | 8 |
| 1738 | MAT a/MATα | 8, 9, S13, S15, S16, S17, S18 |
| 3478 | MAT a/MATα *TOR1-1* | 9, S16 |
| 4344 | MATa *bcy1:KANMX6 YCplac33::HA-BCY1 (CEN URA3)* | S5 |
| 4347 | MATa *bcy1:KANMX6 YCplac33::HA- bcy1--T129D (CEN URA3)* | S5 |
| 4349 | MATa *bcy1: KANMX6YCplac33::HA-- bcy1--S145A (CEN URA3)* | S5 |
| 5088 | MATa *rtg1:NATMX6* | S11 |
| 5092 | MATa *gat1:NATMX6* | S11 |
| 5090 | MATa *nnk1:NATMX6* | S11 |
| 5087 | MATa *gln3:KANMX6* | S11 |
| 3477 | MATa /MATα *sch9: SCH9-HA6::KANMX6 fpr1:NATMX6* | S13 |
| 4885 | MATa /MATα *rrd1:NATMX6* | S18 |
| 5144 | MATa pRS316-GLN3-GFP | S12 |
| 5145 | MATa pRS316-GAT1-GFP | S12 |
| 5146 | MATa pRS316-RTG1-GFP | S12 |

**Table S7. List of primers used for RT-qPCR**

How the deposited data were processed for this re-analysis (not part of the article)

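RNA-Seq libraries of yeast spores were analysed from 15 conditions with 3 replicates each, 45 libraries in all. The conditions were purified spores and spores transferred into YPD with DMSO or with 2 μM rapamycin for 0, 10, 30, 60, 120, 240 and 360 min. Samples were assigned to conditions and replicates from the sample labels and the paper. All 45 libraries were assigned and used.

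The authors deposited raw read counts per gene, as whole numbers without normalization. According to the paper, the authors trimmed the reads with Trimmomatic 0.33, aligned them with hisat2 2.0.4 to the genome of strain SK1, and counted them with HTSeq 0.6.1p1 in union mode on the strand of the gene, with the R64-1-1.86 annotation, before they tested the counts with edgeR in R 3.1.3. The paper's text does not name which of edgeR's tests was used. The text of the series record names another sequencer, aligner and quantification program, and the description in the paper was followed here. Because the reads came from 1 strain and the gene models from another, reads from genes that differ between the strains can be lost, and the annotation sets which reads count for which gene.

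The table of counts holds 6723 genes, of which 139 had no read in any library. Names, coordinates and gene lengths came from the RefSeq annotation of the R64 reference genome, which matched 6008 of the 6723 identifiers. The genes without a match hold 0.216% of the counts and were kept in library sizes and tests. The table gave no totals or other entries that name no gene.

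Depth was taken as the total count of a library. It ranged from 7736397 to 14522407 with a median of 10942773. On data simulated from the mean levels, library sizes and common dispersion of the 6 libraries at 30 min, with genes drawn independently, edgeR's quasi-likelihood test recovered 98 of 100 genes changed 2-fold and 99 of 99 genes changed 4-fold with an adjusted p under 0.05, among 5819 genes tested and with 16 false calls. The interaction test recovered 95 of 100 genes changed 2-fold and 99 of 100 changed 4-fold among 5866 genes, with 2 false calls. The set tests camera and fry each found the 1 changed list and called 0 of 20 unchanged lists of 30 genes. These are counts of reads and not of molecules, so the floor of 3 counts, used where all libraries of a group had at most that many, covers counting error only. No pair of replicates differed by less than the sampling noise, the smallest chi-square per degree of freedom between replicates being 5.39.

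Analyses were run in R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Comparisons were rapamycin against DMSO at each time point, DMSO against purified spores, and rapamycin against purified spores, each fitted on its own 6 libraries because Tables S3 to S5 give a different number of genes for each time point. Genes with more than 1 CPM in at least 3 libraries of a comparison were kept, library sizes were scaled by TMM, and genes were tested with glmQLFit and glmQLFTest. Genes with an adjusted p under 0.05 (Benjamini-Hochberg) and a change of at least 2-fold were called, after the paper's thresholds. The difference between the effects of rapamycin at 30 and 60 min was tested as an interaction over the 12 libraries of those time points. With 3 libraries against 3, an exact permutation test of a single gene cannot give a two-sided p under 0.1, so no such p is given.

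The 10 classes of Table S2 were tested with limma's camera at an inter-gene correlation of 0.01 and with fry, adjusted over 70 tests, 10 classes at 7 time points. Besides these classes, the 7 TGC genes, the 8 cell-cycle genes of Fig. S17, the TORC1 reporters GAP1 and DIP5, the qRT-PCR reference gene ACT1 and 35 genes of nitrogen catabolite repression (NCR) were examined as lists. The NCR list, of genes under control of the GATA factors, was written by hand before the counts were examined but after the first genes of the worksheets of Table S4 had been read. In the copy used, these worksheets hold rapamycin against DMSO from the same libraries. It holds UGA1 of the TGC genes as well as GAP1 and DIP5. CIT1 of the TGC genes is in TCA sub-cycle and oxidative phosphorylation, and 4 of the 8 cell-cycle genes are in the cell cycle classes.

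Genes named in the text were chosen by a rule set in advance. It covers every gene of the TGC, cell-cycle, TORC1 reporter and reference lists, and every gene of a comparison with 10 or fewer genes called. For rapamycin against DMSO at 60 min it adds the 3 largest rises and the 3 largest falls among the genes called whose libraries do not overlap, and for DMSO against spores at 0 and 60 min the 3 largest rises and falls. NCR genes with an adjusted p under 0.05 at 30 min complete it. Genes named outside this rule are marked as chosen after their values were seen. For named genes other than YHR214W-A and SCR1, the share of windows of read length that occur elsewhere in the reference genome and any overlapping genes were determined.

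The alternatives tried were the DESeq2 Wald test with its own size factors, edgeR's exact test, RLE size factors, library size without a scaling factor, no filter on low counts, at least 10 counts in every library, 1 fit over all 45 libraries, no fold-change minimum, fry or an estimated correlation in place of camera's 0.01, the replicate letter as a block, and each library left out in turn. Whether the letters pair the libraries was checked from the correlation of the deviations of same-lettered libraries from their group means. It was over 0.1 for all 3 letters at 0, 10 and 30 min for rapamycin against DMSO (smallest value 0.304) and for DMSO against spores (smallest value 0.132), and at 0, 10, 60 and 120 min for rapamycin against spores (smallest value 0.106). In the other comparisons at least 1 letter was under 0.1. The paper does not describe the letters as shared batches.

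The log2 fold changes of Tables S3, S4 and S5 were set beside those computed here for the genes present in the copies used, which hold only part of the genes, so no overlap or set test was run on them. The published gene lists compared in Fig. S14, the qRT-PCR and the other experiments of the paper were not analysed here.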

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

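In this part, the comparison with the regroupings that changed the 60 min labels, the comparison with the 120 min libraries and the use of camera as a test of the scaling were chosen only after the result was seen. The number of genes in the interaction and the NCR values at 30 and 60 min were known when the other tests were chosen.

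The effect of rapamycin differed between 30 and 60 min. The interaction of treatment and time passed an adjusted p of 0.05 and a 2-fold difference for 1032 of 5841 genes (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 567 with a higher and 465 with a lower effect at 60 min. The number was 780 without rapamycin 60 min replicate C and 1277 without rapamycin 60 min replicate B. With the 12 libraries thinned to the smallest total of 9285573, 1017 genes passed, which argues against a difference in library size. Without the 10 most abundant genes, which held between 4.70% and 5.58% of the counts of a library, 1028 genes passed. Of the 1020 genes with a value for length and GC content, 96.7% kept a 2-fold difference after a trend on gene length was removed and 97.4% after a trend on GC content was removed. The treatment labels were also regrouped within each time point, and 10 of 100 regroupings, the real labels included, gave as many genes. The 10 other regroupings that kept the labels of the 60 min libraries gave between 978 and 1201 genes. The 89 that changed those labels gave 0 genes, with between 8 and 494 genes at an unadjusted p under 0.05, so that 1 of 90 gave as many when the real labels were added. All 9 other regroupings with as many genes as the real labels kept the 60 min labels, so the share of 10 of 100 says nothing about those labels. The 89 regroupings hold only the 9 other splits of the 6 libraries of 60 min, too few for a share under 0.05, so by the regroupings the number of genes cannot be told apart from grouping by chance. Of the 1022 genes of the interaction also tested at 120 min, 949 (92.9%) were differentially expressed in the same direction in its separate libraries. The share among the other genes was 24.5%, in either direction. This argues against a handling difference confined to the 60 min samples. According to the paper, aliquots of the same cultures were taken at each time. A difference between the cultures would therefore carry over to 120 min, and it is not excluded. A response to rapamycin that builds up between 30 and 60 min, the difference that the design names, may explain the pattern and stays open as a hypothesis.

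Genes under nitrogen catabolite repression (NCR), a list that the paper does not report on, were slightly higher with rapamycin at 30 min, when 1 gene was differentially expressed. The median log2 fold change of the 34 tested genes was 0.28, 30 of them were positive, and 17 were higher in every rapamycin library than in every DMSO library, where chance gives no overlap for 10% of genes in either direction. Over all genes tested, 1 NCR gene (MEP3) had an adjusted p under 0.05, and 16 had adjusted over the list alone, all higher. The list was written after the first genes of the worksheets of Table S4 had been read, and it holds UGA1 of the TGC genes and both reporters, GAP1 and DIP5. In the copy used, those worksheets hold rapamycin against DMSO from these same libraries, in order of p-value. The counts over the list alone and the set tests are therefore not independent evidence. As a set, the list passed camera (adjusted p = 2.12e-54 over 7 time points), fry (adjusted p = 0.00974) and camera with the correlation estimated from the data (adjusted p = 0.0133). The count over all genes fell to 0 without rapamycin 30 min replicate A, B or C, when 15, 15 and 22 NCR genes had an unadjusted p under 0.05, and was 2 without DMSO 30 min replicate B. With the replicate letter as a block, 17 genes of the whole genome had an adjusted p under 0.05 at any fold, and 10 of them were NCR genes, all higher. With edgeR's exact test 10 genes had an adjusted p under 0.05 at any fold, 9 of them NCR genes. At 0 min the median was -0.0118, 15 of the 34 genes were positive and 0 had an unadjusted p under 0.05. Other splits of the 0 min libraries reached 0.080 in size, less than the 0.28 of 30 min. These values argue against a shift of the list's median of that size before rapamycin acted. Differences of single genes in opposite directions would not show in the median. Scaling by library size alone moved the median of all genes by only 0.0042 at 30 min and left the list 0.281 above that median, so this setting alone decides little. A scaling factor moves all genes of a library alike, however, and the list was higher than the other genes by camera with the estimated correlation (adjusted p = 0.0133), which argues against the scaling as the cause. The median was the largest in size in 1 of the 10 splits of the 6 libraries, the real one, and so also among the 4 splits that part all 3 replicate letters, while the largest of the other splits was 0.21. With 10 splits no share under 0.05 can be had, so the median cannot be told apart from grouping by chance by this test. These values are consistent with a weak early response of NCR genes to rapamycin, a hypothesis that rests on the same libraries in which the pattern was seen.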

How the results depend on the processing

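The alternatives, the designs and the rule for naming genes were set before the data were examined, and no test in this part was chosen after a result was seen. Of the alternatives over 128 results, 1360 kept the direction and the side of the threshold, or stayed within 1.5 times a count. The cause was not tested for any of the changes below, except where the construction of the alternative gives it.

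Apart from the fold-change minimum and the single libraries left out, the number of differentially expressed genes between rapamycin and DMSO lay between 1076 and 1247 at 60 min, 1990 and 2372 at 120 min. It was at least 1104 at 240 min and 829 at 360 min, and in every case within 1.5 times the reported count. The interaction lay between 1016 and 1178 genes. At 60 min, 1059 of the 1082 genes of the DESeq2 Wald test, 1063 of the 1086 genes with RLE size factors and 833 of the 1247 genes with library size alone were among the 1093 genes. With each library left out in turn, the counts ranged from 844 to 1304 at 60 min, 2031 to 2157 at 120 min, 1150 to 1261 at 240 min, 762 to 948 at 360 min, and 780 to 1277 for the interaction. DMSO and rapamycin against spores stayed within 1.5 times their counts from 10 min on under these alternatives.

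Without the 2-fold minimum more genes pass by construction. For rapamycin against DMSO the counts were then 3432, 4593, 4144 and 2404 at 60, 120, 240 and 360 min, and 2954 for the interaction. For DMSO against spores they were 4402, 4746, 4904 and 5043 at 10, 30, 60 and 360 min, and for rapamycin against spores 4396, 4811, 4570, 4907 and 5074 at 10, 30, 60, 120 and 240 min.

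The small counts at 0 to 30 min depended on the test and on single libraries. For DMSO against spores at 0 min, 0 genes passed, with 949 at an unadjusted p under 0.05, but 16 with the DESeq2 Wald test, 3 without a filter on low counts, 24 with edgeR's exact test and 23 in 1 fit over all 45 libraries. The 3 genes were FMP48, YLR297W and YOR292C, of which YOR292C was chosen after its values were seen. The count ranged from 0 to 20 with each library left out in turn, being 20 without DMSO 0 min replicate C, 5 without DMSO 0 min replicate B and 1 without spore replicate C. For rapamycin against spores at 0 min, where 3 genes passed, the count was 11 with the DESeq2 Wald test, 0 with at least 10 counts in every library (531 at an unadjusted p under 0.05), 21 with the exact test and 21 in 1 fit over all libraries. It ranged from 0 to 25, being 0 without spore replicate A or B, 1 without rapamycin 0 min replicate A and 25 without rapamycin 0 min replicate C. The exact test called 1 gene between rapamycin and DMSO at 0 min and 1 at 10 min. The 1 gene at 30 min ranged from 0 to 1, being lost without any of the 3 rapamycin libraries. Of the NCR genes at 30 min, where 1 passed over all genes tested, 7 passed with the DESeq2 Wald test and 2 in 1 fit over all libraries, and from 0 to 2 with a library left out.

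The replicate letter as a block gave 4 genes for DMSO against spores and 19 for rapamycin against spores at 0 min. At 30 min it gave 10 NCR genes with an adjusted p under 0.05 at any fold. DIP5 was among them (adjusted p = 0.00143 from edgeR's quasi-likelihood test with the block), with a change of less than 2-fold (log2 fold change 0.60). By the rule that every letter exceed 0.1, the letters did not pair the libraries of rapamycin against DMSO from 60 min on. The smallest correlation of a letter was 0.0452, 0.0622, 0.0861 and 0.0817 at 60, 120, 240 and 360 min. Every letter was thus positive there, so a weaker pairing is not excluded. In the comparisons with spores that the letters did not pair, it lay between -0.0554 and 0.0818. The block gave 1097, 2097, 1230 and 887 genes for rapamycin against DMSO at those 4 time points and 1050 for the interaction, and it changed the median of the mating class at 60 min from -0.0071 to 0.0076. At any fold it called 1 gene between rapamycin and DMSO at 0 min (SCR1, chosen after its values were seen) against 0, 17 genes at 30 min against 1, 12 genes for DMSO against spores at 0 min against 0, and 108 genes for rapamycin against spores at 0 min against 4. For rapamycin against DMSO it also gave 3 gene classes in place of 2 at 10 min and 34 NCR genes in place of 33 at 240 min. It changed no other count of classes or of listed genes, and moved no other count of genes past both thresholds by more than 1.5 times. MEP2, named for its rise at 60 min, had an adjusted p of 0.00387 at 30 min with the block against 0.522 without it (edgeR's quasi-likelihood test). No other named gene changed its call in the comparison for which it was named.

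Counts of gene classes depended most on the set test. With an estimated inter-gene correlation, 0 classes passed at every time point in both comparisons, with at most 3 classes at an unadjusted p under 0.05. With fry, 8, 9 and 10 classes passed for DMSO against spores at 10, 60 and 240 min, against 5, 5 and 6 with camera. For rapamycin against DMSO, fry called 0 classes at 0, 10 and 30 min, with 0 at an unadjusted p under 0.05, against 2, 2 and 5 with camera. The camera counts at these 3 time points ranged from 2 to 4 (4 without rapamycin replicate A or DMSO replicate B), from 1 to 4 (4 without DMSO replicate B or C, 1 without rapamycin replicate B) and from 2 to 6 (3 without rapamycin replicate A or B, 2 without DMSO replicate C).

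Directions changed for values near 0. Cell cycle G2/M at 60 min against spores had a median of 0.10, but -0.081 with library size alone and from -0.0093 (without spore replicate B) to 0.14 with a library left out. The median of mating with rapamycin at 60 min was 0.31 with library size alone and ranged from -0.025 to 0.050, being 0.050 without DMSO replicate A, 0.041 without rapamycin replicate A and 0.0034 without rapamycin replicate C. With library size alone, the log2 fold changes with rapamycin were 0.097 for EGT2 and 0.14 for CTS1 at 240 min and 0.029 for ACT1 at 60 min, against -0.13, -0.09 and -0.29. CTS1 at 240 min ranged from -0.25 to 0.048, being 0.048 without DMSO replicate A. ACT1 at 60 min was -0.32 with the DESeq2 Wald test, whose adjusted p was 0.0477, while over the alternatives the adjusted p went from 0.0477 to 0.858. The shift of all genes under library size alone was 0.32 at 60 min and 0.23 at 240 min, close to the size of these moves.

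The number of rapamycin libraries at 360 min whose nearest DMSO profile was an earlier time point was 1, but 3 with a distance from Spearman's correlation and 0 with at least 10 counts in every library. In 21 other results the call changed under 34 alternatives, 26 weaker and 8 stronger, of which 12 and 1 left out a library. These are medians of gene classes at 60 min and the genes MEP3, TOS8, FMP48, YLR297W and DIP5.

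CLB6 was not tested at 240 and 360 min without a DMSO library of that time, since fewer than 3 libraries then had more than 1 CPM, so the cell-cycle genes of Fig. S17 past the threshold numbered 4 and 7 in place of 5 and 8. The depth limits CLB6, which had at most 3 counts in every spore library and in the rapamycin libraries at 240 min. Only lower bounds can be given for its changes in comparisons with those libraries. YMR321C was at the same floor of 3 counts in the spore libraries.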

Differences from the paper's values

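No test in this part was chosen after a result was seen, and the settings compared are those set before the data were examined. The copies of Tables S3, S4 and S5 hold part of the genes of each worksheet in order of p-value, and the paper's numbers are counts of genes in those worksheets whose copy reaches past an FDR of 0.05. Leaving out single libraries was compared for the counts past both thresholds and not for those at any fold.

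For DMSO against purified spores at 0 min, the paper's Table S3 gives 24 genes with an FDR under 0.05 and at least 2-fold, against 0 here, when 949 genes had an unadjusted p under 0.05. The number was 16 with the DESeq2 Wald test, 24 with edgeR's exact test, 23 with 1 fit over all 45 libraries and 20 without DMSO 0 min replicate C, which closed the gap. It stayed open with RLE size factors, library size alone, no filter on low counts, at least 10 counts in every library, the replicate block and each other library left out. At any fold, the paper's table gives 177 genes against 0 here. The number was 137 with the DESeq2 Wald test, 177 with the exact test and 188 with 1 fit over all libraries, and the other settings did not close the gap.

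For rapamycin against DMSO at 0 min, the paper's Table S4 gives 1 gene past both thresholds, against 0 here with 22 genes at an unadjusted p under 0.05. The exact test gave 1 gene and no other setting did. At any fold the paper's 1 gene stood against 0 here, and both the exact test and the replicate block gave 1. At 10 min the paper's table gives 1 gene against 0 here, with 100 genes at an unadjusted p under 0.05, both past the 2-fold minimum and at any fold. Only the exact test gave 1 gene. At 30 min the paper's table gives 10 genes at any fold against 1 here. The DESeq2 Wald test gave 8 and the exact test 10, while the replicate block with 17, the fit over all libraries with 2 and the remaining settings did not close the gap.

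For rapamycin against purified spores at 0 min, the paper's Table S5 gives 21 genes past both thresholds against 3 here. The number was 19 with the replicate block, 21 with the exact test, 21 with 1 fit over all libraries and 25 without rapamycin 0 min replicate C, and the DESeq2 Wald test with 11 and the remaining settings did not close the gap. At any fold the paper's table gives 111 genes against 4 here. The replicate block gave 108, the exact test 111 and the fit over all libraries 128, while the DESeq2 Wald test gave 67 and did not close the gap, nor did the remaining settings.

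At 60 min, the paper's 1102 genes stood beside 1093 here. The exact test gave 1102 genes, 599 higher and 503 lower with rapamycin, and these are the paper's numbers of 503 and 599 when read as DMSO relative to rapamycin. In each comparison above the exact test gave the paper's number, and no other setting did so throughout. Its log2 fold changes differed from those of the worksheets by a median of at most 2.64e-06, against 0.000242 with the quasi-likelihood fit. These values argue that the gaps come from the edgeR test chosen here. The paper states that CRC1 falls after transfer into YPD, as measured by real-time qRT-PCR. In the RNA-Seq data CRC1 was 1.69 higher than in spores at 10 min, 2.25 higher at 30 min and 0.62 higher at 60 min on the log2 scale. It was lower from 120 min on, with log2 fold changes of -2.99, -4.40 and -4.33 at 120, 240 and 360 min. The qRT-PCR values are relative to ACT1, which was 0.89 higher than in spores at 60 min in the RNA-Seq data. Relative to ACT1, CRC1 was therefore lower than in spores at 60 min. This comparison was not made at 10 and 30 min.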

Other observations

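The tests of a delay were chosen only after the distances between profiles had been seen, the second after the first, and the tests with the NCR genes after their values were known. The counts of genes were known when the other splits of the libraries were compared.

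The counts of differentially expressed genes were set against other splits of the same 6 libraries, of which there are 10. For rapamycin against DMSO, the number of splits with as many genes was 10 at 0 and 10 min, where 0 genes passed, and 1, the real split, at 30, 60, 120, 240 and 360 min. It was 10 for DMSO against spores at 0 min and 1 from 10 min on, and 1 at all 7 time points for rapamycin against spores. The other splits gave 0 genes, except that at most 1 gene passed in both comparisons with spores at 0 min. At an unadjusted p under 0.05 the other splits gave at most 135 genes for rapamycin against DMSO at 60 min, against 3676 with the real labels, and at most 12, 21 and 165 at 120, 240 and 360 min, against 4655, 4238 and 2964. With 10 splits no share can fall under 0.05, so none of these counts can be told apart from grouping by chance by this test alone. Where the letters pair the libraries, 4 of the 10 splits part all 3 pairs. Among these 4, the real split alone gave the most genes at 30 min for rapamycin against DMSO, at 10 and 30 min for DMSO against spores, and at 0, 10, 60 and 120 min for rapamycin against spores, and all 4 gave 0 genes in the other 3 paired comparisons. At 0, 10 and 30 min, splits of the rapamycin and DMSO libraries that keep 2 libraries of a letter together gave up to 884, 860 and 820 genes at an unadjusted p under 0.05, against 22, 100 and 145 with the real labels. The 3 other splits that part all pairs at 30 min gave between 19 and 71. With the letter as a block, the real labels gave 171 genes at 0 min and 725 at 10 min at an unadjusted p under 0.05, and still 0 genes past both thresholds. A difference between the replicate series that is as large as any early difference between the treatments may explain these values.

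Counts of gene classes by camera did not single out the real labels. With the p-values adjusted over the 10 classes of each time point, the number of the 10 splits with as many classes for rapamycin against DMSO was 9, 7, 5, 5, 5, 4 and 3 at the 7 time points in order. For DMSO against spores it was 2, 7, 6, 10, 4, 7 and 10. Other splits gave up to 8 classes for rapamycin against DMSO and up to 9 for DMSO against spores. With fry, adjusted in the same way, the other splits gave at most 1 class, while the real labels gave 0, 0, 0, 7, 8, 8 and 9 classes for rapamycin against DMSO and 0, 8, 8, 9, 9, 10 and 10 for DMSO against spores. The number of classes called by both camera and fry for rapamycin against DMSO, adjusted over all 70 tests, was 0 at 0, 10 and 30 min, 6 at 60 min and 7 at 120, 240 and 360 min. At 0 min, where 0 genes passed between the treatments and 22 had an unadjusted p under 0.05, camera at a preset correlation could call classes from the spread between replicates alone, as in 9 of 10 splits. Every other split sets 2 libraries of one group and 1 of the other against the rest, so it keeps part of any real difference, and from 60 min on (from 10 min for DMSO against spores) the counts by camera in these splits do not measure what chance gives. No biological explanation was tested for the counts in the other splits.

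The NCR genes were also followed at the other time points. With rapamycin, their median log2 fold change was 0.08 at 10 min, when 0 of 34 genes passed and 1 had an unadjusted p under 0.05. The list passed camera at 10 min (adjusted p = 0.000135) but not fry (adjusted p = 0.442) or camera with an estimated correlation (adjusted p = 0.279). Other splits of the libraries reached a median of 0.17 in size, in a split that keeps 2 libraries of a letter together. The letters paired the libraries at 10 min, and the other splits that part all pairs gave 0.029, 0.011 and 0.035. These splits are too few for a share under 0.05. The median was 2.42 at 60 min with 32 genes past an adjusted p of 0.05, all higher, 3.35 at 120 min with 33 higher and 1 lower, 2.52 at 240 min with 32 higher and 1 lower, and 2.17 at 360 min with 31 higher. Adjusted over the list alone the numbers were 32, 34, 34 and 32. In the DMSO cultures relative to spores, the median was 0.55 at 10 min, 1.28 at 30 min and -0.07 at 60 min, and it reached -1.18 at 240 min. At 60 min 14 of the 34 genes were higher and 14 lower than in spores at an adjusted p under 0.05, so the median does not describe the single genes.

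A small group of genes was higher at 0 min than in purified spores. The 21 genes that edgeR's exact test called for rapamycin at 0 min against spores were examined in the DMSO cultures, which are separate libraries. Of the 21 genes, 16 (76.2%) rose between 0 and 10 min with DMSO at an adjusted p under 0.05, against 37.7% of all 5836 genes (Fisher's exact test, p = 0.000423), and 12 rose at least 2-fold, against 13.8% of all genes. The test runs across genes, which are not independent replicates. The share among genes of like expression and spread was not determined. The higher share therefore cannot exclude the spread of the spore libraries as the cause. An early start of germination in the time between transfer and collection is consistent with these values and is a hypothesis, since the number of genes was known beforehand. A difference in handling between purified spores and the 0 min cultures was not tested. With the quasi-likelihood test only TOS8, FMP48 and YLR297W passed.

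Each rapamycin library was compared with the mean profiles of purified spores and of the DMSO cultures over 5972 genes. The nearest profile was that of an earlier time point for 2 of 3 libraries at 60 min (replicates A and C, nearest to DMSO at 30 min), 3 of 3 at 120 min (nearest to 30 min), 3 of 3 at 240 min (nearest to 120 min) and 1 of 3 at 360 min (replicate B, nearest to 240 min). At 10 and 30 min it was the same time point in all 3 libraries, and at 0 min replicate C was nearest to spores. The number at 360 min was 3 with a distance from Spearman's correlation and 0 with at least 10 counts in every library. A slower course of germination with rapamycin may explain this order. If rapamycin only delayed the course, its libraries should lie on the line through the DMSO profiles. The smallest distance of a rapamycin library to that line from 60 min on was 1.65 times the largest of a DMSO library (39.0 to 78.6 against 19.0 to 23.7, 12 libraries each). The DMSO libraries help to define the line, so this comparison is uneven. With each DMSO library of 60 to 240 min measured against the line without its own time point, the ratio was 0.669 (39.0 to 65.3 against 36.8 to 58.3, 9 libraries each), and 6 of the 9 rapamycin libraries lay farther than every DMSO library. From these distances a delay alone cannot be told apart from a delay with a separate effect of rapamycin, because the stages between the sampled times are not known. The NCR genes argue against a delay along the sampled DMSO course at 60 and 120 min. Their median relative to spores was at least 2.90 in the rapamycin libraries at 60 min and 2.12 at 120 min, while the highest of all DMSO libraries was 1.44, differences of 1.46 and 0.69 on the log2 scale. At 240 and 360 min the smallest rapamycin value was below that maximum (differences of -0.35 and -0.068), but DMSO libraries reached such values at 30 min only, a time point that was neither the nearest nor the second nearest of these libraries with either distance or with at least 10 counts in every library. Against the DMSO libraries of the nearest and second nearest time points (60 and 120 min for rapamycin at 240 min, 240 and 360 min for rapamycin at 360 min), the smallest rapamycin value was higher than the largest DMSO value by 0.98 and 2.23, which argues against a delay to those stages. A peak of these genes in the DMSO cultures between the sampled times, and cultures with spores at several stages, were not tested.

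The cell-cycle genes of Fig. S17 were compared between rapamycin and DMSO in the RNA-Seq data. Of these 8 genes, 4 are also in the cell cycle classes of Table S2. At 0, 10 and 30 min 0 of 6 tested genes and at 120 min 0 of 5 passed an adjusted p of 0.05, and 0 had an unadjusted p under 0.05. At 60 min EGT2 (log2 fold change 0.68, adjusted p = 0.0102) and PCL1 (0.75, adjusted p = 0.0293) were higher with rapamycin (edgeR's quasi-likelihood test). PCL1 no longer passed without DMSO replicate B or C or rapamycin replicate A or C, which left 1 gene, and at 120 min CTS1 passed without rapamycin replicate A. At 240 min, 5 of 7 tested genes were lower. The log2 fold changes were -1.85 for CLN1, -5.57 for CLN2, -3.62 for PCL1 and -1.03 for CHS2, and CLB6 was at least 23.9-fold lower. EGT2 (-0.13, adjusted p = 0.392) and CTS1 (-0.09, adjusted p = 0.632) did not differ detectably at 240 min, and the sign of both changed with scaling by library size alone, as did that of CTS1 without DMSO replicate A. At 360 min all 8 genes were lower, by -3.30 for CLN1, -3.33 for CLN2, -5.89 for CLB6, -5.04 for EGT2, -4.61 for PCL1, -6.30 for PCL9, -4.44 for CHS2 and -3.51 for CTS1 on the log2 scale. All 5 genes at 240 min and all 8 at 360 min also passed when adjusted over the list alone. Relative to spores, CLB6 in the DMSO cultures was at least 19.6-fold higher at 240 min and at least 95.9-fold higher at 360 min.

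ACT1 (chromosome VI, 53260 to 54696), the reference gene of the qRT-PCR, was itself not constant in the RNA-Seq data. With rapamycin its log2 fold change was -0.04 at 0 min, 0.13 at 10 min, -0.08 at 30 min, -0.29 at 60 min (adjusted p = 0.119), -0.38 at 120 min (adjusted p = 0.00116), -1.01 at 240 min (adjusted p = 4.76e-07) and -0.30 at 360 min (adjusted p = 0.358), from edgeR's quasi-likelihood test. Relative to spores, ACT1 in the DMSO cultures was higher by 0.89 at 60 min, 1.46 at 120 min, 2.43 at 240 min and 2.30 at 360 min. With scaling by library size alone, which moved the median of all genes by 0.32 at 60 min and 0.50 at 120 min, ACT1 was 0.029 higher with rapamycin at 60 min. All values are relative to the other genes of a library, whose total RNA per spore was not measured here.

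Rapamycin 360 min replicate A lay far from replicates B and C. The chi-square per degree of freedom between replicates was 185 for A and B and 167 for A and C, against 5.39 for B and C, and the next highest value of any pair was 71.9, for replicates B and C of rapamycin at 60 min. Without rapamycin replicate B or C, the number of differentially expressed genes between rapamycin and DMSO at 360 min rose from 888 to 948. Over the 6 fits with a library left out, that without rapamycin replicate A included, it ranged from 762 (without DMSO replicate C) to 948. No technical or biological explanation was tested for this spread.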
